# Epigenetic memory is governed by an effector recruitment specificity toggle in Heterochromatin Protein 1

**DOI:** 10.1038/s41467-024-50538-z

**Published:** 2024-07-25

**Authors:** Amanda Ames, Melissa Seman, Ajay Larkin, Gulzhan Raiymbek, Ziyuan Chen, Alex Levashkevich, Bokyung Kim, Julie Suzanne Biteen, Kaushik Ragunathan

**Keywords:** Gene silencing, Histone post-translational modifications

## Abstract

HP1 proteins are essential for establishing and maintaining transcriptionally silent heterochromatin. They dimerize, forming a binding interface to recruit diverse chromatin-associated factors. Although HP1 proteins are known to rapidly evolve, the extent of variation required to achieve functional specialization is unknown. To investigate how changes in amino acid sequence impacts heterochromatin formation, we performed a targeted mutagenesis screen of the *S. pombe* HP1 homolog, Swi6. Substitutions within an auxiliary surface adjacent to the HP1 dimerization interface produce Swi6 variants with divergent maintenance properties. Remarkably, substitutions at a single amino acid position lead to the persistent gain or loss of epigenetic inheritance. These substitutions increase Swi6 chromatin occupancy in vivo and altered Swi6-protein interactions that reprogram H3K9me maintenance. We show how relatively minor changes in Swi6 amino acid composition in an auxiliary surface can lead to profound changes in epigenetic inheritance providing a redundant mechanism to evolve HP1-effector specificity.

## Abstract (web summary)

HP1 proteins are rapidly evolving heterochromatin factors that are essential for silencing. Here, the authors identify an interface where subtle amino acid changes can lead to novel epigenetic inheritance phenotypes, acting as an effector toggle switch to regulate the persistence of epigenetic memory.

## Introduction

Chromatin organization, which is critical for maintaining genome integrity and regulating gene expression, depends in part on the post-translational modifications of DNA packaging proteins called histones. These modifications enable the establishment of distinct chromatin compartments consisting of active or repressed genes, and their inheritance following DNA replication enables cells to maintain unique identities^1,2^. Disrupting the epigenetic landscape leads to aneuploidy and genome instability, two established hallmarks of cancer. Over 50% of sequenced cancers have at least one mutation in histones, histone-binding proteins, or nucleosome remodelers, underscoring the devastating impacts of epigenetic misregulation in cancer^3^. Elucidating fundamental mechanisms of epigenetic regulation is critical to deciphering how gene expression is regulated and potentially informs the development of innovative therapeutic strategies.

Establishment depends on the sequence-specific recruitment of histone modifiers to unique locations in the genome^4^. These modifications can be propagated over multiple cell divisions in a DNA sequence-independent manner through a process known as maintenance or epigenetic inheritance. The molecular basis for epigenetic inheritance is thought to involve a process called read-write, where pre-existing histone modifications recruit enzymes to modify newly incorporated histones after DNA replication^5–7^. However, several non-histone proteins that bind histone modifications also impact epigenetic inheritance by inducing changes in chromatin organization^8,9^. For example, in vitro reconstitution studies show that PRC1 (polycomb repressive complex 1), a protein complex involved in histone H3 lysine 27 methylation (H3K27me) dependent silencing, remains continuously bound to old and newly replicated DNA independent of H3K27me^10^. Moreover, the ability of PRC1 to form condensates in conjunction with modified histones can tune epigenetic memory^11^. In an analogous silencing pathway, proteins called Heterochromatin Protein 1 (HP1) remain bound to histone H3 lysine 9 methylation (H3K9me), throughout DNA replication, suggesting HP1 proteins might be an integral part of the epigenetic imprint^12^. HP1 proteins also form condensates and oligomerize, which is thought to have a crucial role in maintaining epigenetic memory^13,14^. While the importance of these processes is well-recognized, the mechanisms that coordinate the interplay between histone and non-histone proteins to encode epigenetic memory remain poorly understood.

Canonical reader domains, such as bromodomains and chromodomains, are found in protein complexes that alter gene expression and chromatin accessibility^15^. Readers are enigmatic because, despite being highly conserved, their ability to be co-opted by diverse effectors enables them to fulfill functionally distinct roles in regulating gene expression^16^. HP1 proteins are evolutionary conserved reader domaining containing factors involved in heterochromatin formation^17^. HP1 proteins have a conserved chromodomain (CD), which binds specifically to H3K9me, and a chromoshadow domain (CSD) that promotes dimerization^18,19^. HP1 proteins can engage in higher-order interactions, leading to the formation of condensates that have liquid-like or gel-like properties in vitro and in vivo^20–22^. Upon dimerization, CSD subunits create a binding interface that facilitates protein interactions. HP1 binding partners contain variations of a consensus pentapeptide motif, with the defining feature being a central valine residue, such as the PxVxL motif in mouse CAF1^23,24^. Some HP1 variants demonstrate altered specificity for degenerate equivalents of this motif. Notably, the *S. pombe* HP1 paralog Chp2 binds to a chromatin remodeler Mit1 through a CkIvV motif^25^. HP1 proteins recruit factors that enhance and antagonize heterochromatin formation, many of which bind the same shared CSD interface^26^. This raises an important question about how the recruitment of factors with opposing activities is coordinated, given all these effectors presumably compete for the same binding interface.

HP1 proteins are among the most rapidly evolving protein families^27,28^. In Dipteran flies, phylogenomic studies reveal an unusually high number of HP1 gene duplications, leading to opportunities for functional specialization of paralogs. These young HP1 genes show an elevated percent identity at amino acid positions involved in H3K9me recognition and protein dimerization, indicating they are functional HP1 paralogs that evolved through positive selection^28^. Yet, even within these otherwise conserved domains, there is substantial variation in some amino acid positions within the CD and CSD that remain functionally undefined^23^. Non-conserved sequences may contribute to functional diversity in HP1 proteins by influencing some paralog-specific functions. In mouse HP1a, the N-terminal extension serves as a site for hyperphosphorylation, which leads to higher chromatin binding and compaction^29^. The CSD dimerization interface, influenced by amino acid composition in the CSD and C-terminal extension, differs across HP1 proteins and is thought to tune affinity for various protein ligands^30^. However, we have limited knowledge of how much sequence variation is required to alter the function of HP1 proteins and achieve functional specialization.

The fission yeast *Schizosacchromyces pombe* (*S. pombe*), represents an outstanding model system to study heterochromatin^31^. Heterochromatin establishment and maintenance involves H3K9me and the activity of an H3K9 methyltransferase in *S. pombe* called Clr4, a Suv39h homolog^32^. *S. pombe* has two HP1 reader proteins, Chp2 and Swi6, with extensive sequence and structural similarity to HP1 proteins in metazoans. 

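In the annotation that the authors deposited for their modified *S. pombe* genome, *swi6* (SPAC664.01c) lies on the minus strand of chromosome I. Its coding sequence is a single exon of 987 bp, from 1703015 to 1704001, and encodes 328 amino acids. *chp2* (SPBC16C6.10) lies on the plus strand of chromosome II, where 2 coding exons between 4349995 and 4351174 add up to 1143 bp and encode 380 amino acids. *clr4* (SPBC428.08c), which encodes the H3K9 methyltransferase, has a coding sequence of 1473 bp on the minus strand of chromosome II, from 456575 to 458047, for 490 amino acids. The annotation names no genome build. On chromosomes I and II its lengths, 5579133 and 4539804 bp, and the positions of 2259 and 1806 coding genes equal those of the reference genome used here. The annotation holds no measurement of any sample.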

Swi6 and Chp2 have distinct, additive roles in transcriptional silencing at pericentromeric repeats, telomeres, and the mating type locus^33^. Swi6 and Chp2 interact with distinct sets of heterochromatin regulators and have vastly different expression levels. Swi6 interacts with many factors, including those involved in RNAi-mediated heterochromatin formation, the histone deacetylase (Clr3), and a putative H3K9 demethylase (Epe1)^26,34–37^. Chp2 recruits the Snf2/HDAC repressive effector complex (SHREC) that includes Clr3 and the chromatin remodeler Mit1 to promote transcriptional silencing^7,25,33,38^. Given the potential role of reader proteins, such as Swi6, in epigenetic inheritance, we anticipate that their plasticity to evolve new protein-protein interactions serves as a potential mechanism to tune epigenetic memory.

In this work, we determine how sequence changes in Swi6 influence epigenetic inheritance by performing a targeted PCR-based mutagenesis screen. By modifying the amino acid composition in the Swi6-CSD through a targeted, PCR-based mutagenesis strategy, we alter the durability of H3K9me-dependent epigenetic inheritance. Notably, we show substitutions at a single residue (Thr 278) are sufficient to achieve functional divergence. While some amino acid substitutions at this residue produce a gain of function maintenance phenotype, other substitutions led to a persistent loss of maintenance. Our study reveals an HP1 protein, and possibly other reader proteins alike, can display substantial plasticity wherein relatively minor variations in amino acid composition outside primary structural interfaces can produce strikingly different functional outcomes.

## Results

### Swi6 variants affect heterochromatin maintenance

To uncouple the effects of sequence-dependent heterochromatin establishment from epigenetic inheritance, we use a system where a TetR-Clr4-I fusion protein binds *10X-tetO* DNA binding sequences placed upstream of an *ade6+* reporter gene. TetR-Clr4-I binding promotes site-specific H3K9me deposition, leading to *ade6+* silencing^5,7^. Colonies appear red on low adenine media when *ade6+* is silenced and white when *ade6+* is expressed. The addition of tetracycline (+tet) triggers the release of TetR-Clr4-I, after which we can measure epigenetic inheritance in the absence of continuous initiation (Fig. 1a). Consistent with previous work, deleting the eraser of H3K9me, Epe1 (*epe1*∆), promotes maintenance leading to the appearance of red and sectored colonies on +tetracycline-containing medium in contrast to white colonies in *epe1+* cells (Fig. 1b, *epe1+* versus *epe1*∆, +tet)^7^.

**Fig. 1:**
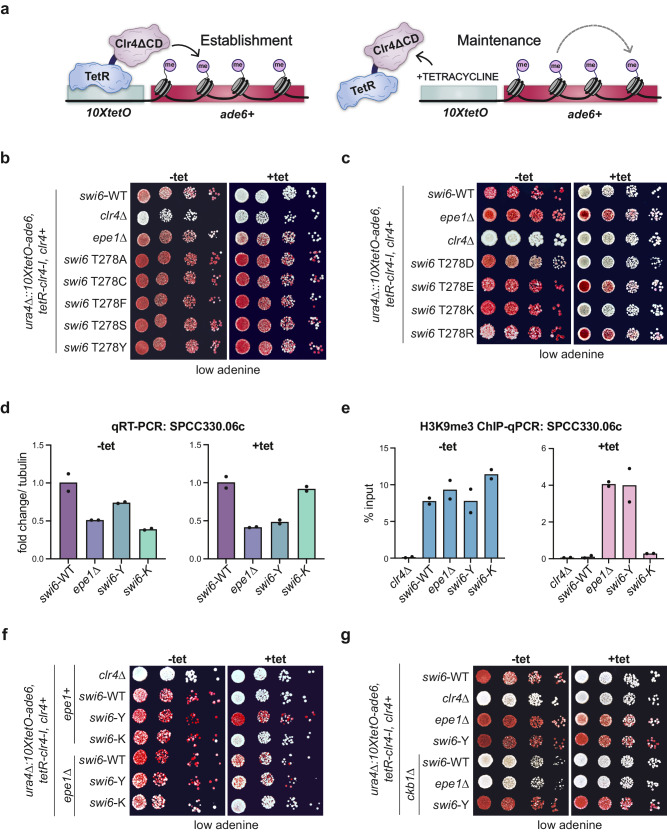
Novel Swi6 variants affect heterochromatin maintenance. **a** Schematic of TetR-Clr4-I recruitment to *10XtetO* binding sites upstream of an *ade6+* reporter gene, initiating heterochromatin establishment. Addition of tetracycline (+tet) releases TetR-Clr4-I, enabling measurements of heterochromatin maintenance uncoupled from sequence-specific establishment. **b**, **c** Silencing assay of *ura4Δ::10XtetO-ade6+* reporter in indicated genotypes in the absence (-tet) and presence (+tet) of tetracycline. Red cells indicate *ade6+* silencing. Cells are plated as 10-fold serial dilutions. **d** qRT-PCR measuring RNA levels at *SPCC330.06c* in indicated genotypes before (-tet) and after (+tet) tetracycline addition (N = 2). **e** ChIP-qPCR measuring H3K9me3 at *SPCC330.06c* in indicated genotypes before (-tet) and after (+tet) tetracycline addition (N = 2). **f**, **g** Silencing assay of *ura4Δ::10XtetO-ade6+* reporter in indicated genotypes in the absence (-tet) and presence (+tet) of tetracycline. Red cells indicate *ade6+* silencing. Cells are plated at 10-fold serial dilutions. Source data are provided as Source Data File.

Next, we generated a site-directed mutagenesis library using tiling primers containing degenerate NNN codons targeting 65 amino acids of the Swi6-CSD domain given that it is the primary interaction site for heterochromatin-associated factors. This PCR-based *swi6-*CSD variant library was integrated into the *S. pombe* genome, replacing the endogenous *swi6+* sequence (Supplementary Fig. 1a). To identify Swi6 gain of function mutations that lead to enhanced maintenance, we transformed our *swi6*-CSD variant library in an *epe1+* background where cells are normally white when plated on +tet medium. We expected a gain of function Swi6 variant to produce red/sectored colonies on +tet medium. Based on an initial hit in our screen (T278Y), we discovered that several Thr 278 substitutions produce a gain of function maintenance phenotype, including phenylalanine (F), tyrosine (Y), alanine (A), cysteine (C), and serine (S) (Fig. 1b). This subset of residues are conserved or semi-conserved substitutions with uncharged side chains. When Thr 278 was replaced with amino acid substitutions containing charged side chains, we observed a gain of maintenance in the case of glutamate (E) and arginine (R) substitutions, but unexpectedly, we observed a loss of maintenance in the case of aspartate (D) and lysine (K) substitutions (Fig. 1c). These phenotypic differences were not due to changes in Swi6 protein levels, given the expression of all Thr 278 variants is comparable to Swi6-WT (Supplementary Fig. 1b, c).

We quantitatively measured transcriptional silencing of the reporter locus in *swi6* T278Y (*swi6*-Y*)* and *swi6* T278K (*swi6*-K*)*. We performed quantitative real-time PCR (qRT-PCR) for a gene upstream of *10XTetO-ade6*, *SPCC330.06c*. Consistent with the *ade6+* silencing phenotype, *swi6*-Y, and *swi6*-K exhibited a similar decrease in *SPCC330.06c* RNA levels as observed in *swi6*-WT (Fig. 1d). Following 24 hours of growth in +tet, we still observed reduced transcript levels in *swi6*-Y consistent with heterochromatin maintenance. In contrast*, swi6*-K cells showed increased transcript levels consistent with a loss of heterochromatin maintenance (Fig. 1d). We measured H3K9me3 levels at *SPCC330.06c* using chromatin immunoprecipitation followed by qPCR (ChIP-qPCR). As expected, we observed high H3K9me3 enrichment in the context of establishment (-tet) in *swi6*-Y and *swi6*-K. In contrast, H3K9me3 persisted during maintenance (+tet) only in the case of *swi6*-Y, but not *swi6*-K (Fig. 1e).

As mentioned previously, heterochromatin maintenance in our reporter system is critically dependent on the absence of H3K9me eraser Epe1, with *epe1*∆ cells being the primary genetic context in which we observed red or sectored colonies on +tet media. To determine if the observed maintenance phenotypes in *swi6*-Y and *swi6*-K are dependent on Epe1, we deleted Epe1 in both genetic backgrounds. We expected that *swi6*-Y gain of maintenance would be unaffected or further enhanced by *epe1*∆, whereas *swi6*-K would acquire a maintenance phenotype upon deleting *epe1*. Unexpectedly, maintenance was not restored in *swi6*–K *epe1*∆ cells, as indicated by the continued appearance of white colonies in +tet medium (Fig. 1f, Supplementary Fig. 1d). Additionally, *swi6*-Y *epe1*∆ cells exhibited a slightly weaker epigenetic maintenance phenotype with fewer sectored colonies than *swi6*-Y *epe1+* cells. Nevertheless, deleting *epe1*∆ in *swi6*-Y did not completely disrupt maintenance, as we still observed red and sectored colonies consistent with successful maintenance when cells were plated on +tet media (Fig. 1f, Supplementary Fig. 1d). These findings indicate *swi6*-Y has a persistent gain of function maintenance phenotype, whereas *swi6*-K, unlike *swi6*-WT, has a persistent loss of function maintenance phenotype.

Swi6 phosphorylation may be affected by Thr 278 substitutions. Therefore, we tested the effect of deleting Ckb1, a subunit of the casein kinase II complex (CK2) in *S. pombe* that phosphorylates Swi6. Loss of Ckb1-mediated phosphorylation disrupts heterochromatin silencing by inhibiting recruitment of the histone deacetylase Clr3 while also promoting Epe1 occupancy at sites of heterochromatin formation^39^. Upon deleting the CK2 subunit, *ckb1* (*ckb1*∆), *ade6+* silencing is lost in both *swi6*-WT and *epe1*∆ cells. Surprisingly, heterochromatin silencing remains intact in *ckb1*∆ *swi6-*Y cells, suggesting that the Swi6-Y gain of maintenance is not regulated by CK2 phosphorylation (Fig. 1g).

### Maintenance in Swi6-Y depends on H3K9me

To determine if heterochromatin spreading and epigenetic inheritance is affected in *swi6*-Y and *swi6*-K, we performed chromatin immunoprecipitation followed by sequencing (ChIP-seq) of H3K9me2 and H3K9me3. We observed large H3K9me domains consistent with successful heterochromatin establishment proximal to the *10XtetO-ade6+* reporter site across all Swi6 variants (Fig. 2a, b). Upon +tet treatment, H3K9me2 and H3K9me3 levels are maintained in *swi6*-Y, like what we observe in *epe1*∆ cells, and lost in *swi6*-K, like what we observe in *swi6*-WT (Fig. 2a, b). These results further confirm that the gain of maintenance phenotype we observed in *swi6*-Y is dependent on the inheritance of H3K9me.

**Fig. 2:**
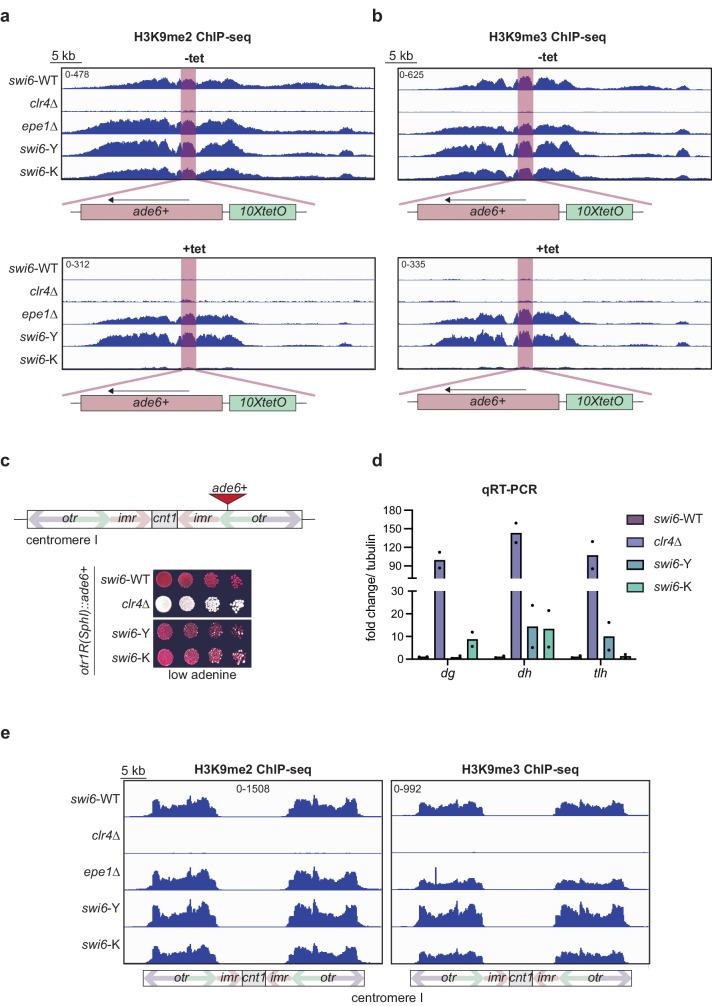
Maintenance in Swi6-Y depends on H3K9me. **a**, **b** ChIP-seq of H3K9me2 (**a**) and H3K9me3 (**b**) surrounding the *ura4Δ::10XtetO-ade6+* reporter in indicated genotypes and tetracycline treatment. The *ura4Δ::10XtetO-ade6+* reporter is highlighted in red. Each ChIP-seq track corresponds to a 40 kb region. Enrichment in all samples is shown as normalized reads per kilobase million (RPKM). **c** Top- Schematic detailing the *otr1R::ade6+* reporter, where *ade6+* is inserted within the outer pericentromeric repeats. Bottom- Silencing assay of *otr1R::(SphI)ade6+* reporter in indicated genotypes. **d** qRT-PCR measuring RNA levels at *dg*, *dh*, and *tlh* in indicated genotypes and tetracycline treatment (*N* = 2). **e** ChIP-seq of H3K9me2 and H3K9me3 at the centromere on chromosome 1 in indicated genotypes. Each ChIP-seq track corresponds to a 45 kb region with features within the centromere indicated in the schematic below. Enrichment in all samples is shown as normalized reads per kilobase million (RPKM). Source data are provided as Source Data File.

To determine the extent to which both Swi6 variants affect constitutive heterochromatin, we replaced the endogenous *swi6+* gene with *swi6*-Y and *swi6*-K in cells where an *ade6+* reporter was inserted at the pericentromeric outer repeats (*otr1R(SphI)::ade6* + *)* (Fig. 2c). Unlike *swi6*-WT cells that appeared uniformly red, we observed a small proportion of white, *ade6*+ expressing colonies in *swi6*-Y and *swi6*-K, suggesting a minor defect in pericentromeric reporter gene silencing. These minor silencing defects were mirrored in our qRT-PCR analysis of pericentromeric (*dg* and *dh*) and telomeric (*tlh1*) transcripts (Fig. 2d). Nevertheless, enrichment for H3K9me2 and H3K9me3 at pericentromeres were comparable in *swi6-*Y and *swi6*-K expressing cells (Fig. 2e, Supplementary Fig. 2a–d) while slightly decreased at telomeres in *swi6*-Y and *swi6*-K compared to *swi6*-WT cells. H3K9me2 and H3K9me3 levels at the rDNA locus were elevated in s*wi6*-Y but not in *swi6*-K, compared to *swi6*-WT (Supplementary Fig. 2a–d). We also observed elevated H3K9me2 and H3K9me3 enrichment at facultative heterochromatin islands such as meiotic genes (*mei4* and *ssm4*) in *swi6*-K cells compared to *swi6*-WT (Supplementary Fig. 2e–f).

### Swi6-Y and Swi6-K variants disrupt a direct interaction with Epe1

As previously noted, deleting *epe1*∆ did not affect the maintenance phenotypes associated with Swi6-Y or Swi6-K. We reasoned that Thr 278 substitutions might disrupt a direct binding interaction between Epe1 and Swi6. We mapped the position of Thr 278 within the Swi6-CSD relative to the dimerization interface using an X-ray crystallography-based model (Fig. 3a)^18^. The dimerization interface, consisting of two helices, facilitates hydrophobic contacts between two Swi6-CSD monomers via Leu 315. Disrupting the dimer by introducing a charged amino acid substitution (L315E or L315D) leads to a loss of silencing in vivo and loss of H3K9me binding specificity in vitro^18,40^. Interestingly, Thr 278 lies within a beta-sheet outside the dimerization interface with its side chain being solvent-exposed. This observation led to a hypothesis that Thr 278 could be involved in tuning Swi6-dependent protein-protein interactions.

**Fig. 3:**
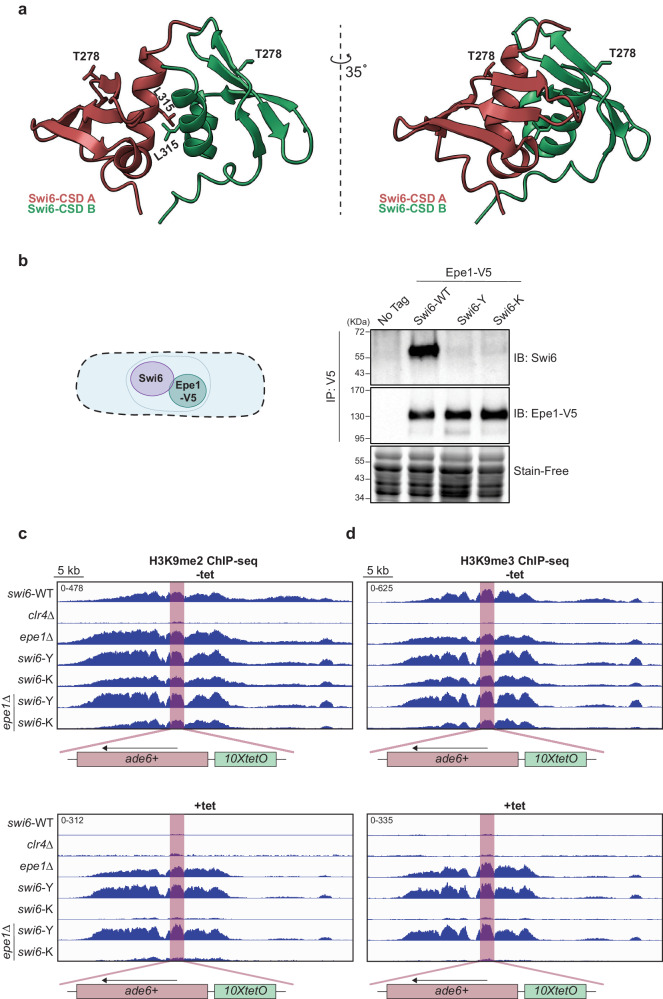
Swi6-Y and Swi6-K variants disrupt a direct interaction with Epe1. **a** X-ray crystallography structure of a Swi6-CSD dimer (PDB 1E0B, 1.90 Å). The dimerization interface and the side chains of Leu 315, a residue crucial for dimerization, are labeled. Thr 278 maps to a beta sheet interface with its side chain facing outward away from the dimerization interface. **b** Western blots of V5 coimmunoprecipitation (CoIP) performed with cell lysates to test the interaction between Epe1-V5 and Swi6. Epe1 is detected using a V5 antibody and Swi6 is detected using a primary antibody. **c**, **d** ChIP-seq of H3K9me2 (**c**) and H3K9me3 (**d**) surrounding the *ura4Δ::10XtetO-ade6+* reporter in indicated genotypes and tetracycline treatment. The *ura4Δ::10XtetO-ade6+* reporter is highlighted in red, displayed in a 40 kb region. Enrichment in all samples is shown as normalized reads per kilobase million (RPKM). Source data are provided as Source Data File.

We generated strains expressing a C-terminal V5-tagged Epe1 (Epe1-V5) to detect the Swi6-Epe1 interaction using coimmunoprecipitation assays (CoIP) (Fig. 3b). As expected, Swi6-WT copurifies with Epe1-V5 from cell lysates, consistent with the two proteins directly interacting in vivo^37^. In contrast, Swi6 is not detected in Epe1-V5 purifications from cells expressing Swi6-Y or Swi6-K variants. This observation suggests the Swi6-Epe1 interaction is disrupted in cells expressing Swi6-Y and Swi6-K, irrespective of whether the mutants exhibit a gain of maintenance or a loss of maintenance phenotype (Fig. 1b, c). To further evaluate Epe1 binding, we performed a pulldown-based binding assay using recombinant FLAG-Swi6 and MBP-Epe1 (Supplementary Fig. 3a). Consistent with our CoIP results, we detected an interaction between Epe1 and FLAG-Swi6-WT but not in the case of FLAG-Swi6-K in vitro. In fact, FLAG-Swi6-K abolished Epe1 binding to a similar extent as FLAG-Swi6 L315E, a mutation known to completely disrupt Swi6 dimerization and all PxVxL-dependent protein interactions^23^.

Consistent with our *ade6+* establishment phenotypes and Epe1 binding observations, *swi6*-Y and *swi6*-K cells grown in -tet media did not exhibit any additional enrichment of H3K9me2 and H3K9me3 in *epe1*∆ cells compared to *epe1*+ cells (Figs. 1f, 3c, d). However, H3K9me2 and H3K9me3 enrichment is selectively observed only in *swi6*-Y *epe1*∆ but not *swi6*-K *epe1*∆ cells when grown in +tet media, which is consistent with their *ade6+* maintenance phenotypes (Figs. 1f, 3c, d).

To determine the molecular basis for how Swi6-Y or Swi6-K affects Epe1 binding, we used AlphaFold2 Multimer (AF-M) to generate a structural model of the interaction between Epe1 and Swi6^41^. First, we generated a structural prediction of the Swi6-CSD dimer. All five models predicted the dimer as expected, with the highest-ranking model aligning to the published crystal structures with an RMSD value of 0.49 Å (Supplementary Figs. 3b and 4). Next, we generated a structural prediction of the Swi6-CSD dimer and Epe1∆C (amino acids 1–600), which we previously showed is sufficient to strongly interact with Swi6 (Supplementary Fig. 3c)^37^. We generated five models, all confidently predicting Epe1∆C binds to the Swi6 dimerization interface via a PxVxL-like IGVVI sequence (Supplementary Figs. 3c and 5, residues 569-573). Consistent with known HP1 interacting motifs, the critical feature of this interacting sequence is a central valine residue. Additionally, we observed a second interaction interface- namely, a predicted helix in Epe1 that interacts with the auxiliary Swi6 beta-sheet surface containing Thr 278. We deleted the regions of Epe1 predicted to interact with the CSD dimer (residues 566-600) to generate three alleles of Epe1 (*epe1*∆566-600, *epe1*∆569-573, and *epe1*∆577-589). Consistent with a loss of interaction between Swi6 and Epe1, we observe an increase in red or sectored colonies when cells were plated on +tet, consistent with heterochromatin maintenance resembling what we typically observed in *epe1*∆ cells (Supplementary Fig. 3d, *epe1*∆566-600, *epe1*∆569-573, and *epe1*∆577-589 *compared to swi6-WT*). Additionally, we confirmed Epe1 protein levels are comparable between Epe1∆566-600, Epe1∆569-573, Epe1∆577-589, and full-length Epe1-WT (Supplementary Fig. 3f). To determine if the interaction with the auxiliary surface where Thr 278 is embedded is generalizable, we generated a structural prediction of the Swi6-CSD dimer with a known interactor, Sgo1 (Supplementary Figs. 3e and 6). We observed similar interactions in the Sgo1-Swi6 predicted structure. A helix within Sgo1, distal to the PxVxL motif, interacts with the auxiliary Swi6 beta-sheet interface containing Thr 278. These predictions suggest that the beta-sheet within the Swi6 CSD serves as a binding site outside of the dimerization interface that could dictate Swi6 binding partner specificity.

### Swi6-Y and Swi6-K exhibit increased chromatin occupancy in vivo

We considered whether the molecular basis for the divergence in phenotypes between Swi6-Y and Swi6-K might arise from biochemical differences. We recombinantly expressed and purified different Swi6 variants (including Swi6-WT) from *E. coli* and analyzed their dimerization and nucleosome binding properties in vitro (Fig. 4a–c, Supplementary Figs. 7 and 8). We used mass photometry to measure the relative abundance of Swi6 species across a low nanomolar concentration range (2.5–20 nM). Mass Photometry (MP) is a single-molecule approach that uses light to detect the number and molar mass of unlabeled molecules in dilute samples and, given its measurement range, we expected to detect mass differences between Swi6 monomers and dimers. We detected two molecular species with the predicted masses for a Swi6 monomer (37 kDa) and a Swi6 dimer (74 kDa) in Swi6-WT, Swi6-Y, and Swi6-K (Supplementary Fig. 7a–e). The dimer population (74 kDa) was not detected in Swi6 L315E, a mutation that disrupts Swi6 dimerization (Supplementary Fig. 7c). The observed monomer-to-dimer ratios were consistent with concentration-dependent dimer formation. We predominantly observed dimers at our lowest measured concentration (2.5 nM), with monomers accounting for roughly 20% of the population (Supplementary Fig. 7d). We determined apparent dimerization constants using our observed relative abundance values (*K*_*dim*_, Supplementary Fig. 7f)^42^. Consistent with previous work, Swi6-WT dimerizes with an apparent *K*_*dim*_ of 0.38 nM. We did not observe a significant change in dimerization affinity in Swi6-Y and Swi6-K, with apparent *K*_*dim*_ values being 0.27 nM and 0.20 nM, respectively^43^. Although there may be modest differences in dimerization that fall outside the detection limits of mass photometry, our results suggest dimerization is not significantly impacted by introducing Swi6-Y or Swi6-K mutations in vitro.

**Fig. 4:**
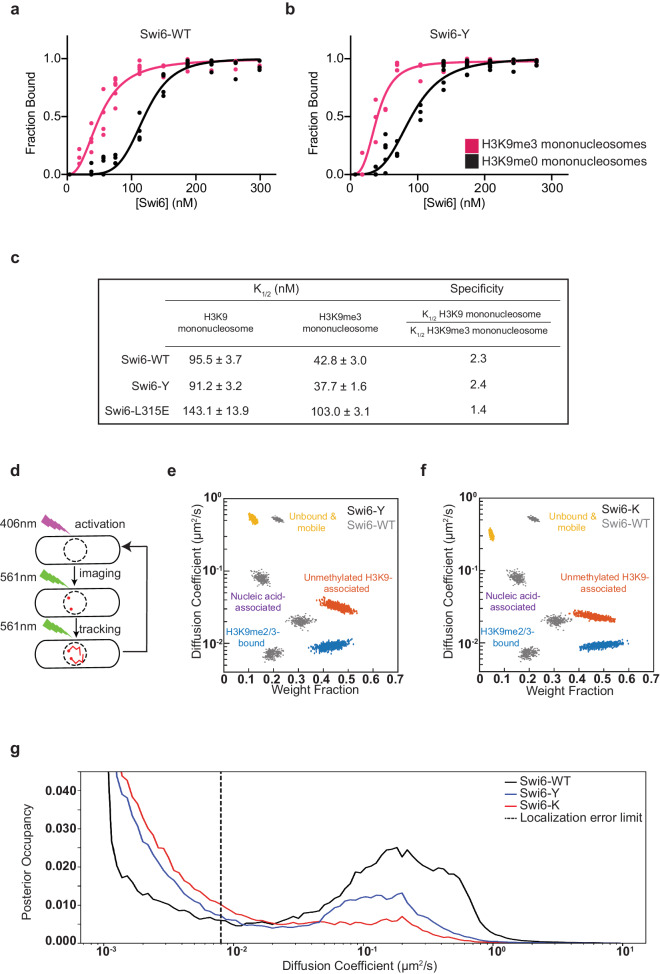
Swi6-Y and Swi6-K exhibit increased chromatin occupancy in vivo. **a**, **b** Concentration dependence curves of quantified electrophoretic mobility shift assays (EMSA) using H3K9me0 (black) and H3K9me3 (pink) mononucleosomes in (**a**) Swi6-WT and (**b**) Swi6-Y. Error bars indicate SD (*N* = 5). **c** Table summarizing the apparent binding metric (*K*_*1/2*_) and specificity values observed for Swi6-WT, Swi6-Y and Swi6-L315E. **d** Schematic depicting single-molecule microscopy live-cell tracking workflow. PAmCherry-Swi6 molecules are photoactivated (406 nm) then imaged and tracked until photobleaching (561 nm, 25 frames/sec). The cycle is repeated 10–20 times/cell. **e**, **f** Mobility states detected by SMAUG analysis for (**e**) PAmCherry-Swi6-Y and (**f**) PAmCherry-Swi6-K. Each point is the average single-molecule diffusion coefficient of Swi6 following a single iteration of the Bayesian algorithm after convergence. Mobility states are color-coded by fast diffusing unbound state (yellow), moderately diffusing nucleic acid-associated state (purple), slow diffusing unmethylated H3K9 bound state (red), and slow diffusing H3K9me2/3 bound state (blue). Dataset: 17150 single-molecule steps from 2039 PAmCherry-Swi6-Y trajectories and 67 cells. 19718 single-molecule steps from 1225 PAmCherry-Swi6-K trajectories and 68 cells. Mobility states determined in Swi6-WT (gray) are plotted as a reference. **g** Posterior occupancy across diffusion coefficients for PAmCherry-Swi6-WT (black), Swi6-Y (blue), and Swi6-K (red) with DPSP analysis^81^. The dashed line represents the localization error limit separating fast-diffusing molecules (right) from slow-diffusing molecules (left). Source data are provided as Source Data File.

To measure Swi6-nucleosome binding affinity and specificity, we performed electrophoretic mobility shift assays (EMSAs) using reconstituted H3K9me0 or H3K9me3 mononucleosomes (Fig. 4a–c, Supplementary Fig. 8). We observed a shift of unbound nucleosomes to higher molecular weight species as Swi6 binds in a concentration-dependent manner. We determined that Swi6-WT binds to H3K9me3 mononucleosomes with an apparent *K*_*1/2*_ of ~50 nM, which was very similar to the *K*_*1/2*_ for Swi6-Y binding to H3K9me3 nucleosomes (~39 nM). In addition, both Swi6-WT and Swi6-Y bind to H3K9me3 mononucleosomes with similar specificity (2.4-fold for Swi6-WT and 2.3-fold for Swi6-Y) (Fig. 4a–c). As expected, we also observed a loss of specificity for H3K9me3 binding in Swi6 L315E (Fig. 4c). We detected no substantive differences between Swi6-WT and Swi6-Y in our in vitro nucleosome binding assays.

In vitro binding assays using mononucleosomes do not accurately reflect how Swi6 binds to chromatin in vivo, likely due to differences in substrate length and complexity^40,44^. To determine how Swi6-Y and Swi6-K bind to H3K9me in a native chromatin context, we mapped the dynamics of individual Swi6 molecules in living cells (Fig. 4d)^44^. We tracked PAmCherry-Swi6-Y and PAmCherry-Swi6-K dynamics and compared them to the dynamics of PAmCherry-Swi6-WT. For each mutant, we identified mobility states that best described the single-molecule trajectories we measured. Each state has a defined population and an average diffusion coefficient (Fig. 4e, f)^44,45^. Swi6-WT has four mobility states, namely a fast-state (unbound Swi6), two intermediate states (nucleic acid-associated Swi6, and unmethylated H3K9 chromatin-associated Swi6), and a slow-state (H3K9me2/3 chromatin-bound Swi6). Swi6-Y and Swi6-K exhibited only three mobility states in contrast to the four states we typically observed in the case of Swi6-WT (Fig. 4e, f). The most prominent change in our mobility state measurements was a 2-fold reduction in the fraction of Swi6 molecules across the two variants that occupy the fast-mobility state, corresponding to unbound Swi6. The fraction of molecules in the intermediate mobility state, corresponding to nucleic acid-associated Swi6, was at the limit of our analysis and hence not observed in either Swi6-Y or Swi6-K mutants. Most notably, the fraction of Swi6 molecules in the mobility states that correspond to H3K9me chromatin-binding increased, with an estimated shift from 50% of Swi6-WT molecules being chromatin-bound to ~90% of Swi6-Y and Swi6-K molecules being chromatin-bound. We additionally analyzed our data using a posterior distribution analysis (DPSP) to avoid overfitting biases that may arise from Bayesian methods^46^. The posterior distribution analysis with DPSP also revealed a greater proportion of molecules in low-mobility states (chromatin-bound) with a concomitant decrease in highly mobile (free) molecules in Swi6-Y and Swi6-K compared to Swi6-WT (Fig. 4g). The DPSP analysis supports our findings of an increase in the number of trajectories corresponding to low mobility molecules in Swi6-Y and Swi6-K compared to Swi6-WT. Given Swi6-Y and Swi6-K have divergent maintenance phenotypes, mechanisms other than increased chromatin occupancy must contribute to this process.

### The Swi6-rixosome interaction modulates epigenetic inheritance

Since the loss of Epe1 binding alone cannot explain the differential maintenance phenotypes we observed in Swi6-Y and Swi6-K, we investigated how all possible Swi6-dependent protein interactions are affected across the two variants using quantitative mass spectrometry^26^. We generated N-terminal FLAG-Swi6 strains to perform tandem mass tag affinity purification mass spectroscopy (TMT-AP-MS, Supplementary Fig. 9a). The full list of interacting proteins can be found in Supplementary Data 1. We compared protein interactions that were significantly altered in Swi6-Y and Swi6-K relative to Swi6-WT (Fig. 5a, b). In agreement with our CoIP measurements, Epe1 and its known binding partner Bdf2 are downregulated ~6-fold in Swi6-Y and Swi6-K (Fig. 5a–c)^47^. We also observed selective and significant upregulation of factors with known roles in ribosomal RNA (rRNA) processing, ribosome biogenesis, or nucleolar localization (~50% of all upregulated interactions) in the case of Swi6-Y but not Swi6-K. Among this group are the core subunits of the conserved rRNA processing and RNA degradation complex, the rixosome (Fig. 5a, c)^9,48^. We also noted a significant differential association of factors belonging to GO term categories, which include heterochromatin regulation, RNA polymerase II-mediated transcription, chromatin remodeling, RNA processing, DNA damage/cell cycle, and DNA replication (Fig. 5c, d). We did not observe significant changes in interactions with heterochromatin-associated factors that have known functions in epigenetic inheritance, which include subunits of the H3K9 methyltransferase CLRC complex, a deacetylase-remodeler complex, SHREC, the histone chaperone complex. FACT, nuclear pore complex subunits, and the nucleosome remodeler, Ino80 complex (Supplementary Fig. 9b)^9,26,49–51^.

**Fig. 5:**
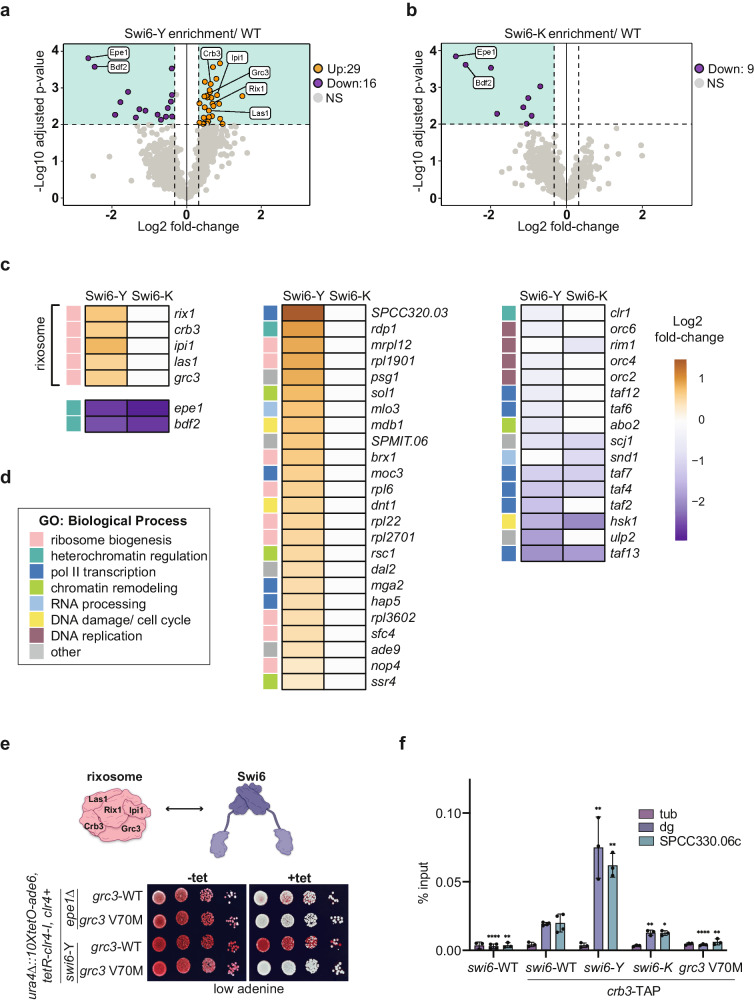
The Swi6-rixosome interaction modulates epigenetic inheritance. **a**, **b** Volcano plot displaying tandem mass tag mass spectrometry (TMT-MS) affinity purifications of (**a**) 3XFLAG-Swi6-Y and (**b**) 3XFLAG-Swi6-K. Samples were normalized to untagged Swi6 and the relative abundance over 3XFLAG-Swi6-WT were analyzed using a two-sided t-test. Shaded boxes mark a p-value = 0.01 (horizontal) and a 1.25-fold enrichment over the 3XFLAG-Swi6-WT reference (vertical) (N = 3), only interactions detected with > 1 peptide are included in the dataset. Proteins are color-coded as upregulated interactions (orange), downregulated interactions (purple), unenriched interactions (gray), and relevant heterochromatin regulators are labeled. The full dataset of interacting proteins can be found in Supplementary Data 1. **c** Heat map **c**omparing upregulated (orange) and downregulated (purple) interactions observed in Swi6-Y and Swi6-K, p-value cutoff is <0.01. **d** GO term analysis of biological process categories for upregulated and downregulated interactions. Each interaction within the (**c**) heat map is annotated with a colored box, denoting the corresponding GO-term biological process. The sample size for each GO term is as follows: ribosome biogenesis *N* = 14, heterochromatin regulation *N* = 4, pol II transcription *N* = 10, chromatin remodeling *N* = 4, RNA processing *N* = 2, DNA damage/ cell cycle *N* = 3, DNA replication *N* = 4, other *N* = 6. **e** Top- Schematic of th**e** rixosome complex subunits. Bottom- Silencing assay of *ura4Δ::10XtetO-ade6+* reporter in indicated genotypes in the absence (-tet) and presence (+tet) of tetracycline. Red cells indicate *ade6+* silencing. Cells are plated at 10-fold serial dilutions. **f** ChIP-qPCR measuring Crb3-TAP at *tub*, *dg*, and *SPCC330.06c* in indicated genotypes. Error bars indicate SD (*N* = 3 or *N* = 4, replicates plotted for each sample). Mean of each sample were compared to their corresponding *swi6-WT* mean using an unpaired one-tailed t-test (P value cutoff <0.05) and the significance values are indicated as *P* < 0.05 (*), *P* < 0.01 (**), *P* < 0.0001 (****). The exact p-values are as follows for *dg* (*swi6-*WT *-crb3-*TAP < 0.0001, *swi6*-K = 0.0016, *swi6*-Y = 0.0018, and *grc3* V70M < 0.001) and *SPCC33.06c* (*swi6-*WT *-crb3-*TAP = 0.0013, *swi6*-K = 0.0256, *swi6*-Y = 0.0014, and *grc3* V70M = 0.005). Source data are provided as Source Data File.

Our quantitative mass spectrometry results suggest the gain of maintenance phenotype we observed in Swi6-Y is determined by the extent of interaction with subunits of the rixosome complex. To test this hypothesis, we generated a separation of function mutation in the Grc3 subunit of the rixosome (*grc3* V70M). This mutation disrupts the rixosome-Swi6 interaction without affecting its ribosome biogenesis functions^48^. *swi6*-Y *grc3* V70M cells exhibited red colonies on -tet media, consistent with successful heterochromatin establishment. However, cells plated on +tet media turned white, consistent with a loss of *ade6+* silencing and selective disruption of maintenance (Fig. 5e). Therefore, the enhanced maintenance phenotype in Swi6-Y is critically dependent on its specific interaction with the rixosome complex.

We considered the possibility that a change in rixosome binding to Swi6-K may correspond only to the chromatin bound fraction. To test this, we expressed a Crb3-TAP fusion protein in cells followed by ChIP-qPCR using protein A binding to measure its occupancy at pericentromeric repeats (*dg*) and the *10XtetO-ade6+* reporter locus (*SPCC.330.06c*) (Fig. 5f). We detected a small, but significant decrease in rixosome binding at both loci (1.7-fold) in Swi6-K relative to Swi6-WT. Consistent with our mass spectrometry findings, we observe a significant increase in rixosome binding at pericentromeric repeats (3.9-fold) and the reporter gene locus (3-fold) in Swi6-Y. These results suggest the persistent loss of maintenance observed in Swi6-K is likely due to reduced rixosome binding at heterochromatin (Fig. 5f). These observations also explain why deleting Epe1 cannot rescue the maintenance defect in Swi6-K due to the persistent loss of rixosome interactions (Fig. 1f).

We generated a model of the Swi6-CSD dimer and Grc3 using AF-M (Supplementary Fig. 9c). Grc3 interacts with the Swi6-CSD dimer using a PxVxL-like motif, but the upstream and downstream contacts between Grc3 and the Swi6-CSD are strikingly different compared to what we observed in the case of Sgo1 and Epe1 (Supplementary Fig. 3c, f). The helix we previously noted in our Epe1-Swi6 and Sgo1-Swi6 structural models that interacts with the Swi6 auxiliary surface containing Thr 278 was notably absent in all five Grc3-Swi6 models (Supplementary Fig. 10). These in silico differences across Swi6 binding partners (Grc3, Sgo1, and Epe1) provide a potential molecular basis for tunability that depends on interactions with an auxiliary binding surface extending beyond the dimerization interface.

### Genetic rescue of Swi6-K heterochromatin maintenance defects

Previous work shows that targeting the histone deacetylase Clr3 to heterochromatin is sufficient for epigenetic inheritance despite the presence of Epe1^37,49^. The HDAC activity of Clr3 reduces histone turnover, a characteristic feature of heterochromatin that is thought to promote epigenetic inheritance^52^. We tested if tethering Clr3 is sufficient to rescue defective maintenance in *swi6-*K expressing cells. We expressed a Gal4-Clr3 fusion protein in strains containing two orthogonal DNA binding sequences, i.e. *10XUAS* sites for Gal4 binding and *10XtetO* sites for TetR binding, both of which are placed upstream of the *ade6+* reporter gene (Supplementary Fig. 11a). Despite Epe1 being present, we observed robust maintenance of *ade6+* silencing, with cells appearing red or sectored when plated on +tet media (Supplementary Fig. 11a, *swi6*-WT*, gal4*-*clr3*). This process is critically dependent on Swi6 since both establishment and maintenance were eliminated in cells lacking Swi6 (Supplementary Fig. 11a, *swi6*∆, *gal4-clr3*). Interestingly, tethering Clr3 rescued the Swi6-K maintenance defect since we observed both successful establishment (red colonies, -tet) and maintenance (red or sectored colonies in +tet), although maintenance was not nearly as robust as what we observed in *swi6-*WT cells (Supplementary Fig. 11a). Furthermore, targeting Clr3 could not bypass the requirement for the rixosome interaction in heterochromatin maintenance. In cells expressing *grc3-*V70M, tethering Clr3 failed to produce red or sectored colonies in cells plated on +tet media (Supplementary Fig. 11a). Hence, Clr3-mediated histone deacetylation can compensate for defective heterochromatin maintenance in the case of *swi6*-K but not in the case of *grc3-*V70M.

We considered if compensatory mutations in Swi6 could restore protein interactions that are potentially lost in Swi6-K cells. To identify such mutations, we utilized the PCR-based targeted saturation mutagenesis approach described previously (Supplementary Fig. 1a) to generate a variant library at residues proximal to Swi6-K (residues: 268-277, 279-302). This screen revealed substitutions at Asp 283 to histidine (H), threonine (T), serine (S), arginine (R), and glutamic acid (E) that rescued the maintenance defect in the Swi6-K background, indicated by red or sectored colonies on +tet media (Supplementary Fig. 11b). This residue, D283, falls within a region of Swi6 involved in binding to the histone chaperone complex, FACT^51^. Collectively, our observations suggest the Swi6-K maintenance defect is likely also caused by changes in protein interactions also involving the rixosome but can be genetically restored through compensatory mutations that affect FACT or Clr3 binding.

## Discussion

HP1 proteins have a conserved architecture yet are functionally versatile. We hypothesized regions which exhibit high sequence variability within the otherwise conserved chromoshadow domain (CSD) contribute towards HP1 proteins acquiring functional properties. We show substitutions associated with a single amino-acid residue, Thr 278, within the Swi6-CSD influence the maintenance of an ectopic heterochromatin domain while preserving Swi6 dimerization, nucleosome binding, and transcriptional silencing. Our findings support a model where sequence variation outside the dimerization interface enables Swi6, and possibly other HP1 proteins, to reconfigure their functions. Hence, the plasticity of HP1 proteins arise not from changes to conserved sites but from alterations within auxiliary regions that preserve overall protein architecture. In silico modeling of Epe1, Sgo1, and Grc3, with the Swi6-CSD dimer show similarities in how PxVxL-like motifs bind to the Swi6-CSD dimer interface^23^. In contrast, our predictions show divergence in motifs that may interact with the Thr 278-containing beta-sheet interface (Supplementary Fig. 3c, e, and c). Although further validation is needed, our studies suggest the exist of an interface in HP1 proteins that can toggle effector binding specificity. Recent work on human HP1 alpha and its interacting partner INCENP underscores the importance of this second interaction site in tuning HP1-protein interactions demonstrating that the binding site we identified could be conserved in *S.pombe* and humans^53^.

Structural studies to support our AF-M models are currently unavailable, however, NMR measurements have identified interactions between peptides of Clr3, Sgo1, and histone H2B with the Swi6-CSD dimer^22,43^. These data identified potential interactions involving Thr 278 and neighboring residues within Swi6. Hence, Thr 278 can function as a specificity determinant, enabling Swi6 to differentiate between different effectors, all of which share a PxVxL-like motif and bind to a common Swi6-CSD interface. Indeed, we have shown the Epe1-rixosome-Swi6 axis is sensitive to substitutions within the auxiliary beta sheet binding interface. Recent work has also shown that the Drosophila HP1 protein Rhino utilizes its chromodomain to interact with the transcription factor Kipferl and mutations affecting Kipferl binding do not affect H3K9me recognition, suggesting there may be other potential interfaces that can be exploited to evolve different protein-protein interactions^54^.

We aligned HP1 sequences across the *Schizosaccharomyces* lineage (*S.cryophilus, S.japonicus, S.octosporus*, and *S.osmophilus*) and found minimal sequence variation within the auxiliary beta-sheet region across Swi6 orthologs (Supplementary Fig. 12). However, sequence conservation within this region significantly declines when comparing Swi6 to Chp2 or HP1 proteins from other organisms^23,30^. Hence, in addition to variations within PxVxL motif binding, we propose that this auxiliary beta sheet can further contribute to functional divergence between HP1 proteins^25^. Most substitutions, apart from the original Thr 278 residue, led to the persistent gain of epigenetic inheritance, and a subset of charged amino acid substitutions led to a persistent loss of epigenetic inheritance (Fig. 1b, c). The consequences of both scenarios are absolute, with heterochromatin being inflexible and not regulatable. Therefore, our findings suggest Thr 278, and other proximal amino acid residues within the beta-sheet interface in Swi6 contribute to epigenetic plasticity wherein cells can invoke memory depending on changes in their physiology or environment. Notably, heterochromatin maintenance in *S. pombe* is responsive to environmental changes, which can be regulated by altering Epe1 availability in cells. Epe1 expression is sensitive to glucose availability, cAMP levels, stress, and ubiquitination^55–58^. Furthermore, post-translational modifications of Swi6, such as phosphorylation, can alter the balance of interactions between the histone deacetylase Clr3 and H3K9 demethylase Epe1^39^.

The divergent phenotypes associated with Swi6-Y and Swi6-K present an interesting case study for how minimal changes within an HP1 protein, where protein architecture is preserved, can serve as drivers of functional innovation. It is evident from our biochemistry and mass spectrometry data that these divergent effects are not due to differences in protein structure (Swi6-Y and Swi6-K form stable dimers), nucleosome binding (site-specific perturbations do not affect H3K9me binding), or interactions with Epe1. Furthermore, both variants exhibit increased chromatin occupancy in vivo yet produce opposite effects on epigenetic inheritance. Instead, the primary decision point for epigenetic inheritance in *S. pombe* is the extent to which the H3K9me bound Swi6 fraction efficiently interacts with components of the rixosome complex and recruits them to heterochromatin^9,48^.

We have previously shown that Epe1 mutations, which are thought to affect catalytic activity, lead to a loss of a direct interaction between Epe1 and Swi6^37^. This trade-off in protein-protein interactions we observed in Swi6-Y lends additional support to a model where Epe1 regulates epigenetic inheritance by attenuating the interaction between Swi6 and heterochromatin maintenance enhancers, such as the rixosome (Fig. 6). In contrast, a reduction in the chromatin associated rixosome fraction leads to the observed loss of maintenance in Swi6-K. We can rescue the maintenance defect observed in Swi6-K two ways: through D283 compensatory mutations that can affect FACT complex binding or by tethering Clr3 at the ectopic locus which would lead to reduced histone turnover (Supplementary Fig. 11).

**Fig. 6:**
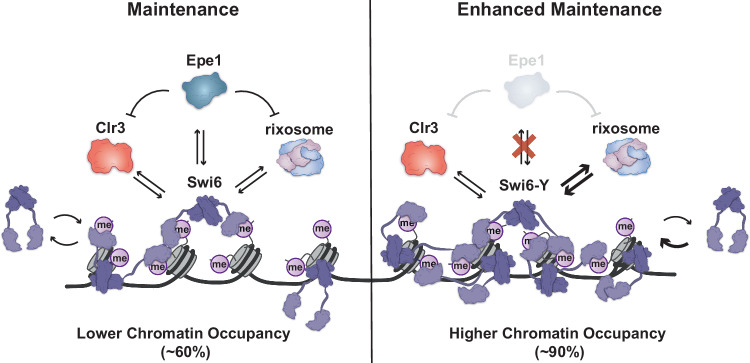
Model for Swi6-CSD-mediated epigenetic inheritance capacity. The CSD amino acid composition in Swi6-WT permits binding to effector proteins that inhibit (Epe1) and promote (Clr3 and rixosome) heterochromatin, leading to restriction of heterochromatin maintenance at the ectopic locus. Upon Swi6-Y mutation, the Epe1 interaction is lost and the rixosome interaction is upregulated, leading to enhanced heterochromatin maintenance. Upon Swi6-K mutation, the Epe1 interaction is lost but the rixosome interaction is not upregulated, leading to defective heterochromatin maintenance. Swi6-Y and Swi6-K are more chromatin-bound than Swi6-WT, indicating the chromatin landscape is altered. The rixosome is recruited to heterochromatin directly by Swi6 for heterochromatin RNA clearance. Chromatin-associated transcripts are processed for subsequent degradation, allowing for Clr4-mediated read-write heterochromatin inheritance. Therefore, our findings support a model where Swi6-mediated effector recruitment, specifically Epe1 and the rixosome, influences epigenetic inheritance of heterochromatin.

Our observations support a model where the basic unit of epigenetic inheritance involves multiprotein, Swi6-dependent complexes that assemble using H3K9me chromatin as a template^12^. This model is consistent both with Swi6-Y having increased chromatin occupancy and increased interactions with heterochromatin maintenance enhancers such as the rixosome. We envision that the stable association of Swi6 before and after DNA replication could have a crucial role in ensuring that epigenetic states remain stable and heritable across multiple generations. Envisioning the potential protein-protein interaction network that emerges from Swi6 binding to heterochromatin makes its inheritance unique and distinct from euchromatin.

## Methods

### Strains

All mutation, deletion, and tagging strains were generated using published standard protocols, which include PCR-based gene targeting, the SpEDIT CRISPR/Cas9 system, or by a cross followed by random spore analysis^59,60^. All strains used in this study are listed in Supplementary Data 2 and oligos are listed in Supplementary Data 3.

### Site-directed saturation mutagenesis library generation

The site-directed saturation mutagenesis is adapted from ref. ^61^. Primers were designed to contain an “NNN” degenerate sequence at every codon position within the Swi6 coding sequence and were commercially synthesized. The mutagenesis primer sequences are listed in Supplementary Data 3. A Swi6 plasmid template was generated using topoisomerase-based cloning. The insert sequence was generated by PCR from genomic DNA and included the Swi6 coding sequence with 500-bp flanking homology segments. The library was generated by three-step PCR. The first PCR reaction introduces the degenerate codons, the second extends the truncated PCR products from step 1, and the third adds the necessary homology for recombination at the endogenous Swi6 locus. The library was transformed into a strain where the endogenous Swi6-CSD is deleted with a *ura4-kan* selection marker. Positive transformants were selected by growth on FOA and loss of G418 resistance. Red or pink colonies on YE (establishment) were subsequently tested on YE+tet (maintenance). Colonies that show maintenance were considered library hits, and the Swi6 mutation was mapped using Sanger sequencing.

### Expression and purification of recombinant protein

Swi6 expression and purification approach was adapted based on an earlier study^44^. Swi6 coding sequence was cloned into N-terminal 6XHis-tag–containing pET vectors, and mutants were generated using site-directed mutagenesis. All Swi6 proteins were purified from BL21(DE3)-RIPL *E. coli* cells. Cells were grown at 37 °C to OD 0.5 to 0.8 in LB media with ampicillin (100 μg/ml), induced with 0.4 mM isopropyl-β-d-thiogalactopyranoside (IPTG), and were grown for 16 hours at 18 °C. Cells were harvested and resuspended in lysis buffer [1× phosphate-buffered saline (PBS) buffer (pH 7.3), 300 mM NaCl, 10% glycerol, 0.1% Igepal CA-630, 1 mM phenylmethylsulfonyl fluoride (PMSF), aprotonin (1 μg/ml), pepstatin A, and leupeptin] and sonicated. Cell debris was removed by centrifugation at 25,000 x *g* for 35 min. Cell lysates were incubated with HisPur NiNTA resin (Thermo Fisher Scientific) at 4 °C for at least 2 hours. The resin was washed with lysis buffer, and protein was eluted [20 mM Hepes (pH 7.5), 100 mM KCl, 10% glycerol, and 500 mM imidazole] and incubated with the corresponding protease (Ulp1 or TEV) overnight at 4 °C. After cleavage of 6XHis-tag, the products were further isolated by anion exchange chromatography using a HiTRAP Q HP column (Cytiva) and size exclusion chromatography using a Superdex200 10/300 (Cytiva) column. Proteins were dialyzed into storage buffer [20 mM Hepes, 100 mM KCl, 10% glycerol, and 1 mM dithiothreitol (DTT)]. Protein concentrations were determined using ultraviolet (UV) absorption measurements at 280 nm and molecular weights (MWs) and extinction coefficients computationally determined for Swi6-WT (MW = 37,292.6 g/mol, ε = 41,035 M^−1^ cm^−1^), Swi6-L315E (MW = 37,308.6 g/mol, ε = 41,035 M^−1^ cm^−1^), Swi6-T278Y (MW = 37,354.7 g/mol, ε = 42,525 M^−1^ cm^−1^), and Swi6-T278K (MW = 37,319.7 g/mol, ε = 41,035 M^−1^ cm^−1^) using the Expasy ProtParam tool. Protein was further equalized using SDS-PAGE densitometry quantification. Epe1 was purified as described previously^37^. MBP-His-TEV-Epe1 was cloned into a pFastBac vector (Thermo Fisher Scientific) and used for Bacmid generation. Low-titer baculoviruses were produced by transfecting Bacmid into Sf21 cells using Cellfectin II reagent (Gibco). Full-length *S. pombe* Epe1 protein (wild-type and mutant) was expressed in Hi5 cells infected by high titer baculovirus, amplified from Sf21 cells. After 44 h of infection, Hi5 cells were harvested and lysed in buffer A (30 mM Tris-HCl (pH 8.0), 500 mM NaCl, 5 mM EDTA, 5 mM β-mercaptoethanol with protease inhibitor cocktails) using Emulsiflex-C3 (Avestin). The cleared cell lysate was applied to Amylose resin (New England Biolabs), followed by washing with buffer A and elution with buffer A containing 10 mM maltose. Proteins were further purified using a Superdex 200 (GE Healthcare) size exclusion column. The protein was concentrated in a storage buffer containing 30 mM Tris-HCl (pH 8.0), 500 mM NaCl, 30% glycerol, and 1 mM TCEP.

### Total protein extraction from *S. pombe*

To detect protein expression in strains containing Swi6 mutants and tagged proteins, protein extracts were prepared using Trichloroacetic Acid (TCA) precipitation. Strains were grown in liquid yeast extract supplemented with adenine (YEA) for 16 hours at 32 °C, and 7 ODs worth of cells were harvested. Cell pellets were washed with 1 mL of ice-cold water and resuspended in 150 μL of YEX Buffer (1.85 M NaOH, 7.5% beta-mercaptoethanol). After 10 minutes of incubation on ice, protein precipitation was performed by adding 150 μL of 50% TCA ( ~ 3 N) and mixing by inversion. The extracts were then incubated for 10 minutes on ice, pelleted by centrifugation, and excess TCA was carefully removed. The protein extracts were resuspended in 2X SDS sample buffer (125 mM Tris-Base pH 6.8, 8 M urea, 5% SDS, 20% glycerol, 5% BME) and centrifuged for 5 minutes to clear cell debris. Samples were analyzed by western blotting, as described below.

### Western blotting

Protein samples were resolved by gel electrophoresis on 4–20% Mini-PROTEAN® TGX Stain-Free™ Protein Gels. Immunoblotting was performed using the BioRad Trans-Blot Turbo Transfer System, and transfer was performed at 2.5 A and 25 V for 7 minutes onto 0.2 μm Nitrocellulose. Membranes were blocked using 5% non-fat dry milk in Tris-buffered saline pH 7.5 with 0.1% Tween-20 (TBST) for 1 hour. The membrane was then incubated with the primary antibody at an optimized concentration overnight at 4 °C. Following incubation, the membrane was washed 3 times with TBST and incubated with the appropriate secondary antibody (1:10,000 dilution) for 1 hour at room temperature. After the incubation, the membrane was washed 3 times with TBST and incubated with SuperSignal West Pico/Femto PLUS Chemiluminescent Substrate. The membrane was imaged for chemiluminescence on a Bio-Rad ChemiDoc. For quantitative Swi6 western, an Alexa Fluor 647 conjugated secondary antibody (A-21246, Invitrogen) was used (1:10,000 dilution) and imaged using the Alexa Fluor 647 filter on a BioRad ChemiDoc.

### Coimmunoprecipitation to detect Epe1-Swi6 interaction

CoIP experiments were performed as described previously^37^. 1.5 L of fission yeast cells were grown in YEA medium at 32 °C to an OD_600_ = 3.5 and harvested by centrifugation. The cell pellets were washed with 10 ml TBS pH 7.5, resuspended in 1.5 ml lysis buffer (30 mM HEPES pH 7.5, 100 mM NaCl, 0.25% Triton X-100, 5 mM MgCl_2,_1 mM DTT), and the cell suspension was snap-frozen into liquid nitrogen drop-wise and cryogenically ground using a SPEX 6875D Freezer Mill. The frozen cell powder was stored at −80 °C, thawed at room temperature, and resuspended in an additional 10 ml of lysis buffer with a protease inhibitor cocktail and 1 mM PMSF. Cell lysates were subjected to two rounds of centrifugation at 39,000 x *g* for 5 and 30 mins. Protein levels were normalized for coimmunoprecipitation and immunoblot analysis using a Bradford Assay. Protein G Magnetic Beads were pre-incubated with V5 antibody (A01724, Genscript) for 4 h and crosslinked with 10 volumes of crosslinking buffer containing 20 mM DMP (3 mg DMP/ml of 0.2 M Boric Acid pH 9) for 30 min at room temperature by rotating. Crosslinking was quenched by washing twice and incubated with 0.2 M ethanolamine pH 8 for 2 h at room temperature. The cell lysates were then incubated with antibody crosslinked beads for 3 h at 4 °C. Beads were washed thrice in 1 ml lysis buffer for 5 mins each, then eluted with 500 μl of 10 mM ammonium hydroxide. The ammonium hydroxide was evaporated using a speed vac (SPC-100H) for 5 h and resuspended in SDS sample buffer. Samples were resolved using SDS–polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to PVDF membranes. Immunoblotting was performed by blocking the PVDF membrane in Tris-buffered saline (TBS) pH 7.5 with 0.1% Tween-20 (TBST) containing 5% non-fat dry milk and subsequently probed with desired primary antibodies and secondary antibodies. Blots were developed by enhanced chemiluminescence (ECL) method and detected using a Bio-Rad ChemiDoc Imaging System.

### In vitro binding assay to detect Epe1-Swi6 interaction

In vitro binding assays were performed by immobilizing recombinant 3X FLAG-Swi6 on 25 μl of FLAG M2 beads, which were incubated with three different concentrations of recombinant MBP-Epe1 fusion proteins in 600 μl binding buffer containing 20 mM HEPES pH 7.5, 150 mM NaCl, 5 mM MgCl_2,_ 10% glycerol, 0.25% Triton -X 100, 1 mM DTT. Reactions were incubated at 4 °C for 2 h and washed three times in 1 ml washing buffer (20 mM HEPES pH 7.5, 150 mM NaCl, 5 mM MgCl_2,_ 10% glycerol, 0.25% Triton -X 100, 1 mM DTT) for 5 min each, then 30 μl of SDS sample buffer was added followed by incubation at 95 °C for 5 min. Proteins were separated through SDS-PAGE and transferred to a PVDF membrane followed by incubation (1:10,000 dilution) with anti-MBP monoclonal antibody (E8032S, NEB) and M2 Flag antibody (A8592, Sigma). Western blot data for in vitro binding assays were analyzed using ImageJ software. The exposure times for the interaction assays were chosen and differed in each experiment to capture differences in the interaction between Epe1 and Swi6 depending on the assay conditions. Assays performed on different blots cannot be compared, but samples loaded on the same blot can be readily compared.

### Tandem-mass tag affinity purification mass spec

Protein levels were normalized between three technical replicates by silver stain. Dried eluates were sent to the Thermo Fisher Center for Multiplexed Proteomics at Harvard Medical School for further processing and analysis. Dried samples were resuspended in 20 mM EPPS, pH 8.5. Samples were reduced with TCEP, alkylated with iodoacetamide, and further reduced with DTT. Proteins were extracted with SP3 beads. Samples were digested overnight at room temperature with Lys-C, followed by digestion with trypsin for 6 hours at 37 °C. Protein samples were labeled with TMTPro reagents, and complete labeling was confirmed. All samples were pooled and desalted by stage-tip. Peptides were analyzed on an Orbitrap Eclipse Mass Spectrometer. MS2 spectra were searched using the COMET algorithm against an *S. pombe* Uniprot composite database (downloaded in 2023) containing its reversed complement and known contaminants. For proteome, Peptide spectral matches were filtered to a 1% false discovery rate (FDR) using the target-decoy strategy combined with linear discriminant analysis. The proteins were filtered to a < 1% FDR and quantified only from peptides with a summed SN threshold of >120. The following R packages were used for data analysis: tidyverse, ggplot RColorBrewer, SummarizedExperiment, matrixStats and pheatmap.

### Silencing assays

Cells were grown in 3 ml of yeast extract containing adenine (YEA) at 32 °C overnight. Cells were washed twice in water and then resuspended to a concentration of ~10^7^ cells/ml. Ten-fold serial dilutions (~5 µL) were plated on YE plates to evaluate establishment and YE + AHT to evaluate maintenance. Plates were incubated for 2–3 days before the results were cataloged.

### Chromatin immunoprecipitation (ChIP)

For H3K9me2 and H3K9me3 ChIP, 30 ml of cells were grown to late log phase (OD_600_−1.8–2.2) in yeast extract supplemented with adenine (YEA) or YEA containing tetracycline (2.5 µg/ml) and fixed with 1% formaldehyde for 15 min at room temperature (RT). For TAP ChIP, 25 ml of cells were grown to late log phase (OD_600_−1.8–2.2) in yeast extract supplemented with adenine (YEA) or YEA containing tetracycline (2.5 µg/ml) and then grown for 2 hrs at 18 °C. Cells were crosslinked with 1.5 mM ethylene glycol bis(succinimidyl succinate) (EGS) for 30 min at RT and then 1% formaldehyde for 30 min. 130 mM glycine was added to quench the reaction and incubated for 5 min at RT. The cells were harvested by centrifugation and washed with TBS (50 mM Tris, pH 7.6, 500 mM NaCl). Cell pellets were resuspended in 300 µL lysis buffer (50 mM HEPES-KOH, pH 7.5, 100 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% SDS, and protease inhibitors) to which 500 µL 0.5 mm glass beads were added. Cell lysis was carried out by bead beating using Omni Bead Ruptor at 3000 rpm x 30 sec x 10 cycles. Tubes were punctured, and the flow-through was collected in a new tube by centrifugation, which was subjected to sonication to obtain fragment sizes of roughly 100-500 bp long. After sonication, the extract was centrifuged for 15 min at 16,500 x *g* at 4 °C. The soluble chromatin was transferred to a fresh tube and normalized for protein concentration by Bradford assay. For each normalized sample, 25 µL lysate was saved as input, to which 225 µL of 1xTE/1% SDS were added (TE: 50 mM Tris pH 8.0, 1 mM EDTA). Protein A Dynabeads were preincubated with H3K9me2 antibody (Abcam, ab1220) or H3K9me3 antibody (39161, Active Motif). For each immunoprecipitation, we used 2 µg H3K9me2 antibody (Abcam, ab1220) and 2 µg H3K9me3 antibody (39161, Active Motif). For TAP ChIP, Dynabeads Pan Mouse IgG (Invitrogen, 11042) were used. Samples were incubated for 3 h at 4 °C. The beads were collected on magnetic stands and washed 3 times with 1 mL lysis buffer and once with 1 mL TE. For eluting bound chromatin, 100 µL elution buffer I (50 mM Tris pH 8.0, 10 mM EDTA, 1% SDS) was added, and the samples were incubated at 65 °C for 5 min. The eluate was collected and incubated with 150 µL 1xTE/0.67% SDS in the same way. Input and immunoprecipitated samples were incubated overnight at 65 °C to reverse crosslink. 60 µg glycogen, 100 µg proteinase K (Roche), 44 µL of 5 M LiCl, and 250 µL of 1xTE were added to each sample, and incubation was continued at 55 °C for 1 h. Phenol/chloroform extraction was carried out for all the samples, followed by ethanol precipitation. Immuno-precipitated DNA was resuspended in 100 µL of 10 mM Tris pH 7.5 and 50 mM NaCl. ChIP experiments were analyzed using quantitative PCR with Taq polymerase and SYBR Green using a CFX Opus 384 Real-Time PCR System. PCR primers are listed in Supplementary Table 1.

### ChIP-Seq library preparation and processing

ChIP-seq libraries were prepared and processed as described previously^13^. Libraries were constructed using the manufacturer’s guidelines in the NEBNext® Ultra™ II FS DNA Library Prep Kit for Illumina, using 1 ng of starting material. Barcoded libraries were pooled and sequenced with next-generation sequencing. First, raw reads were demultiplexed by barcode. Then, the sequences were trimmed with Trimmomatic, aligned with BWA, and normalized by reads per million^62,63^. The reads were visualized with IGV 2.16.12.

### RNA extraction

10 mL of cells were grown to late log phase (OD_600_−1.8-2.2) in yeast extract supplemented with adenine. Cells were resuspended in 750 µL TES buffer (0.01 M Tris pH7.5, 0.01 M EDTA, 0.5% SDS). Immediately, 750 µL of acidic phenol-chloroform was added and vortexed for 2 minutes. Samples were incubated at 65 °C for 40 minutes while vortexing for 20 seconds every ten minutes. The aqueous phase was separated by centrifuging in Phase Lock tubes for 5 minutes at 16,500 x *g* at 4 °C. The aqueous phase was transferred to new tubes, and ethanol precipitated. After extraction, RNA was treated with DNase. Then, the RNA was cleaned using RNeasy Mini kits (Qiagen). cDNA was prepared using oligodT and SuperScript III Reverse Transcriptase (Invitrogen). The cDNA was then used for qPCR with SYBR Green and Taq polymerase on a CFX OPUS 384 Real-Time PCR System. RNA levels were quantified using ΔC_T_ compared to tubulin *(tub1*) RNA levels. PCR primers are listed in Supplementary Data 3.

### Mass photometry

All mass photometry experiments were performed using full-length recombinant Swi6 protein at the Center for Macromolecular Interactions at Harvard Medical School using a Refeyn TwoMP instrument. Before taking measurements, the instrument was calibrated using a protein standard containing 10 nM β-amylase (Sigma Aldrich A8781) and 3 nM Thyroglobulin (Sigma-Aldrich 609310). Swi6 proteins were diluted to 100 nM in 20 mM HEPES pH 7.5, 100 mM KCl immediately before taking measurements. For each measurement, the objective was focused using 20 mM HEPES pH 7.5, 100 mM KCl, and the corresponding volume of 100 nM Swi6 was added to the droplet to achieve the desired final concentration (2.5-20 nM). Sample data was collected immediately. Figures and Gaussian fits of the resulting data were generated using the Refeyn DiscoverMP software. Apparent dimerization constants (*K*_*dim*_) were determined by relative molecular abundance of the monomer and dimer populations at known Swi6 concentrations^42^.

### AlphaFold2-multimer (AF-M) structural prediction

AlphaFold2 Multimer was used to predict protein-protein interactions using the Cosmic^2^ Science Gateway server^41,64^. In all cases, we obtained 5 models with 3 recycles, and all structures were unrelaxed. Protein structures were plotted using ChimeraX-1.6.1^65^. We further analyzed our structures using a published pipeline to determine interface statistics from predicted multimer structural models^66^. This pipeline identifies all interchain interactions within 8 angstroms across all five models. The pipeline also provides several metrics to score the confidence of the predicted multimer interfaces accounting for the consistency of interactions and pLDDT scores across all models (Supplementary Figs. 4f, 5f, 6f, 10f).

### *S. pombe* live-cell imaging

Yeast strains containing a copy of PAmCherry-Swi6 or a PAmCherry-Swi6 mutant under the control of the native Swi6 promoter were grown in standard complete YES media (US Biological, catalog no. Y2060) containing the full complement of yeast amino acids and incubated overnight at 32 °C. This initial culture was diluted and incubated at 25 °C with shaking to reach an optical density at 600 nm (OD_600_) of ∼0.5. To maintain cells in an exponential phase and eliminate extranuclear vacuole formation, the culture was maintained at OD_600_ ∼0.5 for 2 days, diluting at ~12-hour intervals. To prepare agarose pads for imaging, cells were pipetted onto a pad of 2% agarose prepared in YES media with 0.1 mM *N*-propyl gallate (Sigma-Aldrich, catalog no. P-3130) and 1% gelatin (Millipore, catalog no. 04055) as additives to reduce phototoxicity during imaging. *S. pombe* cells were imaged at room temperature with a 100×1.40 numerical aperture (NA) oil-immersion objective in an Olympus IX-71 inverted microscope. First, the fluorescent background was decreased by exposure to 488 nm light (Coherent Sapphire, 200 W/cm2 for 20 to 40 s). A 406-nm laser (Coherent Cube, 405-100; 102 W/cm2) was used for photoactivation (200-ms activation time), and a 561-nm laser (Coherent Sapphire, 561-50; 163 W/cm2) was used for imaging. Images were acquired at 40-ms exposure time per frame. The fluorescence emission was filtered with a Semrock LL02-561-12.5 long-pass filter and a Chroma ZT488/561rpc 488/561 dichroic mirror to eliminate the 561 nm excitation source and imaged using a 512 × 512-pixel Photometrics Evolve EMCCD camera.

### Single-molecule trajectory analysis

Recorded Swi6-PAmCherry single-molecule positions were detected and localized with two-dimensional Gaussian fitting with home-built MATLAB software as previously described and connected into trajectories using the Hungarian algorithm^67–69^. These single-molecule trajectory datasets were analyzed by a nonparametric Bayesian framework to reveal heterogeneous dynamics^45^. This SMAUG algorithm uses nonparametric Bayesian statistics and Gibbs sampling to identify the number of distinct mobility states in the single molecule tracking dataset in an iterative manner. It also infers parameters, including weight fraction and average apparent diffusion coefficient for each mobility state, assuming a Brownian motion model. To ensure that even rare events were captured, we collected more than 10,000 steps in our single-molecule tracking dataset for each measured strain, and we ran the algorithm over >10,000 iterations to achieve a thoroughly mixed state space. The state number and associated parameters were updated in each iteration of the SMAUG algorithm and saved after convergence. The final estimation shows the data after convergence for iterations with the most frequent state number. Each mobility state is assigned a distinct color, and for each saved iteration, the average diffusion coefficient of that state is plotted against the weight fraction. The distributions of estimates over the iterations give the uncertainty in the determination of the parameters. For measurement of static molecules in fixed *S. pombe* cells, SMAUG converges to a single state with *D*_avg_ = 0.0041 ± 0.0003 μm2/s. The average localization error for single-molecule localizations in this fixed-cell imaging is 32.6 nm. To benchmark against a model that overcomes the potential overfitting of the Bayesian model, we also applied the DPSP package to acquire the posterior occupancy distribution for diffusion coefficients of Swi6 and variants^46^. The DPSP package uses a Dirichlet process mixture model to acquire the posterior probability distribution for each dataset. The same trajectory datasets used in SMAUG analysis were stored in csv format and analyzed with the Python package DPSP under default parameter settings and corresponding pixel size and frame interval (https://github.com/alecheckert/dpsp).

### Nucleosome electrophoretic mobility shift assays (EMSAs)

Samples were prepared by varying concentrations of Swi6 while keeping substrate concentration, i.e. 10 nM mononucleosomes (H3K9me0 and H3K9me3, Epicypher catalog nos. 16-0006 and 16-0315-20) constant in binding buffer [20 mM Hepes (pH 7.5), 4 mM tris, 80 mM KCl, 0.1% Igepal CA-630, 0.2 mM EDTA, 2 mM DTT, and 10% glycerol]. Samples were incubated at 30 °C for 45 min. A 0.5x tris-borate EDTA 6% acrylamide:bis-acrylamide 37.5:1 gel was pre-run at RT for at least 1 hour at 75 V. Reactions were loaded on the gel and ran under the same conditions for 3 hours. Gels were poststained for 2 hours with polyacrylamide gel electrophoresis (PAGE) GelRed DNA stain (Biotium) and imaged using a Typhoon Imager. The unbound nucleosome band was quantified using ImageJ, and binding curves were fit using nonlinear regression (Prism 10).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

### Source data

Source Data

## Data Availability

The sequencing data generated in this study have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE248428. The mass spectrometry proteomics data generated in this study have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD047651^70,71^. The Alphafold-2 multimer models are available in ModelArchive (www.modelarchive.org) with the accession codes ma-dl26b, ma-n4bjg, ma-01x2c, and ma-j3lwp. Source data are provided with this paper.

# Supplementary material for: Epigenetic memory is governed by an effector recruitment specificity toggle in Heterochromatin Protein 1
**Source:** Nat Commun. 2024 Jul 25;15:6276. doi: 10.1038/s41467-024-50538-z
**Supplement:** Supplementary file 1 — Supplementary Information

ALIBRARY GENERATION AND INTEGRATION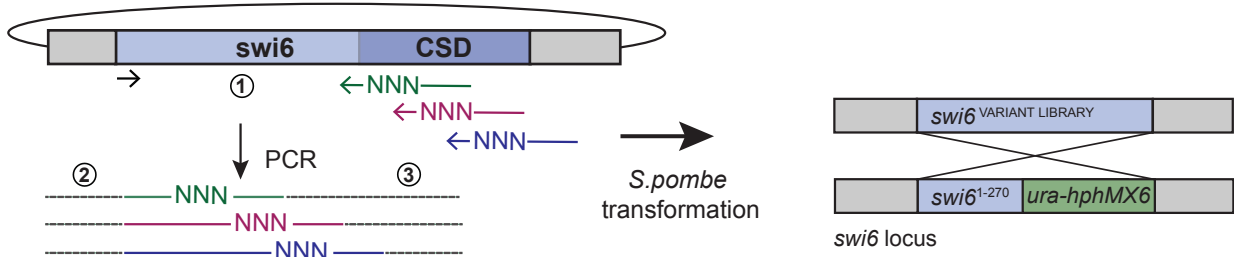SELECTION AND SCREEN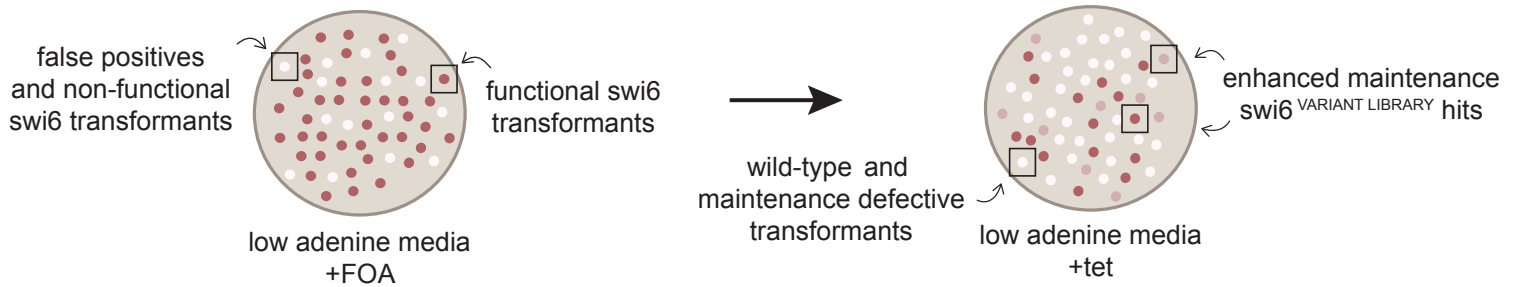**B**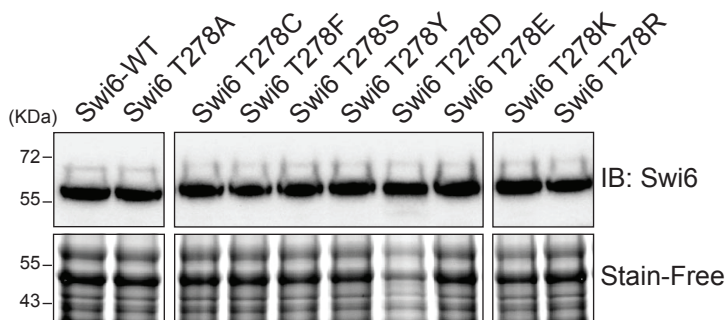**C**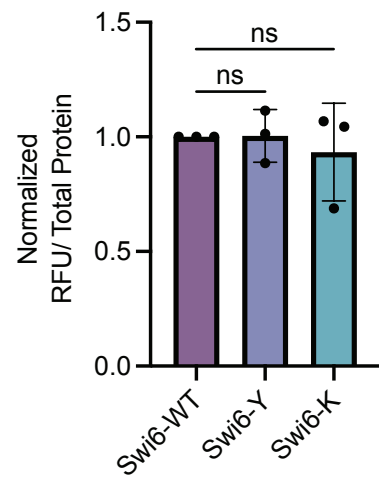**D**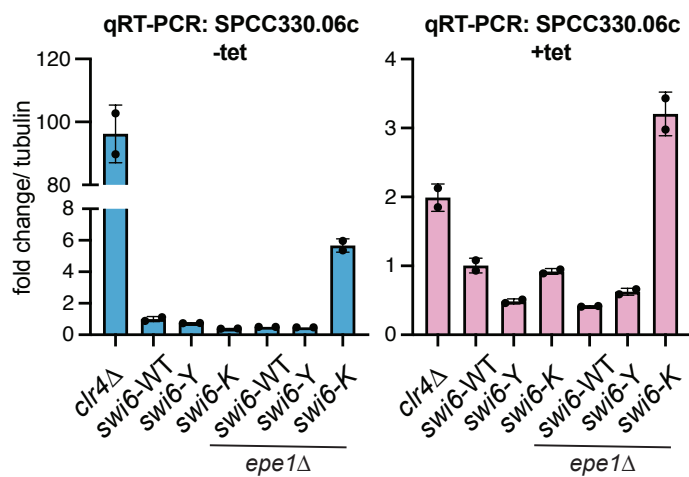

Supplementary Figure 1. A targeted mutagenesis approach to identify variants within the chromoshadow domain that selectively influence heterochromatin maintenance.

(a) Schematic outlining the technical design of our 3-step PCR-based site-directed targeted mutagenesis library approach. 1) A plasmid containing *swi6* with homology is used as a template for PCR using a universal forward primer and reverse tiling primers containing a degenerate “NNN” codon targeting each amino acid position. 2) PCR product acts as a unidirectional primer to create longer *swi6* products. 3) Amplify homologous flanking sequences for integration at the *swi6* locus, where it can replace a nonfunctional *swi6-ura4-hphMX6* transgene. 

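The oligos of the library are listed in Supplementary Data 3, and each was compared with the reference sequence of *swi6*. A set of 65 reverse tiling primers, each 45 nt long with a degenerate NNN codon, covered 65 codons in a row, of which codon 328 is the last, with 1 primer per codon and had no mismatch outside the degenerate codon. Codon 278 is ACA and lies on the minus strand of chromosome I from 1703168 to 1703170. The reference sequence around it on the coding strand, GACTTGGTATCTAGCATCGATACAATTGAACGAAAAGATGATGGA, runs from 1703191 down to 1703147 and encodes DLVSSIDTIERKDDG with Thr 278 in its middle. An NNN codon stands for 64 codons, which encode 20 amino acids and 3 stop codons. The separate primers for single substitutions carry TAT for T278Y, which changes 3 bases of the codon, and AAA for T278K, which changes 1 base. A further pair of listed *swi6* library primers gives 1 product of 939 bp in the reference, from 1703057 to 1703995, which spans codons 3 to 315. Its reverse primer covers codons 309 to 315, so that 45 of the tiled codons lie before it, 7 lie under it and 13, codons 316 to 328, lie beyond the product. Which of the PCR steps used this pair is not given in the sources used here.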

Clones were selected for *ade6+* silencing (cells grow red) on low adenine media, survival on FOA, and loss of hygromycin resistance. (b) Western Blot measuring Swi6 protein levels of Swi6-WT and Swi6 Thr 278 variants. Swi6 is detected using a Swi6 primary antibody and total protein is detected using stain-free imaging. (c) Protein expression of Swi6-WT, Swi6-Y, and Swi6-K quantified from a western blot using a fluorescent-labeled secondary antibody. Total protein was measured using Stain-Free imaging and fluorescence signal was measured using Alexa 647 detection. 

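The blot quantities are the paper's Source Data for Supplementary Fig. 1c. Each of 3 blots carried Swi6-WT, Swi6-Y and Swi6-K, and the fluorescence signal of each load was divided by its total protein and expressed relative to Swi6-WT of the same blot. Swi6-Y was at 1.00 ± 0.115 times Swi6-WT (SD, n = 3 blots), above 1 on 2 blots and below it on 1. Swi6-K was at 0.934 ± 0.213 times Swi6-WT (SD, n = 3 blots), again above 1 on 2 blots and below it on 1. Exact two-sided sign-change permutation tests gave p = 0.75 for Swi6-Y and p = 1 for Swi6-K, and the smallest p that 3 blots allow is 0.25. Leaving out 1 blot gave 0.949 to 1.06 for Swi6-Y and 0.866 to 1.06 for Swi6-K, and Swi6-Y was at 0.952 with all loads. An exact two-sided permutation test between Swi6-Y and Swi6-K gave p = 0.7, where the smallest possible is 0.1. The loads that the sheet averages were kept, which are 9 of 12 on the first blot and 12 of 12 on each of the others.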

Images were analyzed using ImageJ and an unpaired two-tailed t-test was performed (P-value cutoff < 0.05, Swi6-Y p-value = 0.950, Swi6-K P-value = 0.618). Error bars indicate SD (N=3). (D) qRT-PCR measuring RNA levels at SPCC330.06c in indicated genotypes before (-tet) and after (+tet) tetracycline treatment. Error bars indicate SD (N=2). (d) qRT-PCR measuring RNA levels at SPCC330.06c in indicated genotypes before (-tet) and after (+tet) tetracycline treatment. Error bars indicate SD (N=2).

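The Cq values behind Supplementary Fig. 1d are in the paper's Source Data, with 2 replicates per genotype and tetracycline state. RNA levels of *SPCC330.06c*, a gene near the reporter, were computed here as 2 to the power of the negative difference in Cq from tubulin and divided by the mean of *swi6*-WT in the same state. The *SPCC330.06c* primers match the reference genome once and give a product of 200 bp. The tubulin primers also match once, and their product of 261 bp lies on chromosome II from 261351 to 261611 in a gene that the reference calls *atb2*. Without tetracycline, the level was 0.740 ± 0.0102 (SD, n = 2) in *swi6*-Y and 0.387 ± 0.0164 (SD, n = 2) in *swi6*-K, against 0.161 as the SD of *swi6*-WT around 1. The double mutants differed in direction, with 0.479 ± 0.00298 (SD, n = 2) in *swi6*-Y *epe1*∆ and 5.67 ± 0.425 (SD, n = 2) in *swi6*-K *epe1*∆. The level in *epe1*∆ was 0.508 and that in *clr4*∆ was 96.2. With the amplification of the standard curves in the 2 possible assignments, the level became 227.2 or 320.8 in *clr4*∆ and 8.28 or 8.51 in *swi6*-K *epe1*∆. After tetracycline, the levels were 0.483 ± 0.0323 in *swi6*-Y, 0.919 ± 0.0416 in *swi6*-K, which was within the spread of *swi6*-WT, 0.625 ± 0.0465 in *swi6*-Y *epe1*∆ and 3.20 ± 0.321 in *swi6*-K *epe1*∆ (SD, n = 2 each). In *epe1*∆ it was 0.417 and in *clr4*∆ 1.99. Tetracycline itself raised the RNA 51.6-fold in *swi6*-WT, 33.7-fold in *swi6*-Y and 122.6-fold in *swi6*-K. In *clr4*∆ the change was 1.08-fold, with replicates of 0.930 and 1.23 on either side of 1. In *epe1*∆ it was 42.4-fold, in *swi6*-Y *epe1*∆ 67.3-fold and in *swi6*-K *epe1*∆ 29.3-fold, so the double mutants stood in the opposite order to the single mutants. An exact permutation test of 2 replicates against 2 cannot reach a p under 0.05, and no other test was run. All 120 wells of Fig. 1d occur in the sheet of Supplementary Fig. 1d with the same Cq values, so the single mutants in both figures are the same measurement.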

a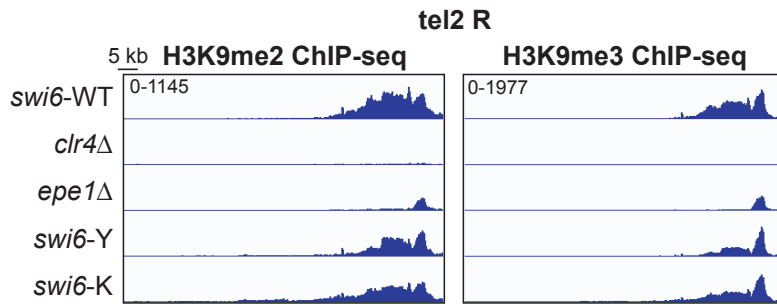**b**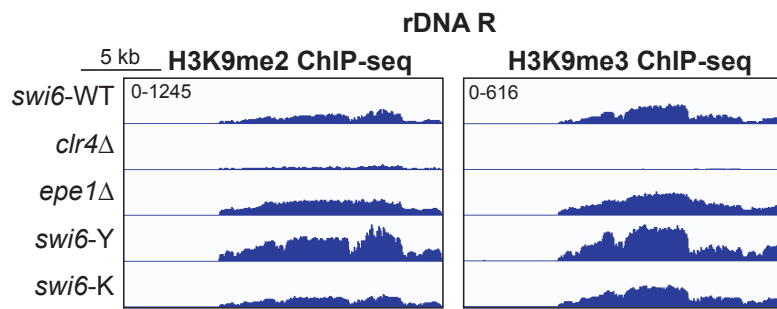**c**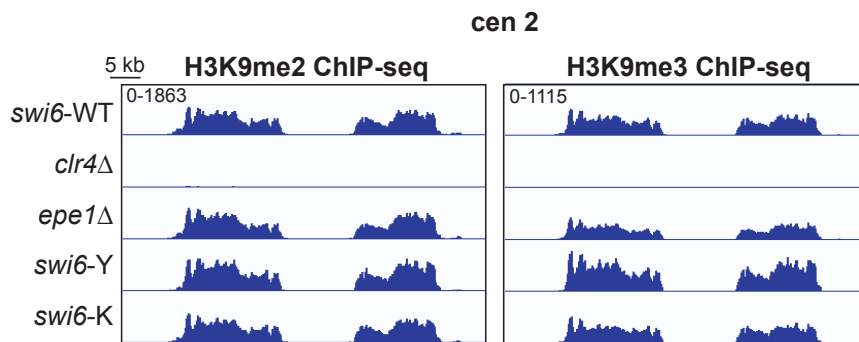**d**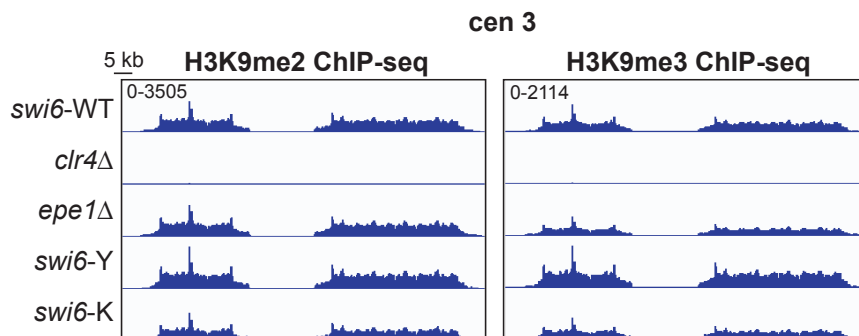**e**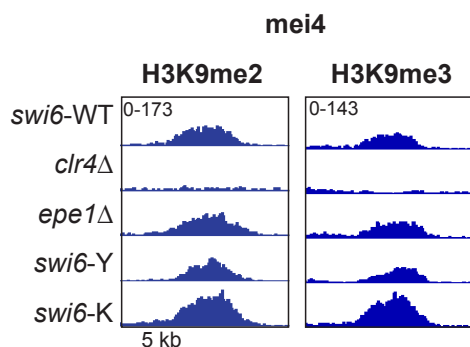**f**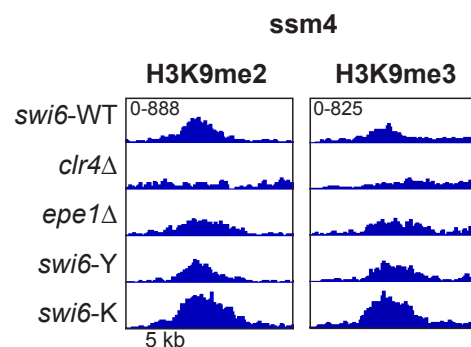

Supplemental Figure 2. Enrichment of H3K9me2 and H3K9me3 at endogenous heterochromatin sites. (a) right telomere on chromosome II (tel2R). Each panel represents a region spanning 66kb (b) rDNA locus on right arm of chromosome III (rDNA-R). Each panel represents a region spanning 19kb. (c) centromere on chromosome II and the (d) centromere on chromosome III. Each panel represents a region spanning 77 kb region; and the heterochromatin islands at (e) *mei4* and (f) *ssm4* genes. Each panel represents a region spanning 5 kb. All samples are normalized as reads per kilobase million (RPKM).

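The ChIP-seq experiment comprised 28 libraries from *S. pombe* strains with the reporter, immunoprecipitated with antibodies against H3K9me2 or H3K9me3 before or after tetracycline. The label of 1 library names both variants, and that library was left unassigned. The only combination that the other libraries do not fill is *swi6*-K *epe1*∆ with H3K9me2 after tetracycline. Each of the others was the only library of its genotype, antibody and tetracycline state, so no spread between replicates can be given. The authors trimmed the reads with Trimmomatic and aligned them with BWA; the versions and the genome build are not given in the sources used here. The methods state normalization by the number of reads alone, whereas the legend names RPKM, which also divides by the length of each window. Only the annotation of the modified genome was used here, and read coverage was not analysed here. The legends give the length of each region but not its ends. Windows of those lengths were therefore placed by rule, at the chromosome end for the telomere and the rDNA, around the middle of the annotated repeats for the centromeres and around the gene for the islands.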

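The tel2R window of 66 kb, chromosome II from 4473805 to 4539804, holds 24 genes, 18 of them coding, and annotated repeats over 40.4% of its length. The rDNA-R window of 19 kb, chromosome III from 2433290 to 2452289, holds 6 genes, of which 1 is coding, and 4 rRNA features. The 77 kb around the second centromere, chromosome II from 1585720 to 1662719, overlaps 56 genes, 13 of them coding, with 36 tRNA features. There, 15 repeat regions cover 53.2% of the window, and the sequence has a gap of 100 bp. The 77 kb around the third centromere, chromosome III from 1066688 to 1143687, overlaps 27 genes, none of them annotated as coding, and 26 tRNA features. Its 29 repeat regions cover 78.3% of the window. *mei4* (SPBC32H8.11) lies on the plus strand of chromosome II from 1473125 to 1475285, and the 5 kb around it, from 1471706 to 1476705, overlap 3 coding genes, of which 1 lies wholly inside. *ssm4* (SPAC27D7.13c) lies on the minus strand of chromosome I from 4534674 to 4536686, and the 5 kb around it, from 4533181 to 4538180, overlap 3 coding genes, of which 2 lie wholly inside.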

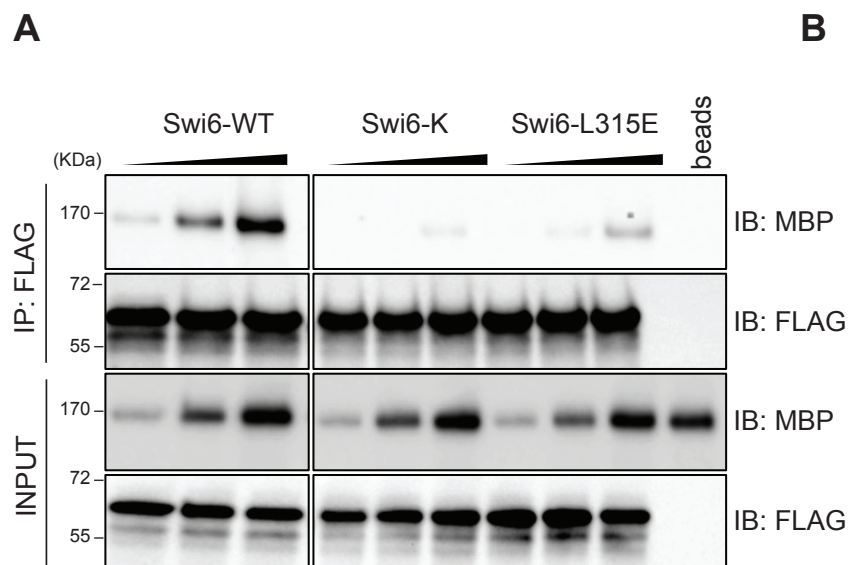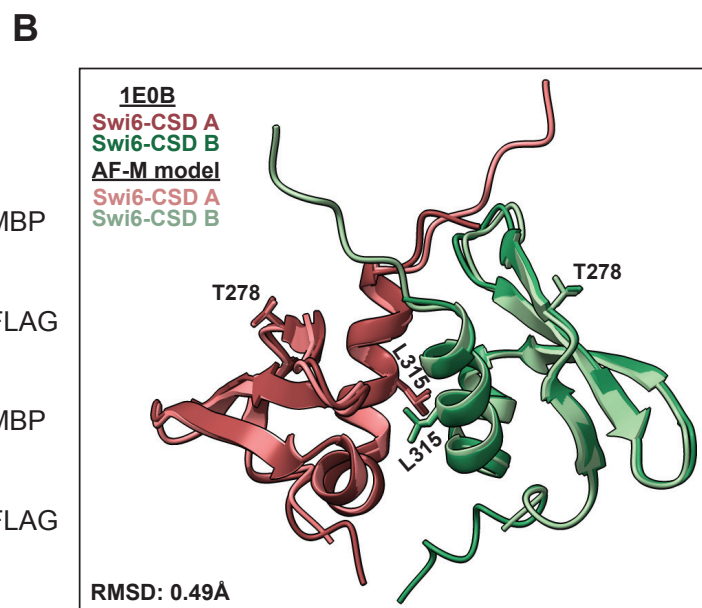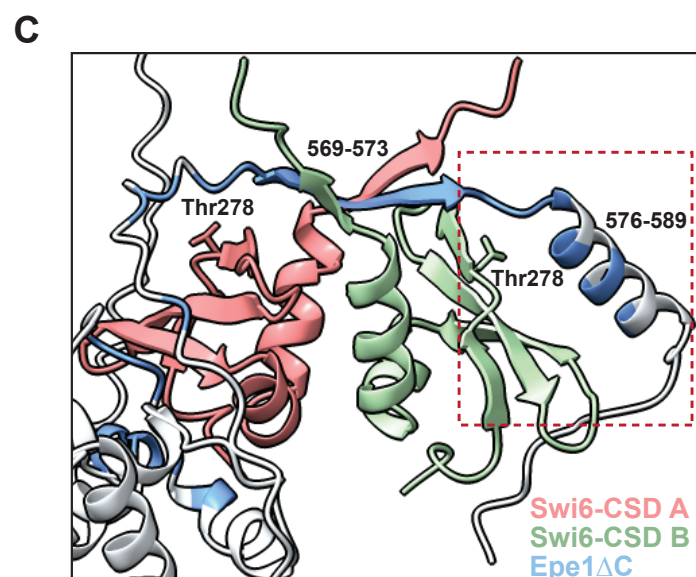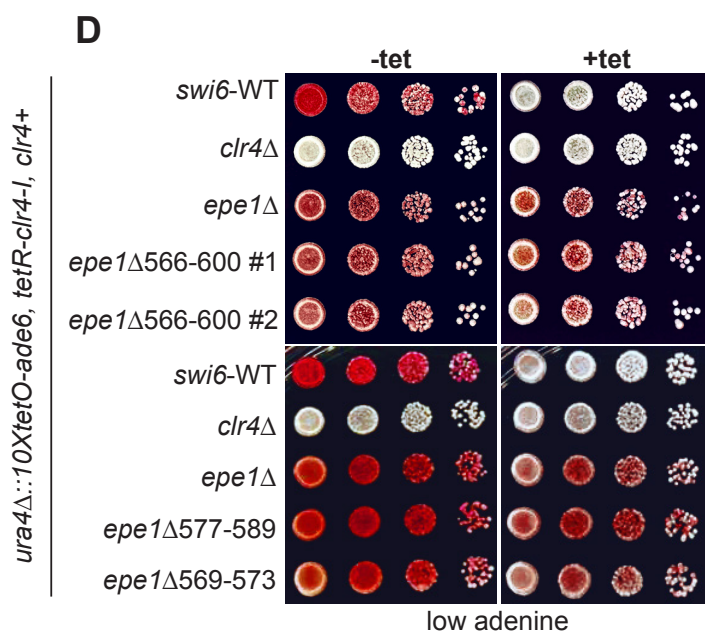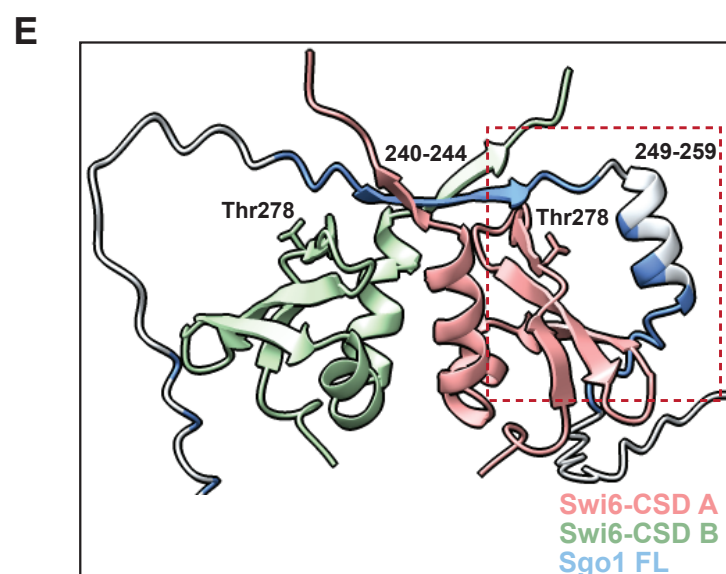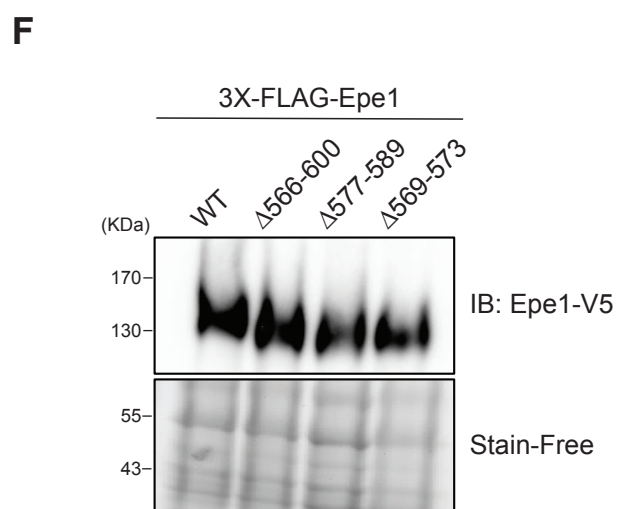

Supplemental Figure 3. Swi6-Y and Swi6-K perturb Epe1-mediated transcriptional effects through a loss of interaction with Epe1. (a) Western blots of *in vitro* binding assays performed with recombinant 3XFLAG-Swi6-WT, Swi6-K or Swi6 L315E and MBP-Epe1 proteins to test Epe1-Swi6 interaction. Epe1 is detected using an MBP antibody and Swi6 is detected using a FLAG antibody. Background (beads) represents MBP-Epe1 binding non-specifically to M2 FLAG conjugated agarose beads. (b-c, e) Highest ranking AlphaFold2 Multimer models of (b) Swi6-CSD aligned with existing Swi6-CSD crystal structure (PDB 1E0B, 1.9Å). (c) Swi6-CSD interaction with Epe1 Δ C, encompassing 1-600 amino acid residues. (e) Swi6-CSD interaction with meiotic cohesin protection protein, shugoshin, Sgo1. Both structural predictions show a possible interaction between the T278-containing beta sheet interface and a helix downstream of the PxVxL-like motif binding site within the interacting protein. The amino acids predicted by Chimera to form an interface with the Swi6-CSD dimer are shown in blue. Model Confidence parameters and other models reported for Swi6-CSD, Swi6-CSD-Epe1 Δ C and Swi6-CSD-Sgo1 are shown in Figures S6-8. (d) Silencing assay of *ura4 Δ ::10XTetO-ade6+* reporter in indicated genotypes in the absence (-tet) and presence (+tet) of tetracycline. Cells are plated at 10-fold serial dilutions. Internal deletions of residues 566-600, 577-589, and 569-573 in Epe1 based on AlphaFold2 Multimer predictions of the interaction between Swi6-CSD-Epe1 Δ C. (f) Western Blot measuring 3X-FLAG-Epe1 protein levels of full-length (WT) and indicated Epe1 variants. 3X-FLAG-Epe1 is detected using an M2-HRP conjugated antibody and total protein is detected using stain-free imaging.

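*epe1* (SPCC622.16c) lies on the minus strand of chromosome III in the modified genome. Its coding sequence is a single exon of 2847 bp, from 1431105 to 1433951, and encodes 948 amino acids. The gene is 1312060 bp from the reporter on the same chromosome. The longest of the 3 deletions, residues 566 to 600, removes the 35 residues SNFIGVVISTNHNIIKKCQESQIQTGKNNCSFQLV, of which 1 is acidic and 3 are basic. Within it, the deletion of residues 577 to 589 removes HNIIKKCQESQIQ, 13 residues, and the deletion of residues 569 to 573 removes IGVVI, 5 residues that carry no charge.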

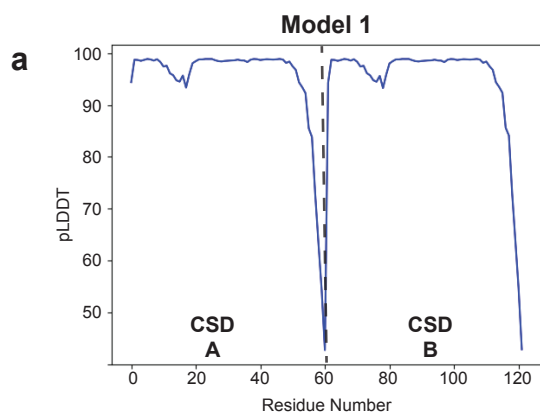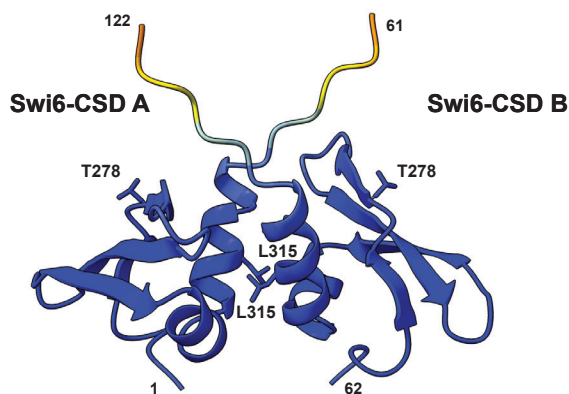

Model Confidence:

- Very High (pLDDT > 90)
- Confident (90 > pLDDT > 70)
- Low (70 > pLDDT > 50)
- Very Low (pLDDT < 50)

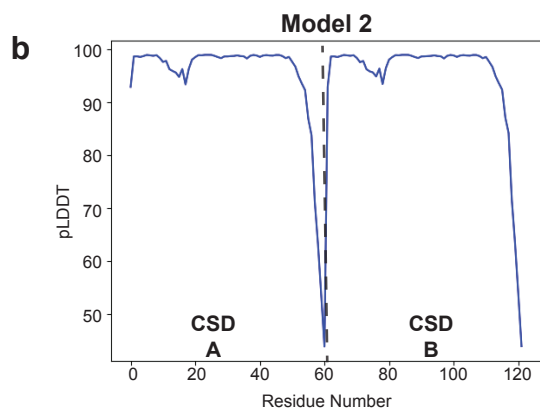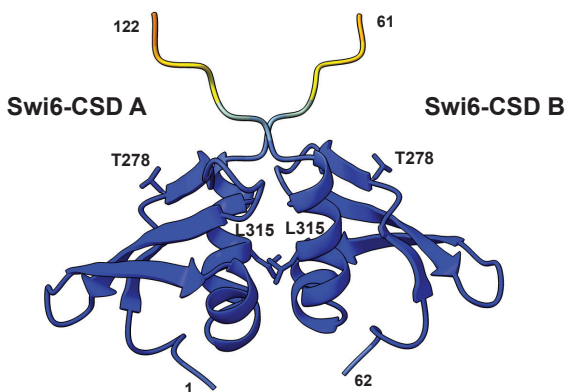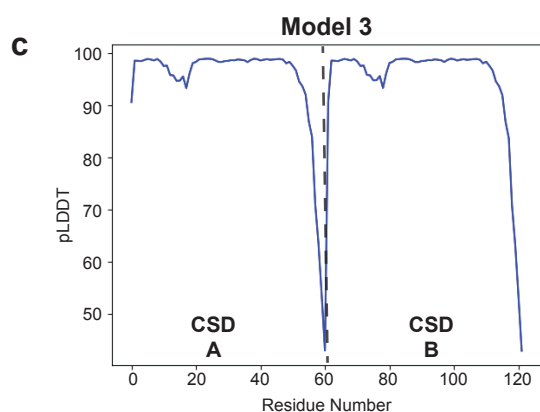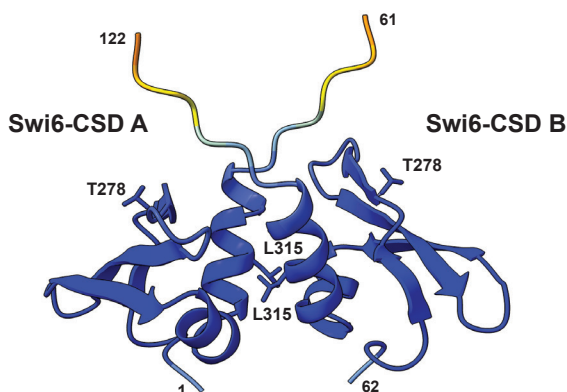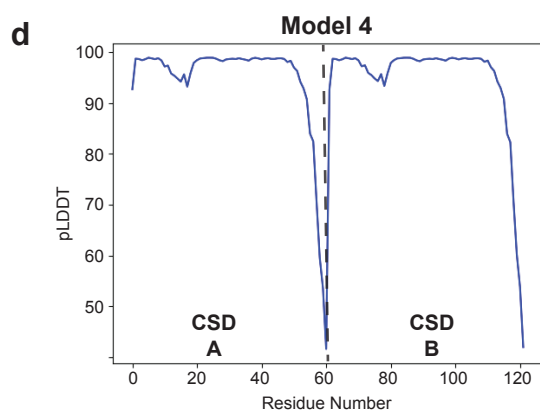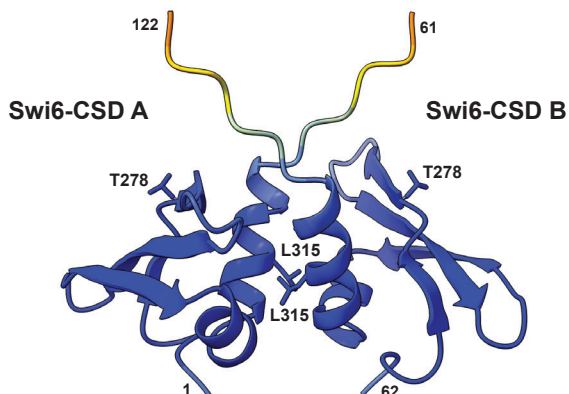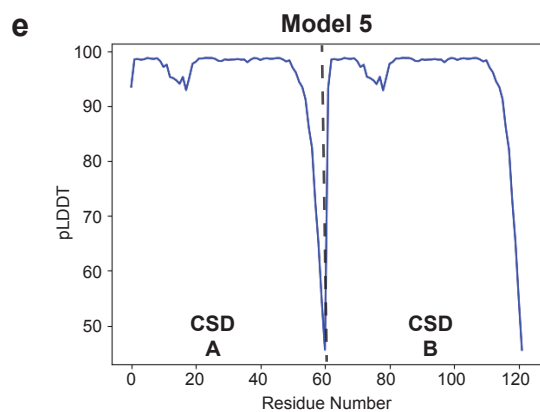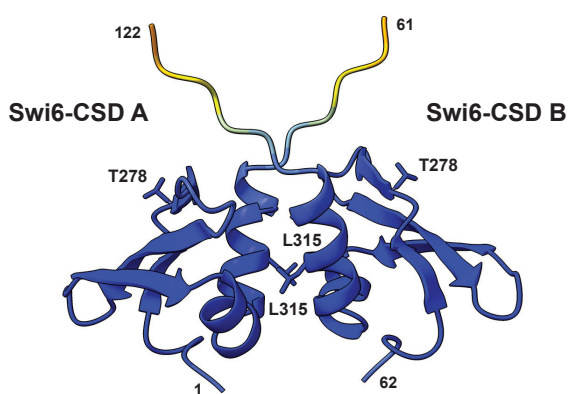

f

Interface Confidence:

- avg_n_models: 4.7
- max_n_models: 5
- best_pdockq: 0.74
- best_pLDDT_avg: 95.1

Supplemental Figure 4. Model confidence pLDDT plots and structures for Swi6-CSD dimer predictions generated by AlphaFold2 Multimer. (a-e) Models are ordered in ranking order with (a) the highest-ranking structure first and (e) the lowest ranking structure last. Structures generated using Chimera and is colored by residue based on the corresponding pLDDT confidence value. The numbering on the structure corresponds to the amino acid position numbering in the pLDDT plot. (f) The listed parameters were determined using the code described previously⁶⁵. The avg_n_models parameter quantifies the number of models that predicted the same interface. The max_n_models describes the number of models that satisfy at least some of the contacts at the predicted protein-protein interaction interface. The best_pdockq metric predicts accuracy from 0 (worst) to 1 (best) that considers the average pLDDT of interacting residues and the number of interacting residues, a value of > 0.25 is typical for high confidence predictions. The best_plddt_avg is the calculated average pLDDT of the residues withing the protein-protein interaction interface for the highest-ranking model ranging from 0 (worst) to 100 (best), Values > 70 are typical for confident structure predictions.

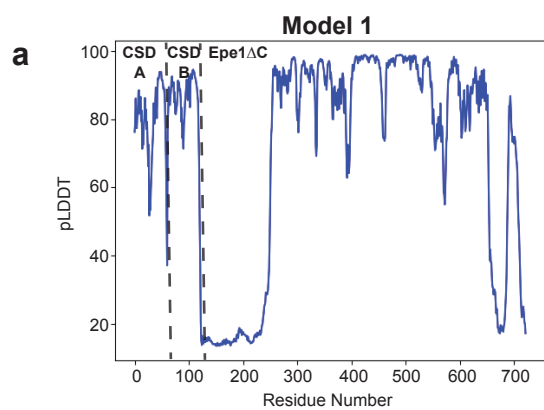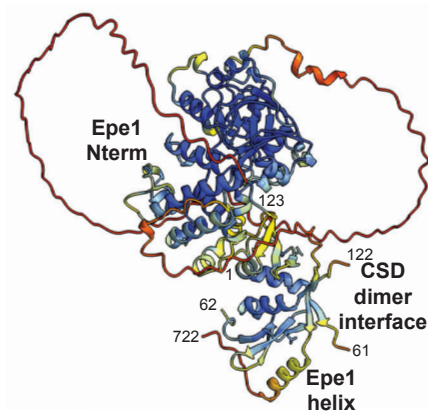

Model Confidence:

- Very High (pLDDT > 90)
- Confident (90 > pLDDT > 70)
- Low (70 > pLDDT > 50)
- Very Low (pLDDT < 50)

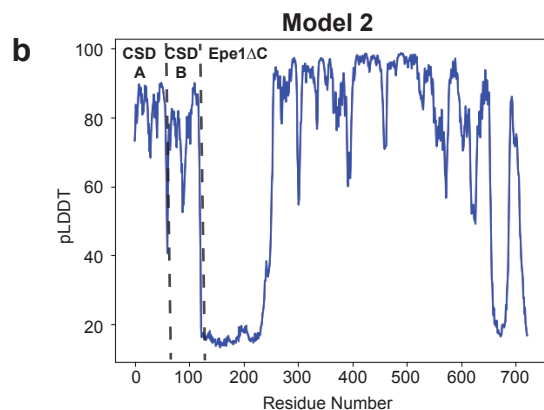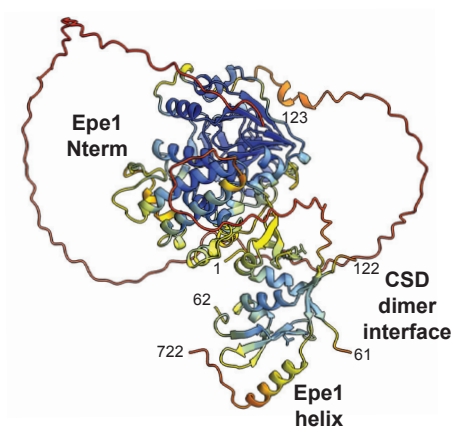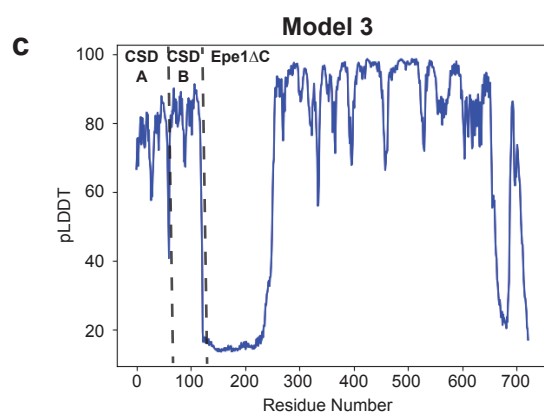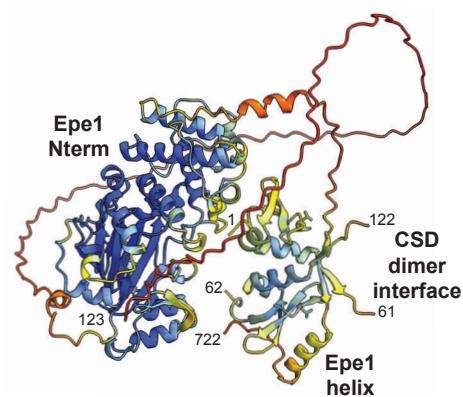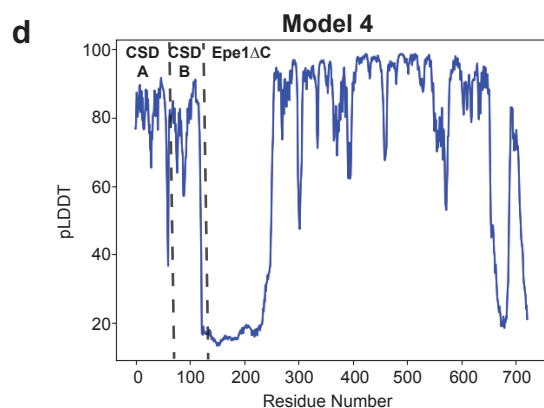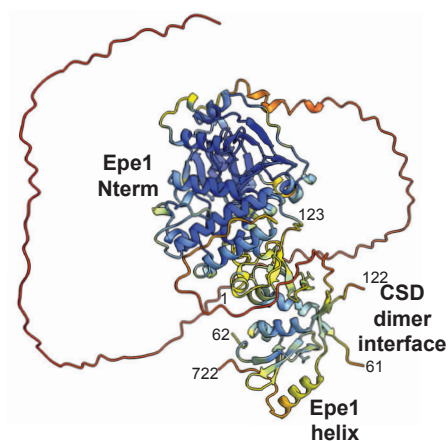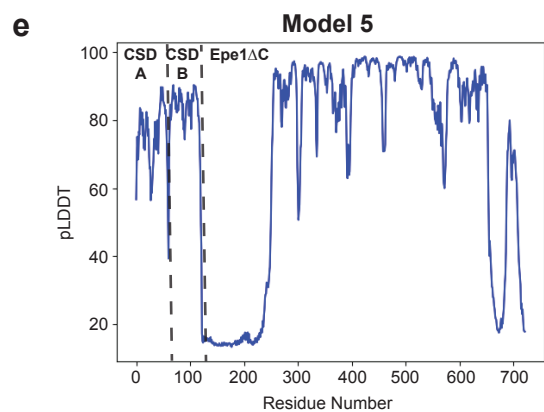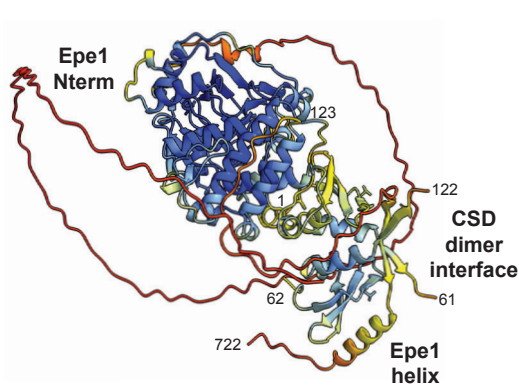

f

Interface Confidence:

avg_n_models:	2.4
max_n_models:	5
best_pdockq:	0.74
best_pLDDT_avg:	78.6

Supplemental Figure 5. Model confidence pLDDT plots and structural predictions for Swi6-CSD dimer and Epe1 Δ C generated by AlphaFold2 Multimer. (a-e) Models are ordered in ranking order with (a) the highest-ranking structure first and (e) the lowest ranking structure last. Structures generated using Chimera and is colored by residue based on the corresponding pLDDT confidence value. The numbering on the structure corresponds to the amino acid position numbering in the plot. (f) The listed parameters were determined using the code described previously⁶⁵. The avg_n_models parameter quantifies the number of models that predicted the same interface. The max_n_models describes the number of models that satisfy at least some of the contacts at the predicted protein-protein interaction interface. The best_pdockq metric predicts accuracy from 0 (worst) to 1 (best) that considers the average pLDDT of interacting residues and the number of interacting residues, a value of > 0.25 is typical for high confidence predictions. The best_plddt_avg is the calculated average pLDDT of the residues withing the protein-protein interaction interface for the highest-ranking model ranging from 0 (worst) to 100 (best), Values > 70 are typical for confident structure predictions.

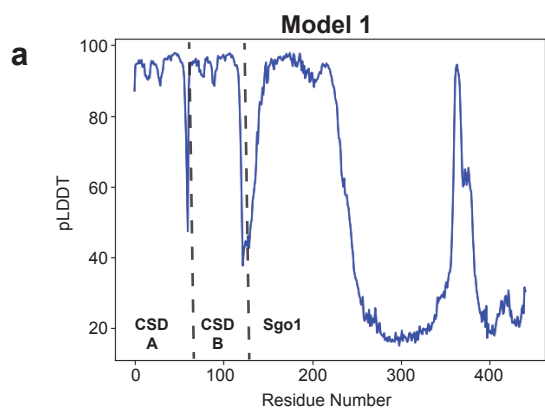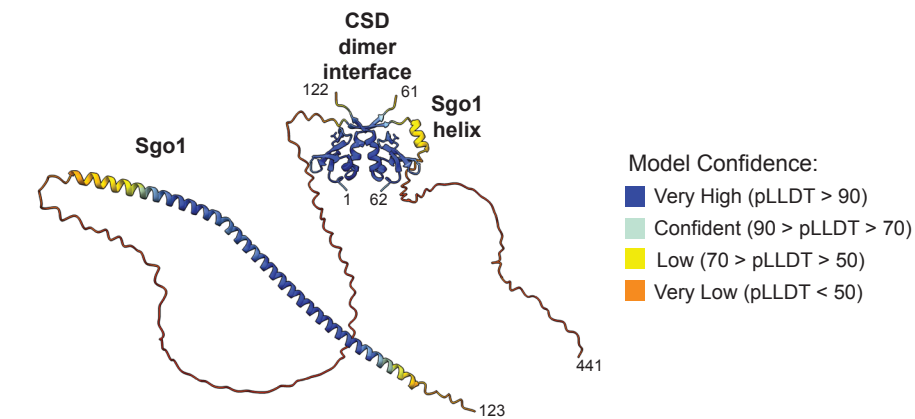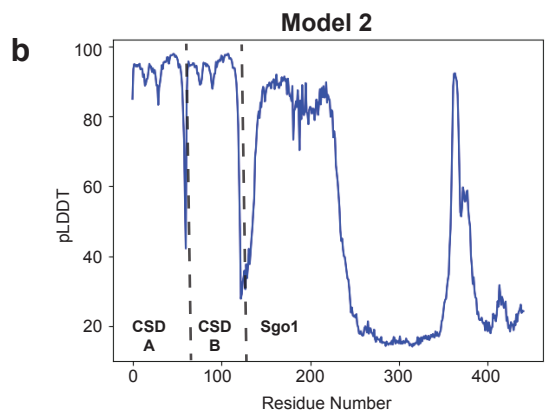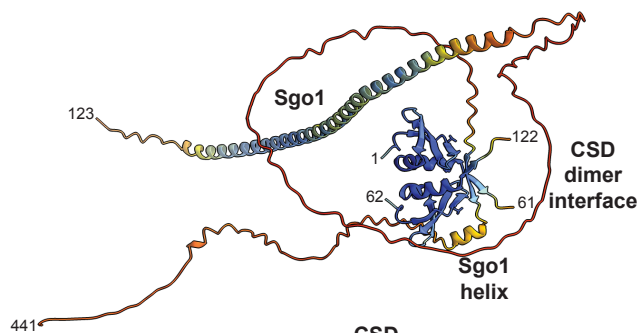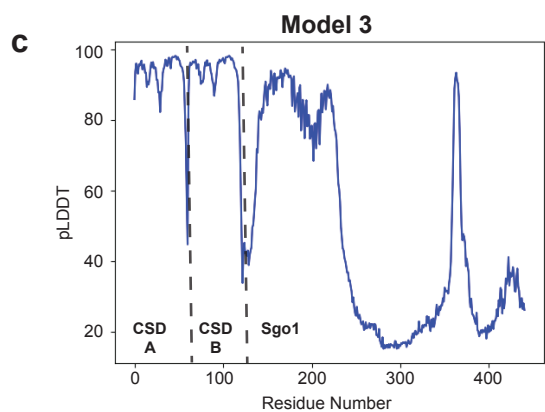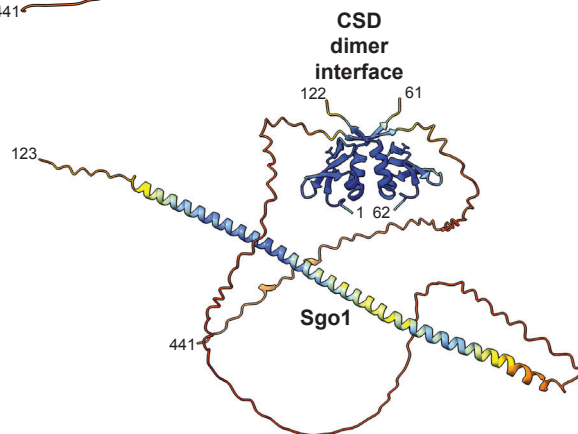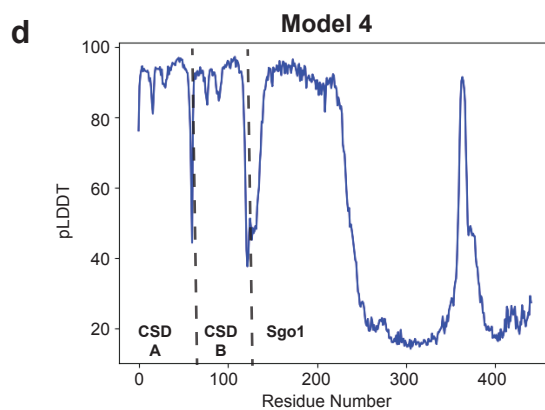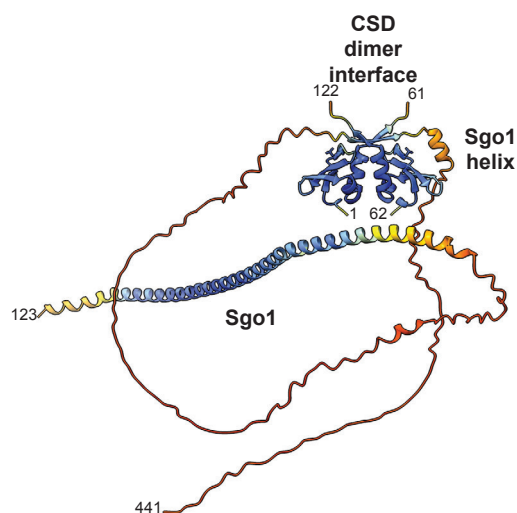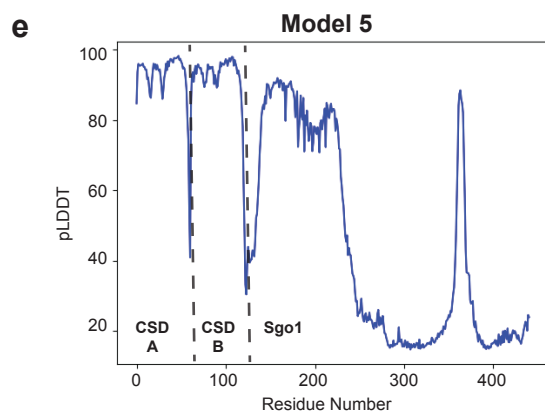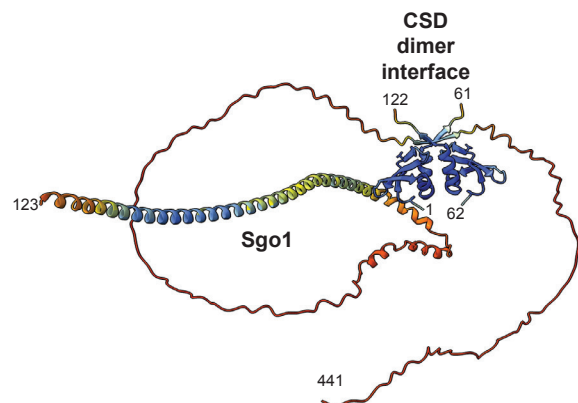

f

Interface Confidence:

avg_n_models:	3.5
max_n_models:	5
best_pdockq:	0.74
best_pLDDT_avg:	91.2

Supplemental Figure 6. Model confidence pLDDT plots and structural predictions for Swi6-CSD dimer and Sgo1 generated by AlphaFold2 Multimer. (a-e) Models are ordered in ranking order with (a) the highest-ranking structure first and (e) the lowest ranking structure last. Structures generated using Chimera and is colored by residue based on the corresponding pLDDT confidence value. The numbering on the structure corresponds to the amino acid position numbering in the plot. (f) The listed parameters were determined using the code described previously⁶⁵. The avg_n_models parameter quantifies the number of models that predicted the same interface. The max_n_models describes the number of models that satisfy at least some of the contacts at the predicted protein-protein interaction interface. The best_pdockq metric predicts accuracy from 0 (worst) to 1 (best) that considers the average pLDDT of interacting residues and the number of interacting residues, a value of > 0.25 is typical for high confidence predictions. The best_plddt_avg is the calculated average pLDDT of the residues withing the protein-protein interaction interface for the highest-ranking model ranging from 0 (worst) to 100 (best), Values > 70 are typical for confident structure predictions.

a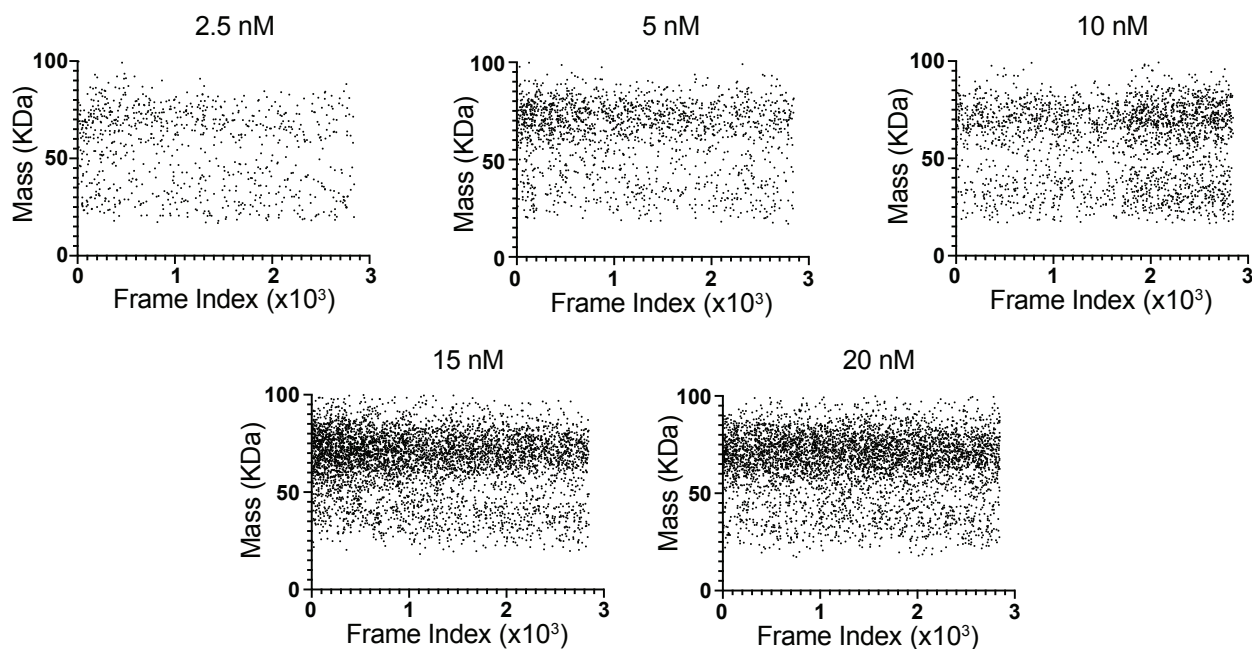**b**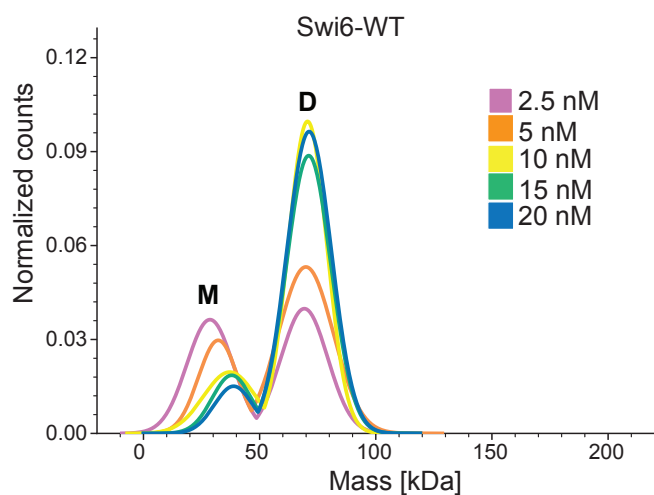**c**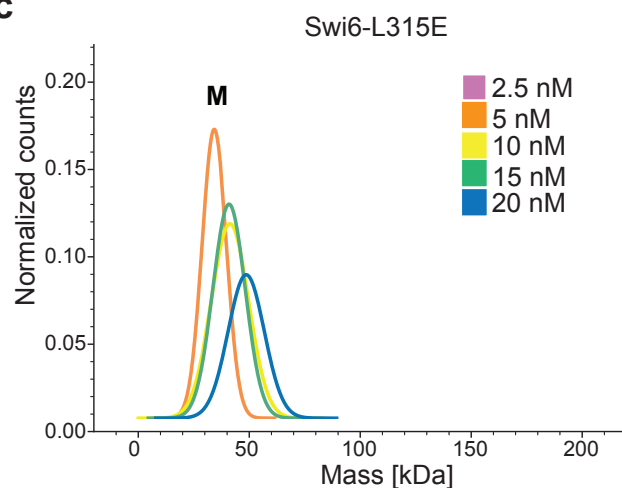**d**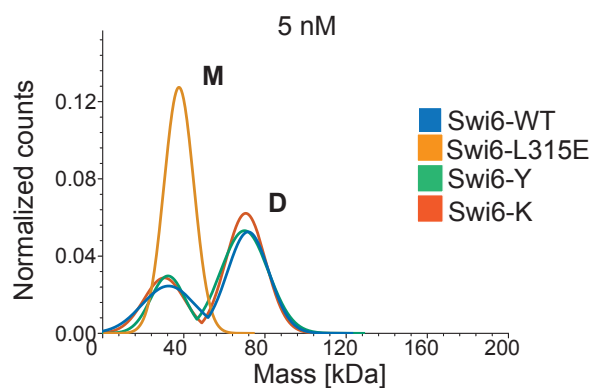**e**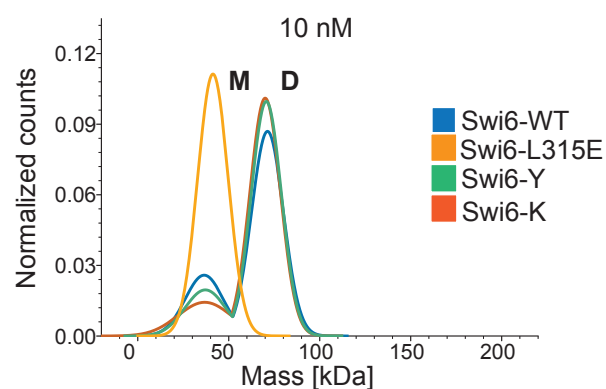**f**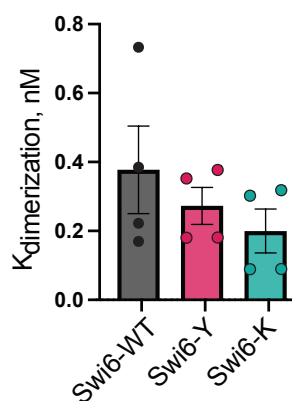

	K_{dim} , nM
Swi6-WT	0.38 ± 0.22
Swi6-Y	0.27 ± 0.09
Swi6-K	0.20 ± 0.11

Supplemental Figure 7. Relative abundance of Swi6 monomer and dimer molecular species detected by mass photometry with increasing Swi6 concentration. (a) Density plot of detected molecules of indicated masses as a function of time (frame index) across different Swi6 concentrations. (b-c) Representative gaussian distributions of (b) Swi6-WT and (c) Swi6 L315E. Monomers (M) and dimers (D) are marked based on expected molecular weights of Swi6. (d-e) Representative gaussian distributions for indicated Swi6 proteins at (d) 5 nM and (e) 10 nM concentrations. (f) Left- Bar graph of the mean Swi6 dimerization affinity (K_{dim}) calculated by molecular counting across replicates, error bars indicate SD (N= 4). Right- Table summarizing Swi6 K_{dim} values. Error bars represent SD (N=4).

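The molecule counts behind Supplementary Fig. 7f are in the paper's Source Data, as monomers and dimers counted at known Swi6 concentrations in 4 runs per protein. *K*_dim_ was computed from the counts and the total concentration of each measurement and averaged within a run. There were 20 measurements of Swi6-WT, 19 of Swi6-Y and 19 of Swi6-K. The number of dimers counted per measurement ranged from 222 to 7078. *K*_dim_ was 0.377 ± 0.254 nM for Swi6-WT, 0.273 ± 0.107 nM for Swi6-Y and 0.200 ± 0.128 nM for Swi6-K (SD, n = 4 runs each). The ratio to Swi6-WT was 0.723 for Swi6-Y (exact two-sided permutation test, p = 0.514) and 0.529 for Swi6-K (same exact test, p = 0.314). Between Swi6-Y and Swi6-K the ratio was 1.36 (exact two-sided permutation test, p = 0.4). The smallest p that 4 runs against 4 allow is 0.0286. Without the first run of Swi6-WT, the ratio of Swi6-Y to Swi6-WT turned to 1.05. The sheet carries no run labels, and the tests treat the runs as unpaired. In the order of the sheet, Swi6-K was lower than Swi6-WT and than Swi6-Y in 4 of 4 runs (exact two-sided sign-change tests, p = 0.125 each, the smallest that 4 pairs allow), and Swi6-Y was lower than Swi6-WT in 3 of 4. The mass of 1 Swi6 chain computed from the reference protein sequence is 37292.1 g/mol for Swi6-WT, 37354.2 for T278Y, 37319.2 for T278K and 37308.1 for L315E.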

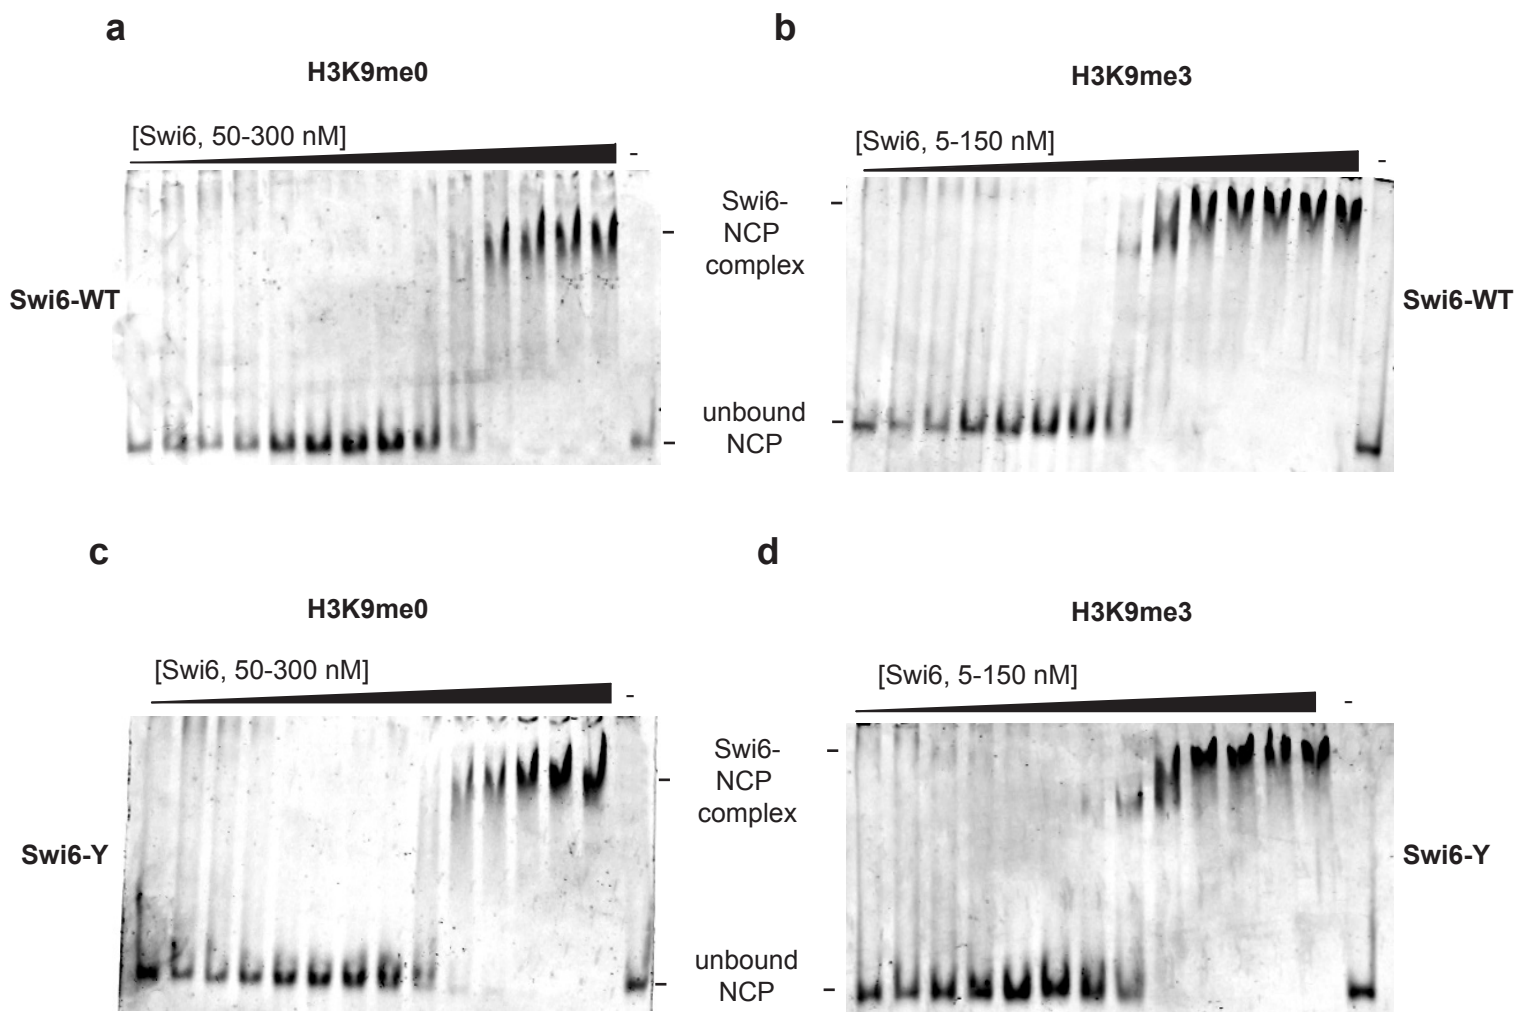

Supplemental Figure 8. Analysis of Swi6 nucleosome binding *in vitro* using EMSAs. (a-d) Representative images of (a,c) H3K9me0 mononucleosome and (b,d) H3K9me3 mononucleosome gel shifts with increasing (a,b) Swi6-WT and (c,d) Swi6-Y concentrations. The lower band represents unbound, intact nucleosome core particles (NCPs) and the disappearance of that band indicates binding of the NCP to Swi6, accompanied by the appearance of higher molecular weight species.

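The unbound fractions quantified from these gels are in the paper's Source Data for Fig. 4a–c. A Hill curve with a plateau of 1 was fitted by least squares to all lanes of each protein and nucleosome, 37 to 50 lanes per curve, and the error is the standard error of the fit. On H3K9me0 nucleosomes, the concentration at which binding was at its midpoint was 96.0 ± 2.72 nM for Swi6-WT and 91.8 ± 2.50 nM for Swi6-Y. On H3K9me3 nucleosomes it was 42.9 ± 2.41 nM for Swi6-WT and 38.4 ± 1.62 nM for Swi6-Y. The dimerization mutant L315E gave 138.6 ± 6.50 nM and 107.6 ± 3.36 nM. The ratio of the midpoint on H3K9me0 to that on H3K9me3 nucleosomes was 2.24 ± 0.141 for Swi6-WT, 2.39 ± 0.120 for Swi6-Y and 1.29 ± 0.0726 for L315E. Swi6-WT and Swi6-Y thus differed by less than the sum of their standard errors in this ratio, whereas L315E lay below both by more. With the slope of the curve fixed at 1, the ratios were 2.06 ± 0.503 for L315E and 2.53 ± 0.505 for Swi6-WT and no longer differed by more than these errors. These curves fitted worse. On H3K9me0 nucleosomes, their residual sums of squares were 3.00 for Swi6-WT and 1.67 for L315E, against 0.510 and 0.422 with a free slope. On H3K9me3 nucleosomes they were 0.664 and 1.29, against 0.323 and 0.254. The free slopes ranged from 2.11 to 4.27. The methods name nonlinear regression without its equation, and no test was run. The standard errors count each lane as independent, so they do not measure the spread between gels.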

A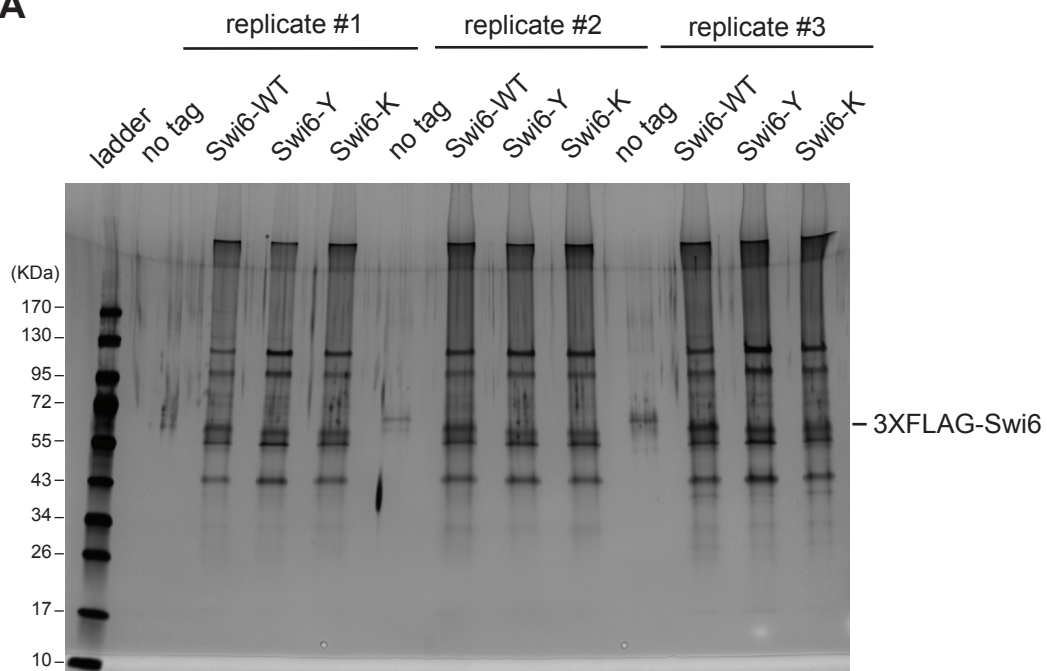**B**

**Known heterchomatin maintenance regulators
without detectable enrichment in Swi6-Y/K**

CLRC: Clr4, Raf1, Raf2, Rik1, Cul4, Rbx1

SHREC: Chp2, Mit1, Clr3, Clr2

FACT: Pob3, Spt16

NPC: Alm1, Amo1, Npp106, Lem2

Ino80: Iec5

■ not detected by TMT-MS

■ no significant enrichment over Swi6-wt

C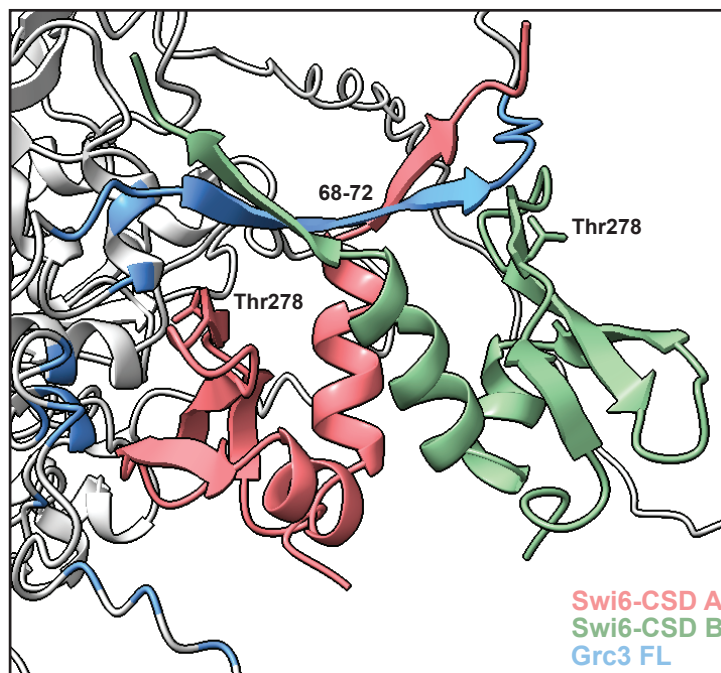

Supplemental Figure 9. Quantitative proteomics reveal specific enrichment of the rixosome complex with Swi6-Y. (a) Silver stain of 3XFLAG-Swi6 purification samples used for TMT-MS analysis (N=3). (b) Proteins that have established roles in heterochromatin maintenance that did not have significant enrichment compared to Swi6-WT (blue) or were not detected (red) during TMT-MS. (c) Highest ranking AlphaFold2 Multimer model predicting Swi6-CSD dimer interaction with Grc3. The model reveals a PxVxL motif in Grc3 interacting with the Swi6-CSD dimer interface but unlike the models presented earlier, the downstream region is disordered and does not show a predicted interaction with the Thr 278-containing beta sheet interface. The amino acids predicted by Chimera to form an interface with the Swi6-CSD dimer are shown in blue.

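Proteins that copurified with Swi6 were measured in 9 purifications, 3 each of 3XFLAG-Swi6-WT, Swi6-Y and Swi6-K, which were labelled with tandem mass tags and pooled. The values come from Supplementary Data 1 and are the authors' summed signal to noise per protein, scaled so that Swi6 is equal in every purification. The methods call the replicates technical, so p-values measure only the spread between these samples. Of 1683 listed proteins, the 1247 with over 1 peptide and a value above 0 in every purification were tested, without Swi6 itself. log2 values were compared in 1 limma model of all 9 purifications with two-sided tests and a Benjamini-Hochberg adjusted p under 0.05. With Swi6-Y, 2 proteins were higher and 9 lower than with Swi6-WT, and 1236 did not pass, with 215 at an unadjusted p under 0.05. All 3 Swi6-Y values lay above all 3 Swi6-WT values for 183 proteins and below them for 86. All 3 Swi6-K values lay above those of Swi6-WT for 25 proteins and below them for 52, and all 3 Swi6-Y values above those of Swi6-K for 134 and below for 25. Chance gives 10% of proteins in all if the samples are not paired, and the Swi6-K counts against Swi6-WT lie below that. With Swi6-K, 1 protein was higher and 4 were lower than with Swi6-WT, and 1242 did not pass, with 68 at an unadjusted p under 0.05. Between Swi6-Y and Swi6-K, limma called 0 proteins, with 79 at an unadjusted p under 0.05.

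These counts depended on single purifications. The 11 proteins called for Swi6-Y against Swi6-WT became 6 without Swi6-Y replicate 2, 5 without Swi6-Y replicate 3, 5 without Swi6-WT replicate 1, 31 without Swi6-WT replicate 2 and 6 without Swi6-WT replicate 3. The 5 called for Swi6-K became 9 without Swi6-K replicate 3 and 13 without Swi6-WT replicate 2, and the 0 called between Swi6-Y and Swi6-K became 1 without Swi6-K replicate 2. After the mean of each variant was removed, purifications with the same replicate number correlated at 0.466 to 0.734, and others at -0.620 to 0.0573. The counts above leave out this pairing. With the replicate number as a block in the model, 145 proteins were higher and 510 lower with Swi6-Y than with Swi6-WT. With each purification centred on its median instead, 19 were higher and 15 lower, so the balance of directions depended on the scaling. The block gave 20 higher and 252 lower for Swi6-K against Swi6-WT, and 34 higher and 10 lower for Swi6-Y against Swi6-K.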

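Epe1, listed under its synonym jhd1 with 27 peptides, fell by 2.63 on the log2 scale with Swi6-Y (standard error 0.243, adjusted p = 1.13e-05 from limma), which is 6.20-fold. Bdf2, listed as SPAC631.02 with 32 peptides, fell by 2.47 (standard error 0.249, adjusted p = 1.93e-05 from limma), which is 5.53-fold. With Swi6-K, Epe1 fell by 2.93 and Bdf2 by a factor of 6.35. ulp2 fell by 1.77 on the log2 scale with Swi6-Y (adjusted p = 0.000741 from limma, 9 peptides). hsk1, with 2 peptides, fell by 1.61 with Swi6-Y and by 1.99 with Swi6-K (adjusted p = 0.00393 and 0.000515 from limma). These calls held under every alternative of the limma model in which the protein was tested. With the paper's thresholds, the two-sample test on unlogged values with unequal variances dropped ulp2 for Swi6-Y. The test on log2 values with unequal variances dropped hsk1 for Swi6-Y. Of 10 TFIID subunits measured, 4 were lower with Swi6-Y, none was higher and 6 did not pass (7 lower when adjusted over the list alone, 9 with the block). They include taf13 with a log2 fold change of -1.93 and taf2 with -1.35. taf2, taf4 and taf7 did not pass without Swi6-Y replicate 2 or 3 or without Swi6-WT replicate 1 or 3, whereas taf13 passed without each purification in turn. With Swi6-K, 1 TFIID subunit was lower (6 when adjusted over the list alone, 7 with the block).

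All 6 rixosome subunits measured were higher with Swi6-Y than with Swi6-WT, with a median log2 fold change of 0.63. None passed over all proteins in limma (adjusted p from 0.183 to 0.402), and 5 were higher when adjusted over the list alone. The log2 fold change was 0.81 for ipi1, 0.69 for rix1, 0.64 for crb3, 0.62 for grc3, 0.59 for las1 and 0.36 for mdn1. With the block, 5 of the 6 passed, from ipi1 (adjusted p = 0.00451 from limma) to las1 (adjusted p = 0.0175), and mdn1 did not (adjusted p = 0.148). Over all the alternatives run, the adjusted p of the 6 subunits ranged from 0.00451 to 0.714. With Swi6-K, 5 of the 6 were higher than with Swi6-WT and none passed, and the median was 0.18. The difference between the variants was tested directly, and all 6 were higher with Swi6-Y than with Swi6-K, with a median of 0.50. None of these passed over all proteins, also not with the block (adjusted p from 0.0944 to 0.154), while 6 passed with the block when adjusted over the list alone.

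As a set compared with the other proteins by camera, with a preset correlation of 0.01, the rixosome was higher in Swi6-Y than in Swi6-WT (adjusted p = 1.58e-05), in Swi6-K than in Swi6-WT (adjusted p = 0.00915) and in Swi6-Y than in Swi6-K (adjusted p = 0.000256). With the correlation estimated from the data, the only call that held among 54 was that of Epe1 and Bdf2 in Swi6-K (adjusted p = 0.0258), and the rixosome in Swi6-Y against Swi6-WT had an adjusted p of 0.462, the highest of its alternatives. This setting was run without the block, so the effect of the replicate number can enter the correlation, 0.856 for the rixosome. Epe1 and Bdf2 in Swi6-Y did not pass under it either (camera adjusted p = 0.176), so it cannot show that a list did not move. Ribosomal proteins also moved as sets. All 57 proteins of the large subunit were higher with Swi6-Y than with Swi6-WT, with a median log2 fold change of 0.47, and so were all 40 of the small subunit, with 0.39. None passed over all proteins or when adjusted over the list alone, and 43 and 12 passed with the block. Against Swi6-K the medians were 0.58 and 0.45, all positive. In Swi6-K against Swi6-WT the medians were -0.11 and -0.04, while the direction in camera was above the other proteins, which passed for the small subunit (adjusted p = 0.0129) and not for the large (adjusted p = 0.343), and the medians turned to 0.09 and 0.17 when each purification was centred on its median. This centring raised log2 fold changes over Swi6-WT by 0.198 for Swi6-Y and 0.205 for Swi6-K. From the interactions called in Fig. 5, the paper states that the rixosome is among the factors gained selectively with Swi6-Y.

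**Figure D1:**
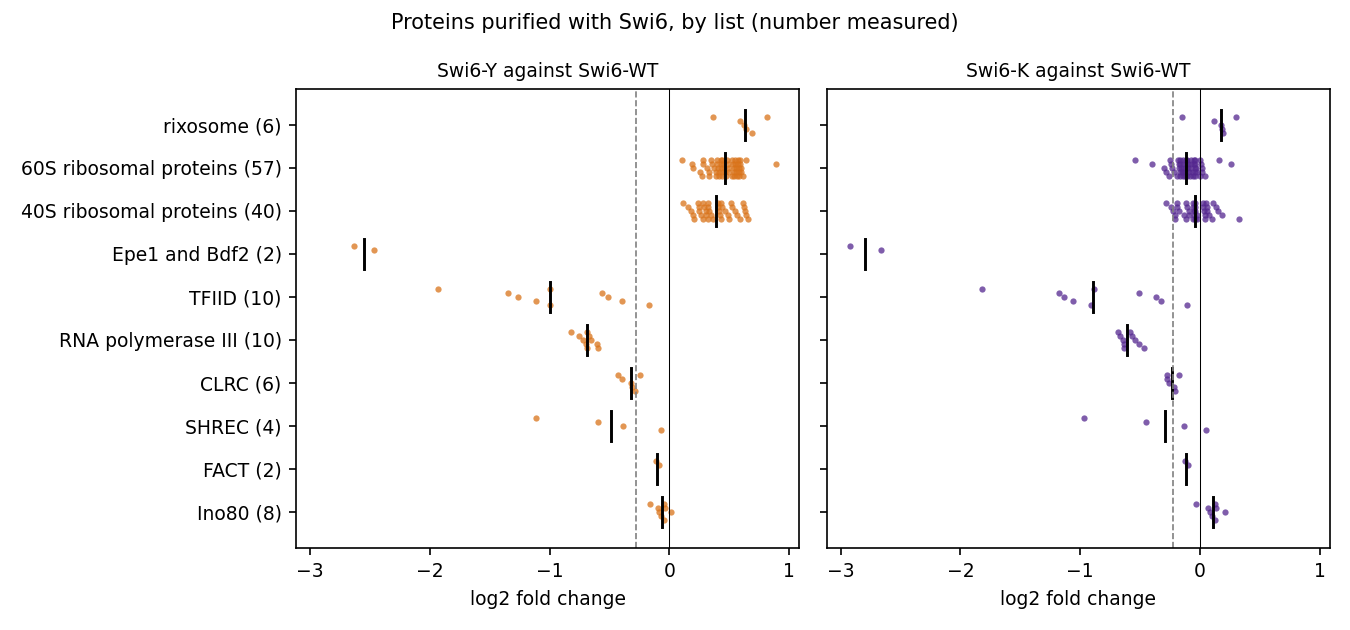
log2 fold change of each protein over Swi6-WT, by list, with Swi6-Y on the left and Swi6-K on the right; each point is 1 protein, the black bar is the median of the list and the dashed line the median of all 1247 proteins. The 6 rixosome subunits lie from 0.36 to 0.81 with Swi6-Y and from -0.15 to 0.30 with Swi6-K; on centring, the FACT medians turn positive on both sides, those of the ribosomal lists for Swi6-K and that of Ino80 for Swi6-Y.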

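None of the 6 CLRC subunits, 4 SHREC subunits, 2 FACT subunits or 8 Ino80 subunits measured passed over all proteins with Swi6-Y or Swi6-K in limma. With the block, 2 CLRC subunits, pcu4 and pip1, and 2 SHREC proteins, mit1 and Chp2, were lower with Swi6-Y, and Chp2 was lower with Swi6-K. The block called 510 of all 1247 proteins lower with Swi6-Y and 252 with Swi6-K, so such a call does not by itself set these proteins apart. On centring, the median for Swi6-Y was -0.12 for CLRC and -0.29 for SHREC, against -0.08 for all proteins. Of SHREC with Chp2, 1 protein was lower when adjusted over the list alone in both comparisons. That protein was Chp2, which fell by 1.11 on the log2 scale with Swi6-Y (adjusted p = 0.0567 from limma, 0.00164 with the block and up to 0.577 over the alternatives). Without Swi6-WT replicate 2, its fall of 1.24 passed the threshold. With Swi6-K, Chp2 fell by 0.97 (adjusted p = 0.160 from limma, 0.00415 with the block and up to 0.962 over the alternatives). The median log2 fold change with Swi6-Y was -0.32 for CLRC, -0.49 for SHREC, -0.10 for FACT and -0.06 for Ino80, and those of FACT and Ino80 turned positive, to 0.10 and 0.14, on centring. With Swi6-K the medians were -0.24, -0.30, -0.12 and 0.11, of which that of FACT turned to 0.09 on centring. As a set, Ino80 lay above the other proteins with Swi6-K in camera (adjusted p = 0.00915), but not with an estimated correlation (adjusted p = 0.554). Of the nuclear periphery proteins, npp106 was measured, at -0.16 with Swi6-Y, which turned to 0.04 on centring, and at -0.22 with Swi6-K. lem2 was listed with 1 peptide and was not tested. clr2 of SHREC, alm1, amo1 and sgo1 are not listed in Supplementary Data 1.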

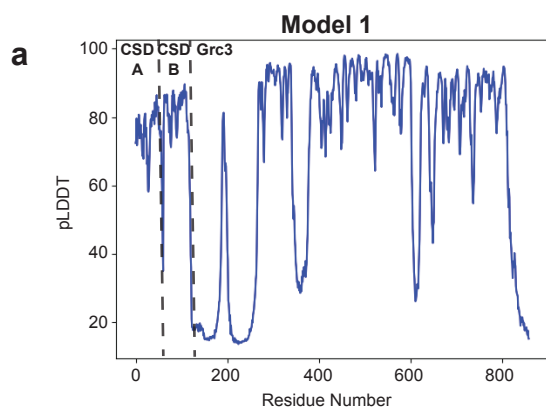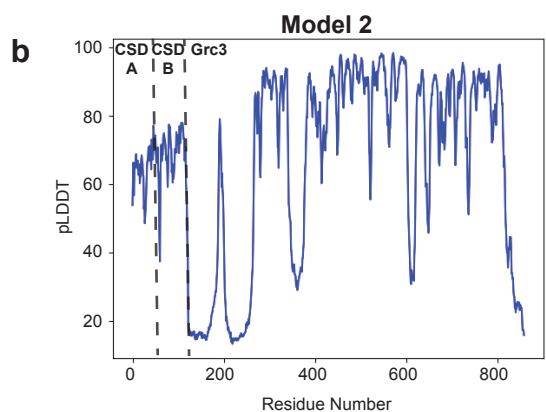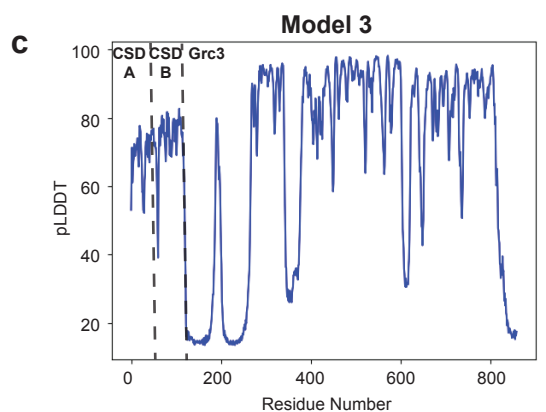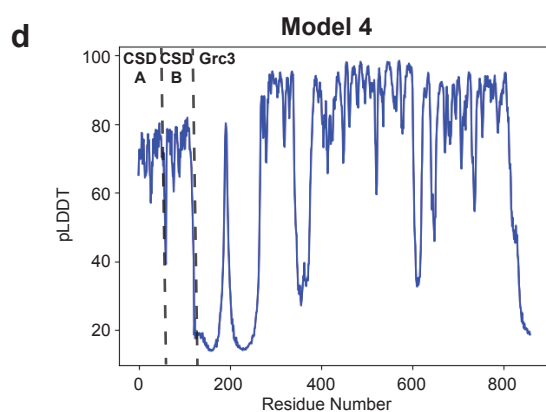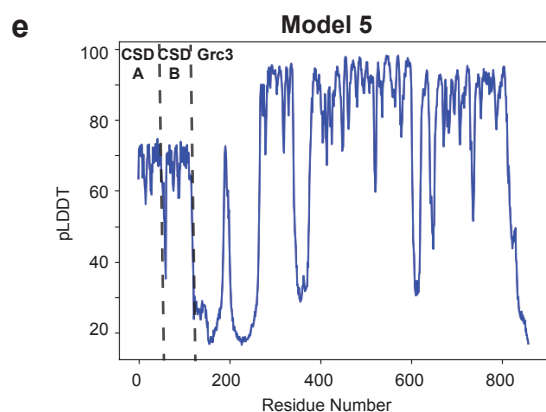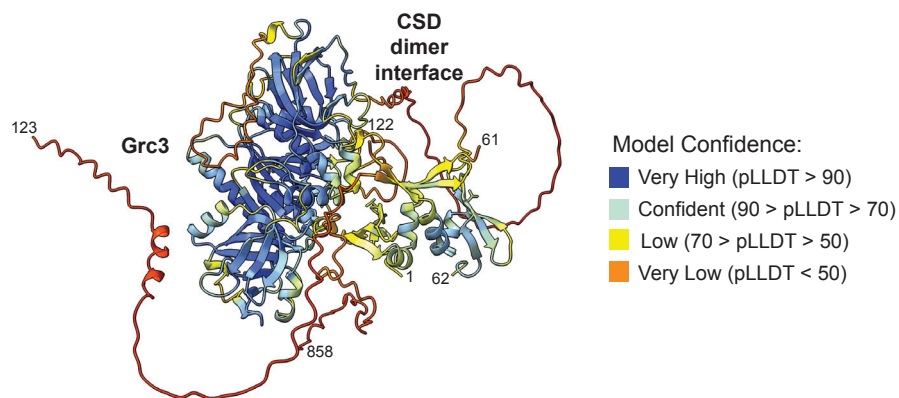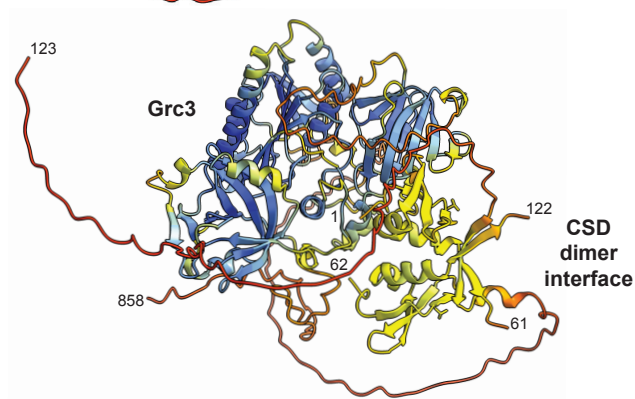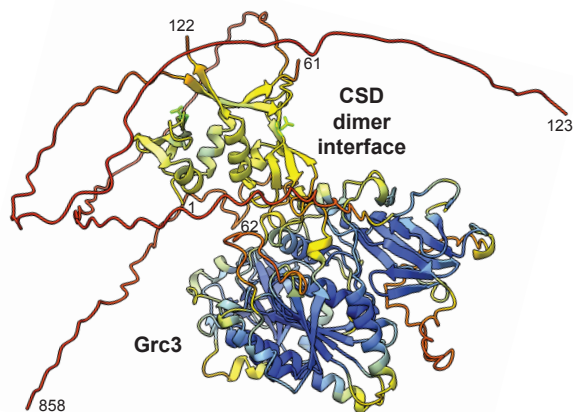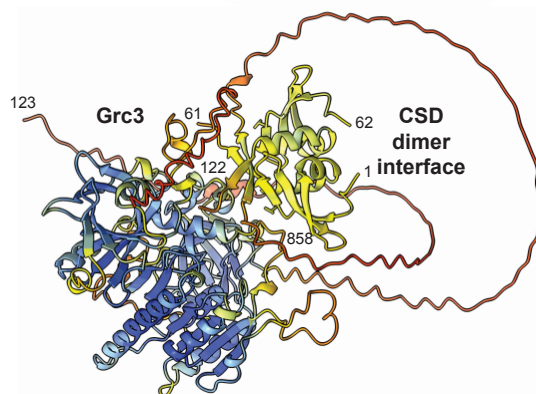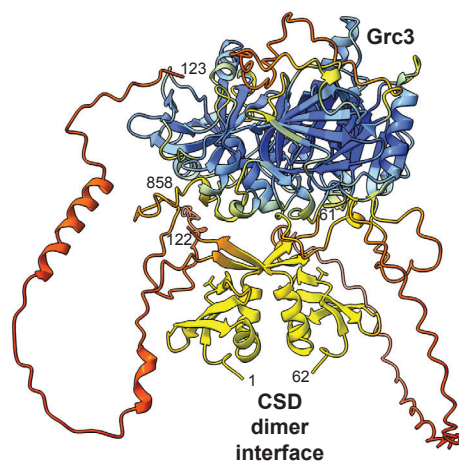

Model Confidence:

- Very High (pLDDT > 90)
- Confident (90 > pLDDT > 70)
- Low (70 > pLDDT > 50)
- Very Low (pLDDT < 50)

f

Interface Confidence:

- avg_n_models: 2.2
- max_n_models: 5
- best_pdockq: 0.74
- best_pLDDT_avg: 65

Supplemental Figure 10. Model confidence pLDDT plots and structural predictions for Swi6-CSD dimer and Grc3 generated by AlphaFold2 Multimer. (a-e) Models are ordered in ranking order with (a) the highest-ranking structure first and (e) the lowest ranking structure last. Structures generated using Chimera and is colored by residue based on the corresponding pLDDT confidence value. The numbering on the structure corresponds to the amino acid position numbering in the plot. (f) The listed parameters were determined using the code described previously⁶⁵. The avg_n_models parameter quantifies the number of models that predicted the same interface. The max_n_models describes the number of models that satisfy at least some of the contacts at the predicted protein-protein interaction interface. The best_pdockq metric predicts accuracy from 0 (worst) to 1 (best) that considers the average pLDDT of interacting residues and the number of interacting residues, a value of > 0.25 is typical for high confidence predictions. The best_plddt_avg is the calculated average pLDDT of the residues withing the protein-protein interaction interface for the highest-ranking model ranging from 0 (worst) to 100 (best), Values > 70 are typical for confident structure predictions.

a

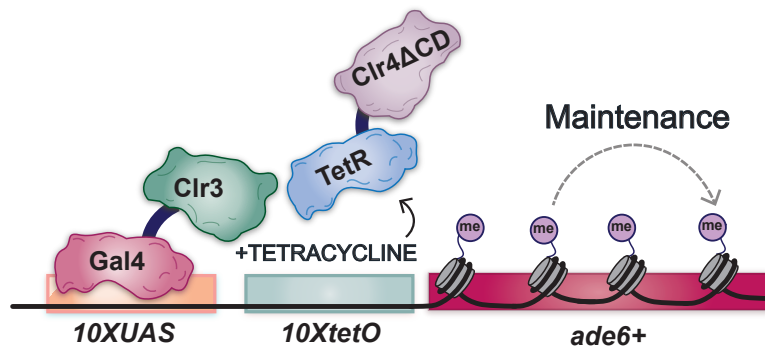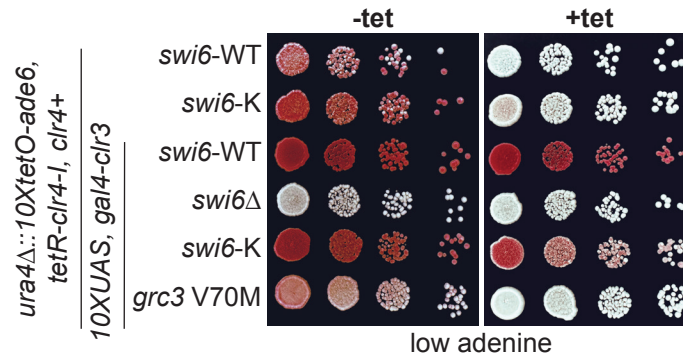

b

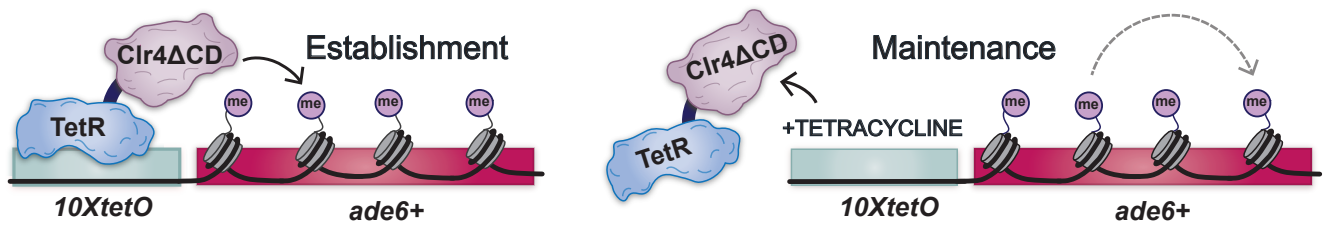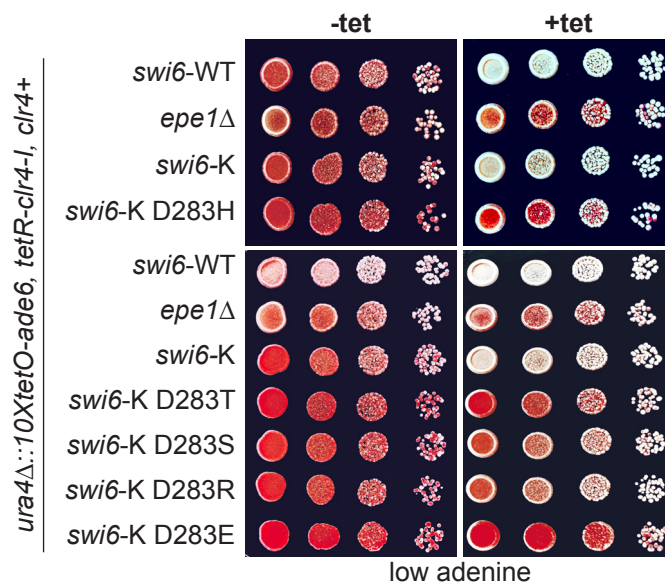

Supplementary Figure 11. The maintenance defect observed in Swi6-K can be genetically rescued. (a) Top- schematic of the modified 10xUAS-10XtetO-ade6⁺ reporter system. The system contains ten copies of the UAS DNA binding sites placed upstream of 10XtetO. A Gal4-Clr3 fusion protein binds to these sites and remains bound in the presence of tetracycline. Bottom- Silencing assay of ura4 Δ ::10xUAS-10XtetO-ade6⁺ reporter in indicated genotypes in the absence (-tet) and presence (+tet) of tetracycline. Red cells indicate ade6⁺ silencing. Cells are plated at 10-fold serial dilutions. (b) Top- schematic of the 10XtetO-ade6⁺ reporter system. Bottom- Silencing assay of ura4 Δ ::10XtetO-ade6⁺ reporter in indicated genotypes in the absence (-tet) and presence (+tet) of tetracycline. Red cells indicate ade6⁺ silencing. Cells are plated at 10-fold serial dilutions.

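The annotation of the modified genome holds the reporter on chromosome III from 115325 to 118393. This sequence of 3069 bp replaces 1835 bp of the reference, from 115325 to 117159, which match the reference exactly at 1 place. Coding genes up to 115256 keep their reference positions, 36 in all, and the next 430 are shifted by 1234 bp. The native *ura4* gene (SPCC330.05c), which occupies 1037 bp of the replaced sequence, is absent from the annotation. The gene used for RNA and ChIP-qPCR, *SPCC330.06c*, lies on the minus strand from 119456 to 120236, 1062 bp from the reporter, and its coding sequence of 471 bp encodes 156 amino acids. On the other side, *mug135* lies from 112050 to 113477, 1847 bp from the reporter. In the 40 kb centred on the reporter, from 96860 to 136859, there are 25 genes, of which 16 are coding. A second edit is found farther along chromosome III. *bub1* (SPCC1322.12c) is the last coding gene shifted by 1234 bp, and from *vtc4* (SPCC1322.14c) on, 422 coding genes are shifted by -594 bp. Between them 1828 bp are missing, and the native *ade6* gene (SPCC1322.13), 1755 bp long in the reference, is absent from the annotation.

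**Figure D2:**
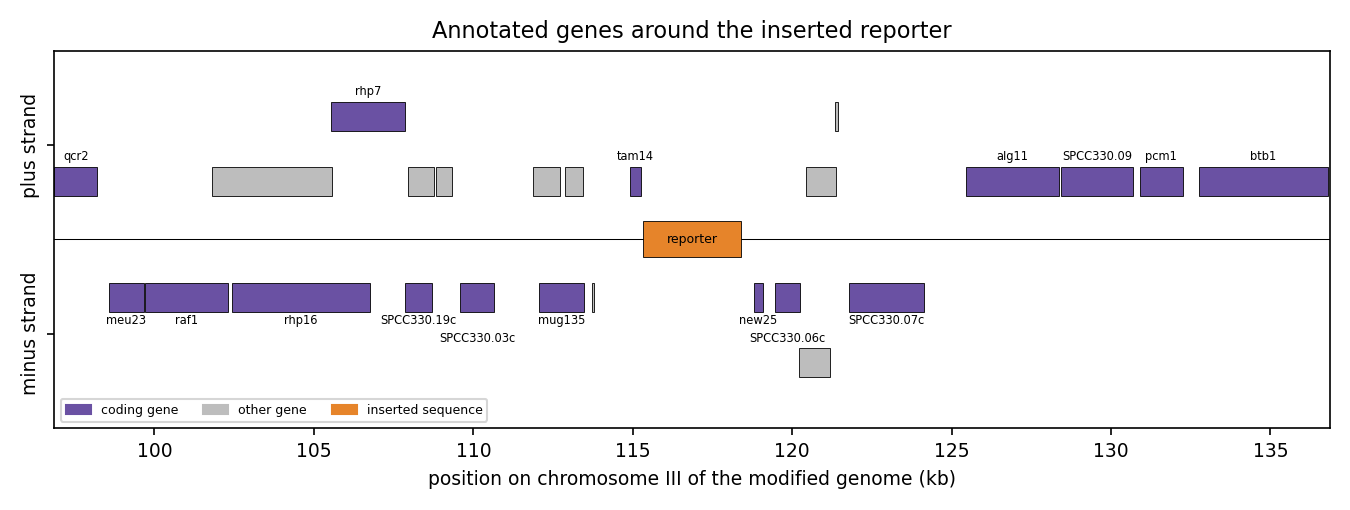
Genes annotated in the 40 kb of chromosome III around the reporter, with position in kb on the horizontal axis and the strands above and below the line; purple bars are coding genes, grey bars other genes and the orange bar the inserted sequence. Of 25 genes, 16 are coding, and none overlaps the inserted sequence.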

Supplemental Figure 12. Multiple sequence alignment (MSA) of Swi6 and Chp2 within the *Schizosaccharomyces* lineage. Multiple Sequence Alignment generated using Clustal Omega and plotted using ESPript3.0 of Swi6-CSD (amino acid residues 269-324) or Chp2-CSD (amino acid residues 324-379) from indicated species. Known structural features are plotted above each alignment; residue similarity is indicated as follows: strict identity (red box white character), similarity in a group (red text), similarity across groups (blue frame).

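The chromoshadow domains of the annotated *S. pombe* proteins were compared here residue by residue. Swi6 residues 269 to 324, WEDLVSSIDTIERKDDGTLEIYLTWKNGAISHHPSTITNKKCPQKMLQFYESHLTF, and Chp2 residues 324 to 379, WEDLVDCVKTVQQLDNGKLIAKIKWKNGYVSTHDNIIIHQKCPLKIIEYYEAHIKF, are each 56 residues long. They share 24 identical residues (42.9%), and a global alignment with BLOSUM62 gave the same number and 0 gap positions. Thr 278 of Swi6 aligned with Thr 333 of Chp2. Of 11 residues around Thr 278, 2 were identical. Of 15 residues around Leu 315 of the dimerization interface, 7 were identical. These segments were chosen here, and orthologs from other species were not used here.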

Supplementary Table 1. Primers used in this study for quantitative PCR

**Primer**	**Sequence**
<i>SPCC330.06c F</i>	GCCGTAAATGACGTTTTCGTCACC
<i>SPCC330.06c R</i>	ACCTTGACAACCTTGCCATTCTCG
<i>tub F</i>	AACGCTTGGCCATGGAATACACG
<i>tub R</i>	GAGAGGCGGTGATGGAAGAAACAAC
<i>dg F</i>	GCGGTCATTTAAAGGCATAG
<i>dg R</i>	CGACAACACGAATTTTACTTCTAGGTC
<i>dh F</i>	GTATTTGGATTCCATCGGTACTATGG
<i>dh R</i>	ACTACATCGACACAGAAAAGAAAACAA
<i>tlh1 F</i>	AGAAACACCGAAACCAGCCA
<i>tlh1 R</i>	TGGCGATACAGACGAAGGGA

# Supplementary material for: Epigenetic memory is governed by an effector recruitment specificity toggle in Heterochromatin Protein 1
**Source:** Nat Commun. 2024 Jul 25;15:6276. doi: 10.1038/s41467-024-50538-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplemental Files

File Name: Supplementary Data 1

Description: TMT-MS peptide results dataset

File Name: Supplementary Data 2

Description: *S. pombe* strains used in this study.

File Name: Supplementary Data 3

Description: Oligos used in this study.

# Supplementary material for: Epigenetic memory is governed by an effector recruitment specificity toggle in Heterochromatin Protein 1
**Source:** Nat Commun. 2024 Jul 25;15:6276. doi: 10.1038/s41467-024-50538-z
**Supplement:** Supplementary file 5 — Supplementary Data 2

Supplementary Data 2. *S.pombe* strains used in this study.

Strain no.	Strain genotype	Source	Related to
KR18	<i>h- leu1-32 ade6-M210 ura4Δ::10XtetO-ade6 clr4+ trp1:nat-clr4p-tetR-clr4ΔCD</i>	Moazed Lab	Figures 1B-G, 2A-B, 2E, 3A-B, 5F<br>Supplementary Figures 1B-D, 2, 3D, 11A-B
KR24	<i>h- leu1-32 ade6-M210 ura4Δ::10XtetO-ade6, clr4Δ::kanMX6</i>	Moazed Lab	Figures 1B-C, 1E-G, 2A-B, 2E, 3A-B<br>Supplementary Figures 1D, 2, 3D
KR33	<i>h- leu1-32 ade6-M210 ura4Δ::10XtetO-ade6 clr4+ trp1:nat-clr4p-tetR-clr4ΔCD epe1Δ::kanMX6</i>	Moazed Lab	Figures 1B-G, 2A-B, E, 3A-B, 5E<br>Supplementary Figures 1D, 2, 3D, 11A-B
KR283	<i>h- leu1-32 ade6? ura4Δ::10XtetO-ade6 clr4+, trp1:nat-clr4p-tetR-clr4ΔCD, epe1Δ::3XFLAG-epe1-hph</i>	Moazed Lab	Supplementary Figure 3F
KR343	<i>h+ otr1R(SphI)::ade6+ ura4-D18 leu1-32 ade6-M210</i>	Moazed Lab	Figures 2C-D, 3D, 5A-B, Supplementary Figure 9A
KR453	<i>h+ otr1R(SphI)::ade6+ ura4-D18 leu1-32 ade6-M210 swi6D::ura4 3XFLAG-Swi6</i>	Moazed Lab	Figure 5A-C<br>Supplementary Figure 9A
KR555	<i>h+ otr1R(SphI)::ade6+ ura4-D18 leu1-32 ade6-M210, clr4D::ura4-kanMX6</i>	Moazed Lab	Figure 2C-D
KR778	<i>h90 leu1-32 ade6M216 ura4D-18 swi6: PAmCherry-Swi6</i>	This study	Figure 4E-G
KR1101	<i>h- leu1-32 ade6-M210 tandem ura4Δ::10XUAS-10XtetO-ade6 natMX6-tetR-clr4-l epe1+ leu1:nmt1-Gal4-Clr3 swi6Δ::</i>	This study	Supplementary Figure 11A
KR1124	<i>h+ leu1-32 ura4Δ::10XUAS-tetO-ade6+ natMX6-tetR-clr4-l epe1+ leu1:nmt1-gal4-clr3</i>	This study	Supplementary Figure 11A
KR1982	<i>h- leu1-32 ade6-M210 ura4Δ::10XtetO-ade6 clr4+ trp1:nat-clr4p-tetR-clr4ΔCD swi6T278S</i>	This study	Figure 1B<br>Supplementary Figure 1B
KR1984	<i>h- leu1-32 ade6-M210 ura4Δ::10XtetO-ade6 clr4+ trp1:nat-clr4p-tetR-clr4ΔCD swi6T278Y</i>	This study	Figure 1B, 1D-G, 2A-B, E, 3A-B, 5E<br>Supplementary Figure 1B-C
KR1986	<i>h- leu1-32 ade6-M210 ura4Δ::10XtetO-ade6 clr4+ trp1:nat-clr4p-tetR-clr4ΔCD swi6T278F</i>	This study	Figure 1B<br>Supplementary Figure 1B
KR1988	<i>h- leu1-32 ade6-M210 ura4Δ::10XtetO-ade6 clr4+ trp1:nat-clr4p-tetR-clr4ΔCD swi6T278C</i>	This study	Figure 1B<br>Supplementary Figure 1B
KR1990	<i>h- leu1-32 ade6-M210 ura4Δ::10XtetO-ade6 clr4+ trp1:nat-clr4p-tetR-clr4ΔCD swi6T278K</i>	This study	Figure 1C-F, 2A-B, 2E, 3A-B<br>Supplementary Figure 1B-C, 11A-B

KR1994	<i>h- leu1-32 ade6-M210 ura4Δ::10XtetO-ade6 clr4+ trp1:nat-clr4p-tetR-clr4ΔCD epe1-V5-kanMX6</i>	This study	Figure 3D
KR1997	<i>h- leu1-32 ade6-M210 ura4Δ::10XtetO-ade6 clr4+ trp1:nat-clr4p-tetR-clr4ΔCD swi6T278Y epe1Δ::kanMX6</i>	This study	Figure 1F, 3A-B<br>Supplementary Figure 1D
KR1999	<i>h- leu1-32 ade6-M210 ura4Δ::10XtetO-ade6 clr4+ trp1:nat-clr4p-tetR-clr4ΔCD ckb1D::kanMX6</i>	This study	Figure 1G
KR2000	<i>h- leu1-32 ade6-M210 ura4Δ::10XtetO-ade6 clr4+ trp1:nat-clr4p-tetR-clr4ΔCD swi6T278Y ckb1Δ::kanMX6</i>	This study	Figure 1G
KR2003	<i>h+ otr1R(SphI)::ade6+ ura4-D18 leu1-32 ade6-M210 swi6Δ::ura4 3XFLAG-swi6T278Y</i>	This study	Figure 5A, C<br>Supplementary Figure 9A
KR2009	<i>h+ otr1R(SphI)::ade6+ ura4-D18 leu1-32 ade6-M210 swi6T278Y</i>	This study	Figure 2C-D
KR2041	<i>h+ otr1R(SphI)::ade6+ ura4-D18 leu1-32 ade6-M210 swi6T278K</i>	This study	Figure 2C-D
KR2101	<i>h- leu1-32 ade6-M210 ura4Δ::10XtetO-ade6 clr4+ trp1:nat-clr4p-tetR-clr4ΔCD swi6Δ270-328::ura4-hphMX6</i>	This study	Supplementary Figure 1A
KR2436	<i>h- leu1-32 ade6-M210 ura4Δ::10XtetO-ade6 clr4+ trp1:nat-clr4p-tetR-clr4ΔCD crb3-TAP-kanMX6</i>	This study	Figure 5F
KR2441	<i>h- leu1-32 ade6-M210 ura4Δ::10XtetO-ade6 clr4+ trp1:nat-clr4p-tetR-clr4ΔCD epe1-V5-hphMX6 swi6T278Y</i>	This study	Figure 3D
KR2443	<i>h- leu1-32 ade6-M210 ura4Δ::10XtetO-ade6 clr4+ trp1:nat-clr4p-tetR-clr4ΔCD epe1-V5-hphMX6 swi6T278K</i>	This study	Figure 3D
KR2445	<i>h90 leu1-32 ade6M216 ura4D-18 swi6: PAmCherry-swi6T278K</i>	This study	Figure 4F-G
KR2465	<i>h- leu1-32 ade6-M210 ura4Δ::10XtetO-ade6 trp1:nat-clr4p-tetR-clr4ΔCD swi6T278Y grc3V70M</i>	This study	Figure 5E
KR2468	<i>h- leu1-32 ade6-M210 ura4Δ::10XtetO-ade6 trp1:nat-clr4p-tetR-clr4ΔCD epe1Δ-kanMX6 grc3V70M</i>	This study	Figure 5E
KR2471	<i>h90 leu1-32 ade6M216 ura4D-18 swi6: PAmCherry-swi6T278Y</i>	This study	Figure 4E, G

KR2474	<i>h- leu1-32 ade6-M210 ura4Δ::10XtetO-ade6 clr4+ trp1:nat-clr4p-tetR-clr4ΔCD swi6T278Y crb3-TAP-kanMX6</i>	This study	Figure 5F
KR2650	<i>h- leu1-32 ade6-M210 ura4Δ::10XtetO-ade6 clr4+ trp1:nat-clr4p-tetR-clr4ΔCD swi6T278K epe1Δ::kanMX6</i>	This study	Figure 1F, 3A-B<br>Supplementary Figure 1D
KR2686	<i>h- leu1-32 ade6-M210 ura4Δ::10XUAS-tetO-ade6 natMX6-tetR-clr4-l epe1+ leu1:nmt1-gal4-clr3 swi6T278K</i>	This study	Supplementary Figure 11A
KR2700	<i>h- leu1-32 ade6-M210 ura4Δ::10XtetO-ade6 clr4+ trp1:nat-clr4p-tetR-clr4ΔCD swi6T278K crb3-TAP-kanMX6</i>	This study	Figure 5F
KR2703	<i>h- leu1-32 ade6-M210 ura4Δ::10XtetO-ade6 clr4+ trp1:nat-clr4p-tetR-clr4ΔCD grc3V70M crb3-TAP-kanMX6</i>	This study	Figure 5F
KR2736	<i>h- leu1-32 ade6-M210 ura4Δ::10XtetO-ade6 clr4+ trp1:nat-clr4p-tetR-clr4ΔCD swi6T278R</i>	This study	Figure 1C<br>Supplementary Figure 1B
KR2798	<i>h- leu1-32 ade6-M210 ura4Δ::10XtetO-ade6 clr4+ trp1:nat-clr4p-tetR-clr4ΔCD swi6T278A</i>	This study	Figure 1B<br>Supplementary Figure 1B
KR2799	<i>h- leu1-32 ade6-M210 ura4Δ::10XtetO-ade6 clr4+ trp1:nat-clr4p-tetR-clr4ΔCD swi6T278D</i>	This study	Figure 1C<br>Supplementary Figure 1B
KR2801	<i>h- leu1-32 ade6-M210 ura4Δ::10XtetO-ade6 clr4+ trp1:nat-clr4p-tetR-clr4ΔCD swi6T278E</i>	This study	Figure 1C<br>Supplementary Figure 1B
KR2825	<i>h+ otr1R(SphI)::ade6+ ura4-D18 leu1-32 ade6-M210 swi6Δ::ura4 3XFLAG-swi6T278K</i>	This study	Figure 5B-C<br>Supplementary Figure 9A
KR2827	<i>h- leu1-32 ade6-M210 ura4Δ::10XtetO-ade6 clr4+ trp1:nat-clr4p-tetR-clr4ΔCD ckb1Δ::kanMX6 epe1Δ::hphMX6</i>	This study	Figure 1G
KR2867	<i>h+ leu1-32 ura4Δ::10XUAS-tetO-ade6 natMX6-tetR-clr4-l epe1+ leu1:nmt1-gal4-clr3 grc3V70M</i>	This study	Supplementary Figure 11A
KR3086	<i>h- leu1-32 ade6? ura4Δ::10XtetO-ade6 clr4+, trp1:nat-clr4p-tetR-clr4ΔCD , epe1Δ::3XFLAG-epe1Δ566-600-hph #1</i>	This study	Supplementary Figure 3D,F
KR3087	<i>h- leu1-32 ade6? ura4Δ::10XtetO-ade6 clr4+, trp1:nat-clr4p-tetR-clr4ΔCD , epe1Δ::3XFLAG-epe1Δ566-600-hph #2</i>	This study	Supplementary Figure 3D

KR3127	<i>h- leu1-32 ade6? ura4Δ::10XtetO-ade6 clr4+, trp1:nat-clr4p-tetR-clr4ΔCD , epe1Δ::3XFLAG-epe1Δ569-573-hph</i>	This study	Supplementary Figure 3D,F
KR3167	<i>h- leu1-32 ade6? ura4Δ::10XtetO-ade6 clr4+, trp1:nat-clr4p-tetR-clr4ΔCD , epe1Δ::3XFLAG-epe1Δ577-589-hph</i>	This study	Supplementary Figure 3D,F
KR3284	<i>h- leu1-32 ade6-M210 ura4Δ::10XtetO-ade6 clr4+ trp1:nat-clr4p-tetR-clr4ΔCD swi6T278KD283H</i>	This study	Supplementary Figure 11B
KR3285	<i>h- leu1-32 ade6-M210 ura4Δ::10XtetO-ade6 clr4+ trp1:nat-clr4p-tetR-clr4ΔCD swi6T278KD283T</i>	This study	Supplementary Figure 11B
KR3286	<i>h- leu1-32 ade6-M210 ura4Δ::10XtetO-ade6 clr4+ trp1:nat-clr4p-tetR-clr4ΔCD swi6T278KD283S</i>	This study	Supplementary Figure 11B
KR3287	<i>h- leu1-32 ade6-M210 ura4Δ::10XtetO-ade6 clr4+ trp1:nat-clr4p-tetR-clr4ΔCD swi6T278KD283R</i>	This study	Supplementary Figure 11B
KR3288	<i>h- leu1-32 ade6-M210 ura4Δ::10XtetO-ade6 clr4+ trp1:nat-clr4p-tetR-clr4ΔCD swi6T278KD283E</i>	This study	Supplementary Figure 11B

# Supplementary material for: Epigenetic memory is governed by an effector recruitment specificity toggle in Heterochromatin Protein 1
**Source:** Nat Commun. 2024 Jul 25;15:6276. doi: 10.1038/s41467-024-50538-z
**Supplement:** Supplementary file 7 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☒	☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☐	☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	AlphaFold2 Multimer, Refeyn AcquireMP, https://github.com/BiteenMatlab/SMALL-LABS , BioRAD CFX Maestro
Data analysis	ChimeraX-1.6.1, Prism 10, ImageJ, IGV_2.16.12, ggplot, pheatmap, https://github.com/sokrypton/ColabFold/tree/main/colabfold , Refeyn DiscoverMP, barcode, Trimmomatic, BWA, https://github.com/BiteenMatlab/SMAUG , RColorBrewer, SummarizedExperiment, matrixStats, tidyverse

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The sequencing data generated in this study have been deposited in NCBI's Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE248428 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE248428>]. The mass spectrometry proteomics data generated in this study have

been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD047651 [http://proteomecentral.proteomexchange.org/cgi/GetDataset?ID= PXD047651] 69,70. Source data are provided with this paper. The AlphaFold-2 multimer models are available in ModelArchive (www.modelarchive.org) with the accession codes ma-dl26b, ma-n4bjg, ma-01x2c, and ma-j3lwp.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

Methods

- n/a Involved in the study
- ☐ ☒ Antibodies
- ☐ ☒ Eukaryotic cell lines
- ☒ ☐ Palaeontology and archaeology
- ☒ ☐ Animals and other organisms
- ☒ ☐ Clinical data
- ☒ ☐ Dual use research of concern
- ☒ ☐ Plants

- n/a Involved in the study
- ☐ ☒ ChIP-seq
- ☒ ☐ Flow cytometry
- ☒ ☐ MRI-based neuroimaging

Antibodies

Antibodies used

V5 (A01724, Genscript, 1:10,000 dilution)
 Swi6 (custom, courtesy of Moazed Lab, Department of Cell Biology, Harvard Medical School, 1:10,000 dilution)
 MBP (E8032S, NEB, 1:10,000 dilution)
 M2 Flag (A8592, Sigma, 1:10,000 dilution)
 H3K9me2 (Abcam, ab1220)
 H3K9me3 (39161, Active Motif)
 IgG Alexa Fluor 647 (A-21246, Invitrogen, 1:10,000 dilution)

Validation

All antibodies were commercially validated and experimentally validated using proper controls. For all experiments in the manuscript, positive and negative controls were included to verify the specificity of each antibody.

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

We used *S. pombe* lab strains, strains provided upon request.

Authentication

S. pombe strains were authenticated using PCR-based genotyping.

Mycoplasma contamination

S. pombe strains do not need to be tested for mycoplasma contamination.

Commonly misidentified lines
(See [ICLAC](#) register)

This does not apply to *S. pombe*.

Plants

Seed stocks

Plants were not used in this study.

Novel plant genotypes

Plants were not used in this study.

Authentication

Plants were not used in this study.

ChIP-seq

Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

May remain private before publication.

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE248428>

Files in database submission

GSM7913848 WT_9me2_minustet
 GSM7913849 clr4D_9me2_minustet
 GSM7913850 epe1D_9me2_minustet
 GSM7913851 swi6T278Y_9me2_minustet

GSM7913852 swi6T278K_9me2_minustet
 GSM7913853 swi6T278Yepe1D_9me2_minustet
 GSM7913854 swi6T278Kepe1D_9me2_minustet
 GSM7913855 WT_9me2_tet
 GSM7913856 clr4D_9me2_tet
 GSM7913857 epe1D_9me2_tet
 GSM7913858 swi6T278Y_9me2_tet
 GSM7913859 swi6T278K_9me2_tet
 GSM7913860 swi6T278Yepe1D_9me2_tet
 GSM7913861 swi6T278KYepe1D_9me2_tet
 GSM7913862 WT_9me3_minustet
 GSM7913863 clr4D_9me3_minustet
 GSM7913864 epe1D_9me3_minustet
 GSM7913865 swi6T278Y_9me3_minustet
 GSM7913866 swi6T278K_9me3_minustet
 GSM7913867 swi6T278Yepe1D_9me3_minustet
 GSM7913868 swi6T278Kepe1D_9me3_minustet
 GSM7913869 WT_9me3_tet
 GSM7913870 clr4D_9me3_tet
 GSM7913871 epe1D_9me3_tet
 GSM7913872 swi6T278Y_9me3_tet
 GSM7913873 swi6T278K_9me3_tet
 GSM7913874 swi6T278YepeD_9me3_tet
 GSM7913875 swi6T278Kepe1D_9me3_tet
 GSE248428_RAW.tar
 GSE248428_Schizosaccharomyces_Pombe_tetarr6.fasta.gz
 GSE248428_Schizosaccharomyces_Pombe_tetarr6.gff.gz

Genome browser session
(e.g. [UCSC](#))

We did not use a genome browser for this study.

Methodology

Replicates	ChIP was performed on two technical replicates, qPCR was performed on both replicates to ensure they were in agreement, and ChIP-seq was performed on one replicate
Sequencing depth	1- 5 million pair-end raw reads for each sample with the length of 75 bp, >98% of our reads map to the S. pombe genome
Antibodies	H3K9me2 (Abcam, ab12220)<br>H3K9me3 (39161, Active Motif)
Peak calling parameters	Peak calling was not used in ChIP-seq analysis for this study.
Data quality	We did not use peak calling or FDR for this study.
Software	barcode, Trimmomatic, BWA, IGV_2.16.12

How the deposited data were processed for this re-analysis (not part of the article)

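The deposited file used here is an annotation of the modified *S. pombe* genome, written by Geneious 7.1.5. Its unit is the position of the first and last base of each feature, and it holds no measurement. The deposited sequence of that genome and the deposited files of single libraries were not used here. The other values analysed here are the paper's own supplementary tables: Supplementary Data 1 for the purifications and the Source Data for qPCR, western blots, mass photometry and gel shifts. Values and labels in those tables had been seen before the rules for the analysis were written. The ChIP-seq experiment has 28 libraries, 1 per genotype, antibody and tetracycline state, with 1 library left unassigned because its label names both variants. The authors trimmed its reads with Trimmomatic and aligned them with BWA. Versions and genome build are not given in the sources used here, and coverage was not analysed here.

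The annotation was compared with the reference genome by locus tag. Chromosomes I and II have the same length in both, and chromosome III is 2452289 bp long against 2452883 bp in the reference, so positions on chromosome III are those of the modified genome unless the reference is named. The annotation has 3112, 2541 and 1297 genes with a locus tag on chromosomes I, II and III. Besides *ade6* and *ura4*, it has no gene feature for SPCC1840.13 and SPCC4G3.20. Sequences of genes and proteins were taken from the reference. Primers were matched on both strands without mismatch, or with up to 1 mismatch as an alternative, and a product needed facing matches within 1000 bp. Python 3.11.15 with Biopython 1.88, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used.

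For the purifications, the authors searched the spectra with Comet, filtered at a false discovery rate and scaled the summed signal to noise so that Swi6 is equal in every purification. The number of ions behind a value is unknown, so no counting interval is given. Values were log2 transformed without a pseudocount. limma 3.58.1 in R 4.3.3 was fitted to all 9 purifications with 1 term per protein variant, and both variants were compared with Swi6-WT and with each other. The p-values were adjusted by Benjamini-Hochberg over 1247 proteins. A further 435 proteins with 1 peptide were left out, as in the legend of Fig. 5. Lists of proteins were compared with all others by camera with a preset correlation of 0.01. The lists were the rixosome, Epe1 and Bdf2, CLRC, SHREC with Chp2, FACT, nuclear periphery, Ino80, RNAi, origin recognition complex, MCM, TFIID, RNA polymerase III, TFIIIC, cohesin, RSC, histones, glycolysis and the ribosomal proteins of each subunit. They were fixed before the values of all proteins were examined, but Fig. 5c and the start of Supplementary Data 1 had been seen.

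Whether purifications with the same replicate number belong together was checked in the data, since the paper does not say. After the mean of each variant was removed, the 9 pairs with the same number had correlations across proteins from 0.466 to 0.734, and the 18 pairs with other numbers from -0.620 to 0.0573. Proteins are not independent replicates in these correlations. The numbers thus pair the purifications. The model reported in the text leaves this pairing out, and a model with the number as a block was run as an alternative. The block lowered the median standard error from 0.285 to 0.143. All 11 and 5 calls against Swi6-WT were also made with the block.

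The model was tested on simulated data with 1247 proteins, of which 200 changed, in 10 runs. For Swi6-Y against Swi6-WT, 54.8% of 2-fold and 96.6% of 4-fold changes were recovered, with 4.99% of calls false, and 10.8% of 1.5-fold changes were recovered. The rates for the other comparisons lay within 2 points of these, with 53.4% and 55.8% at 2-fold.

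qPCR levels were computed from Cq values at 2-fold amplification per cycle against tubulin, or as percent of input with an input dilution of 400 and an immunoprecipitate dilution of 5, as in the sheets. Standard curves in the Source Data give 2.42-fold and 2.26-fold per cycle. Which primers each belongs to could not be told, so both assignments were run. Groups with 3 or 4 values were compared by exact two-sided permutation tests, and groups of 2 were described without a test.

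Proteins named in the text are those the paper names, per comparison the 10 past the threshold with the largest change whose values do not overlap between the groups, and every member of a list with 6 or fewer measured proteins. Genes named from the annotation are those the paper names and those in the windows of its figures. AlphaFold models, tracking of single molecules and plate images were not analysed here. The alternatives left out each replicate in turn and changed the scaling, peptide filter, test, thresholds, amplification, fitted curve and primer mismatches.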

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

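The values below were singled out by rules fixed before any result was computed, although parts of the paper's tables had been read by then, whereas the tests of explanations, for RNA polymerase III and for the splits of the purifications, were chosen after the results were seen.

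In the paper's source data for Fig. 5f, 1 of 4 *grc3*-V70M replicates of Crb3-TAP at *dg* lay far from the others, at 0.0137% of input against a mean of 0.00655%. Its gap to the nearest replicate was 0.877 of the range, above the critical value of Dixon's test for 4 values. It was 1 of 11 groups tested in this way, and chance gives about 1 in 20. Without it, the fold over *swi6*-WT was 0.216 in place of 0.340. The same replicate was also high at the other loci, where the sheet leaves it out. At *SPCC330.06c* it was 0.0169% of input against 0.00429 to 0.00856% for the kept replicates, and at tub1 0.0142% against 0.00378 to 0.00516%.

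A few proteins past the threshold are not discussed in the paper. ase1 was higher with Swi6-Y than with Swi6-WT (log2 fold change 1.32, adjusted p = 0.0198 from limma, 3 peptides), and swi2 was lower (log2 fold change -1.12, adjusted p = 0.0498 from limma, 14 peptides). SPCC553.01c was higher with Swi6-K (log2 fold change 1.90, adjusted p = 0.0114 from limma, 3 peptides). In each case all 3 values lay on one side of all 3 Swi6-WT values, as the rule for naming single proteins asks. Among the limma alternatives, ase1 did not pass without Swi6-Y replicate 2 or 3 or without Swi6-WT replicate 1. swi2 did not pass on centring, without any 1 of the Swi6-Y replicates or without Swi6-WT replicate 1 or 3. SPCC553.01c did not pass without Swi6-K replicate 1. It did not pass in the two-sample tests with the paper's thresholds either, which called 0 proteins higher with Swi6-K. With 3 peptides each, ase1 and SPCC553.01c were not tested where at least 5 were asked for.

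Several lists of proteins that the paper does not discuss moved as sets by camera with a preset correlation, and none of them did with an estimated correlation. The estimated correlation was run without the replicate number as a block, so it cannot show that a list did not move. Glycolysis enzymes were lower in Swi6-Y than in Swi6-WT (median log2 fold change -0.67 over 12 proteins, adjusted p = 0.0120) and than in Swi6-K (-0.33, adjusted p = 0.00167). MCM subunits were higher in Swi6-K than in Swi6-WT (0.30 over 6 proteins, adjusted p = 0.000208) and lower in Swi6-Y than in Swi6-K (-0.62, adjusted p = 2.48e-06). Histones in Swi6-K against Swi6-WT had a median of 0.0743, with 4 of 6 positive and none past the threshold, and lay above the other proteins, whose median was -0.23 (adjusted p = 0.0369). Cohesin subunits were lower in Swi6-Y than in Swi6-K (-0.27 over 4 proteins, adjusted p = 0.0441). These directions were the same when each purification was centred on its median, but the cohesin result then no longer passed (adjusted p = 0.0883), nor did it with the replicate number as a block (adjusted p = 0.0818).

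RNA polymerase III subunits were lower than in Swi6-WT for Swi6-Y (median log2 fold change -0.69, all 10 negative, camera adjusted p = 0.000730) and for Swi6-K (-0.61, all 10 negative, camera adjusted p = 0.000203). With an estimated correlation, neither passed (camera adjusted p = 0.617 and 0.496). No subunit passed over all proteins in limma, 10 and 0 passed when adjusted over the list alone, and 10 and 9 passed with the replicate number as a block. Of all 1247 proteins, the block called 510 and 252 lower. Two-sided tests of the difference between the variants called none of the subunits.

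A single purification was weighed as an explanation. Relative to the median of all proteins, the subunits stayed lower without each purification in turn, by at least 0.1, and the value nearest to 0 was -0.26 for Swi6-Y and -0.25 for Swi6-K, which argues against it. The scaling of the columns to Swi6 was weighed as well. It moves all proteins alike, so it can account for the median of all proteins, -0.28 for Swi6-Y and -0.23 for Swi6-K, but would leave no remainder relative to them, and the remainder was -0.41 and -0.38. After centring, the subunits' level in the pairs with the same number differed by -0.51, -0.38 and -0.51 for Swi6-Y and by -0.47, -0.44 and -0.11 for Swi6-K. The mean of the pairs plus their SD was -0.39 and -0.14, still below 0, with less margin for Swi6-K, where the mean was -0.34 and the SD 0.196. The list was singled out for lying below the other proteins, which made a value below 0 likely in advance. This criterion by itself therefore cannot decide on scaling. An earlier criterion, that every Swi6-WT level lie above every level of the variant, was not met, since the lowest Swi6-WT level less the highest variant level was -0.0679 and -0.11. It leaves out the pairing, and the criterion by pairs took its place after all these values had been seen, as the third tried, after a fall of over 0.1 in every pair. camera on the centred values passed (adjusted p = 0.00124 and 0.000477), but it compares the subunits with the other proteins, so centring could not decide it. With 3 pairs, chance is not excluded. A difference in binding of the variants is a biological explanation that may hold, as a hypothesis found and tested on the same data.

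The purifications of each pair of variants were also regrouped. Of the 10 splits of 6 purifications, 4 part all 3 pairs with the same number, as the real split does, and the others part 1 pair. For Swi6-Y against Swi6-WT the real split called 11 proteins and the highest other split 0, or 655 and 0 with the block, and 1 split, the real one, was as large in both cases. For Swi6-K against Swi6-WT the numbers were 5 and 1, or 272 and 4 with the block, again with 1 split as large. For Swi6-Y against Swi6-K the real split called 0 and the highest other 11, with all 10 splits as large, and with the block 44 and 0, with 1 as large. The split that called 11 parts 1 pair, which points to the structure of the samples by replicate number. With the block, a split that parts 1 pair estimates the difference from that pair alone. Only the 4 splits that part 3 pairs, the real one among them, are then alike. Among these 4, the highest other split called 0 in every comparison, with and without the block. With 10 splits, or with 4, the share can never be under 0.05.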

How the results depend on the processing

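The alternatives below were set before the data were examined, in that no result had been computed although parts of the paper's tables had been read, except the tests on unlogged values and on log2 values with unequal variances, which were chosen after seeing the data and the counts in Fig. 5, and the pairing of photometry runs, chosen after seeing the runs. Where a value moved, the cause was not tested unless the alternative itself gives it.

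For Swi6-Y against Swi6-WT, 11 proteins (2 higher, 9 lower) were called. The count was 34 (19 higher, 15 lower) with each purification centred on its median, 18 (6 and 12) with no filter on peptides, 7 (0 and 7) with at least 5 peptides, where 701 proteins were tested, and 655 (145 and 510) with the replicate number as a block. With the thresholds of the paper, p under 0.01 and a change over 1.25-fold, it was 52 (30 and 22) by limma and 59 (40 and 19) by a two-sample test on log2 values. The tests added later gave 45 (29 and 16) on unlogged values with equal variances, 24 (14 and 10) on unlogged values with unequal variances and 36 (24 and 12) on log2 values with unequal variances. For Swi6-K against Swi6-WT, 5 (1 and 4) became 11 (1 and 10) on centring, 2 (0 and 2) with at least 5 peptides, 272 (20 and 252) with the block, 26 (5 and 21) with the paper's thresholds and limma, 11 (0 and 11) with the two-sample test, and 9, 5 and 9 with the tests added later, all lower. For Swi6-Y against Swi6-K, 0 became 44 (34 and 10) with the block, 8 (6 and 2) with the paper's thresholds and limma, 15 (14 and 1) with the two-sample test, and 9, 3 and 9 with the tests added later. A pseudocount of 10, only the 6 purifications compared and an intensity trend kept each count within 1.5 times.

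Leaving out 1 purification gave 5 to 31 proteins for Swi6-Y, namely 6 without Swi6-Y replicate 2, 5 without Swi6-Y replicate 3, 5 without Swi6-WT replicate 1, 31 without Swi6-WT replicate 2 and 6 without Swi6-WT replicate 3. It gave 4 to 13 for Swi6-K, namely 9 without Swi6-K replicate 3 and 13 without Swi6-WT replicate 2, and 0 to 1 between the variants, the 1 without Swi6-K replicate 2. For 20 proteins that the paper names, 660 comparisons under alternatives left 643 on the same side of the threshold, 17 newly past it, 11 of these with the block, and none reversed. With the block these were 5 rixosome subunits, Chp2, rdp1, mit1 and orc2 for Swi6-Y and Chp2 and rdp1 for Swi6-K, and the block changed no other call of these 20. Of the members of all lists, the block newly called for Swi6-Y 5 of the rixosome, 2 of CLRC, 2 of SHREC, 1 of RNAi, 4 of the origin recognition complex, 5 of TFIID, 10 of RNA polymerase III, 4 of cohesin, 1 of RSC, 12 of glycolysis and 43 and 12 of the large and small ribosomal subunits. For Swi6-K it newly called 1 of SHREC, 1 of RNAi, 6 of TFIID, 9 of RNA polymerase III, 2 of RSC and 1 of the large ribosomal subunit, and between the variants 22 of the last. Of the proteins called for Swi6-Y, swi2 and taf7 did not pass under 6 alternatives, taf4 under 5, taf2 under 4 and SPCC320.03 and ase1 under 3. For Swi6-K, SPCC553.01c did not pass without Swi6-K replicate 1. Without Swi6-WT replicate 2, Chp2 passed for Swi6-Y (log2 fold change -1.24) and rdp1 for Swi6-Y (1.28) and Swi6-K (1.34). Chp2 also passed for Swi6-Y with the pseudocount, with the 6 purifications alone and with the intensity trend. Of the list tests, 28 of 54 passed, 28 on centring, 27 with the block and 1 with an estimated correlation, so those calls rest on the preset value. On centring, RSC in Swi6-Y and the large ribosomal subunit in Swi6-K newly passed, and the origin recognition complex in Swi6-K and cohesin between the variants no longer did. Cohesin did not pass with the block either.

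RNA levels of *SPCC330.06c* kept their direction under both assignments of the standard curves. Without tetracycline they became 0.703 and 0.679 in *swi6*-Y, 0.338 and 0.289 in *swi6*-K, 0.455 and 0.362 in *swi6*-Y *epe1*∆, 8.28 and 8.51 in *swi6*-K *epe1*∆, and 227.2 and 320.8 in *clr4*∆. After tetracycline they became 0.368 in *swi6*-Y and 0.507 in *swi6*-Y *epe1*∆ under the second assignment, and 4.34 and 4.00 in *swi6*-K *epe1*∆. Leaving out 1 replicate gave 0.667 to 0.821, 0.356 to 0.420 and 0.426 to 0.539 for *swi6*-Y, *swi6*-K and *swi6*-Y *epe1*∆ without tetracycline, and after it 0.428 to 0.545 for *swi6*-Y, 0.826 to 1.02 for *swi6*-K, on either side of 1, 0.550 to 0.708 for *swi6*-Y *epe1*∆ and 2.77 to 3.69 for *swi6*-K *epe1*∆.

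H3K9me3 after tetracycline was 28.5 to 70.8 times *swi6*-WT in *swi6*-Y when 1 replicate was left out, the highest without replicate 1, and 1.66 to 6.40 times in *swi6*-K, also highest without replicate 1, with *swi6*-WT within the range of *clr4*∆. The *dg* level of *swi6*-Y was 0.399 to 1.39, on either side of 1, the *dh* level was 3.65 to 33.2 in *swi6*-Y and 3.80 to 30.0 in *swi6*-K, and the *tlh1* level 2.65 to 24.3 in *swi6*-Y and 0.414 to 3.14 in *swi6*-K, each highest without replicate 2 and lowest without replicate 1.

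For Crb3-TAP, the ratio to tub1 gave 0.755 for *swi6*-K and 0.206 for *grc3*-V70M at *dg* and 0.435 for the untagged strain and 0.891 for *swi6*-K at *SPCC330.06c*, and none of these passed. With all replicates at *SPCC330.06c*, *grc3*-V70M was at 0.442 and *swi6*-K at 0.692, without passing, and *swi6*-Y at 2.78, which passed. Leaving out 1 replicate gave 2.73 to 3.88 for *swi6*-Y and 0.216 to 0.392 for *grc3*-V70M at *dg*, and 0.168 to 0.247 for the untagged strain at *SPCC330.06c*. At *dg*, the exact p of *swi6*-Y and *grc3*-V70M rose from 0.0286 to 0.0571 without any 1 of the *swi6*-WT replicates. For the untagged strain at *SPCC330.06c*, the exact p rose to 0.1 without an untagged replicate and to 0.0667 without a *swi6*-WT replicate, the smallest then possible.

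Blot, photometry and primer results did not move beyond their spread, but the ratio of Swi6-Y to Swi6-WT in photometry and of both variants on the blots crossed 1 without 1 run or blot. Pairing the photometry runs by their order in the sheet, as a block, changed no call (exact p = 0.375 for Swi6-Y and 0.125 for Swi6-K against Swi6-WT). The ratio of midpoints in the gel shifts became 2.53 for Swi6-WT, 2.65 for Swi6-Y and 2.06 for L315E with the slope fixed at 1, and 1.39 for L315E with a fitted plateau. Counting genes wholly inside the window changed the number at *mei4* from 3 to 1. No paired analysis was possible for ChIP-seq because its coverage was not analysed here. The depth behind the supplementary tables is unknown.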

Differences from the paper's values

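Apart from the counts of proteins in Fig. 5, the values that the paper states for the same measures lay within 1.5-fold of those recomputed here under the settings reported in the text. The midpoint of Swi6-WT on H3K9me3 nucleosomes, 42.9 ± 2.41 nM, was still below the paper's 50 nM by more than its standard error. The Source Data sheet itself gives 42.8 nM, and its midpoints match those fitted here with a free plateau for every curve. With the slope of the curve fixed at 1, the midpoints were 29.3 nM for Swi6-WT and 24.5 nM for Swi6-Y against 50 and 39 nM in the paper. These curves fitted worse, with residual sums of squares of 0.664 and 0.981, against 0.323 and 0.237 with a free slope. On the ratio to tub1, with 2 values against 3, Crb3-TAP in *swi6*-K at *SPCC330.06c* was 1.12-fold lower against 1.7-fold in the paper. The thresholds differ: the paper's boxes mark a p of 0.01 and a 1.25-fold change, and the counts here use an adjusted p under 0.05 in limma without a minimum change. They also come from the model without the block, which leaves out the pairing of the purifications by replicate number.

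With Swi6-Y, the paper's count of proteins higher than with Swi6-WT is about 29 in Fig. 5, read by eye, and 2 were called here. Among the alternatives set before the data were examined, 30 with the paper's thresholds in limma and 40 with the paper's thresholds and a two-sample test on log2 values fall within 1.5 times of it, and the centred values, peptide filters, pseudocount, the 6 purifications alone, the block, the intensity trend and each purification left out do not. The paper's count of proteins lower with Swi6-Y is about 16 in Fig. 5, read by eye, against 9 here. The alternatives within it are centred values with 15, no peptide filter with 12, only the 6 purifications compared with 11, the paper's thresholds with 22 in limma and 19 in the two-sample test, and leaving out Swi6-WT replicate 2 with 24; the others are not. With Swi6-K, the paper's count of proteins lower is about 9 in Fig. 5, read by eye, and 4 were called here. Centred values with 10, the two-sample test with 11 and leaving out Swi6-WT replicate 2 with 10 fall within it, and the others do not.

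A two-sided two-sample test on unlogged values with equal variances, chosen after seeing the values together with 2 other forms of the test, called 29 proteins higher and 16 lower with Swi6-Y and 9 lower with Swi6-K, which match Fig. 5, and it dropped 0 of the 39 and 0 of the 8 proteins coloured in Fig. 5c that could be found under their names. This is the setting under which the counts match, and the paper names a two-sided t-test without its scale or form. The p of this test was not adjusted, while the axes of Fig. 5a, b name an adjusted p and the legend a p-value. On unlogged values with unequal variances, also chosen after seeing the values, 18 of the 39 and 4 of the 8 were dropped, and on log2 values with unequal variances 9 and 0. The planned test on log2 values called 38 of the 39 and 8 of the 8, the block 35 and 8, and the model reported in the text 9 and 4.

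The paper states that rixosome subunits are significantly increased with Swi6-Y. Here all 6 measured were higher, and none passed when adjusted over all proteins in the model without the block. With the paper's thresholds, 5 of them passed in each of the 4 two-sample tests. In limma with those thresholds ipi1 passed, and rix1, crb3, las1 and grc3 did not. With the block 5 passed, and 0 passed when each purification was centred on its median.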

Other observations

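The values below come from the paper's source data for panels of the main figures and from its oligo tables, and the comparisons of replicates left out in the sheets were chosen after seeing the data.

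H3K9me3 at *SPCC330.06c* in Fig. 1e was 7.77 ± 0.584% of input in *swi6*-WT, 7.80 ± 2.26% in *swi6*-Y, 11.4 ± 0.886% in *swi6*-K, 9.33 ± 1.80% in *epe1*∆ and 0.142 ± 0.125% in *clr4*∆ without tetracycline (SD, n = 2 each). After tetracycline it was 0.108 ± 0.0908% in *swi6*-WT, 4.00 ± 1.29% in *swi6*-Y, 0.283 ± 0.00454% in *swi6*-K, 4.07 ± 0.175% in *epe1*∆ and 0.0598 ± 0.0100% in *clr4*∆. The share kept after tetracycline was thus 1.39% in *swi6*-WT, 51.4% in *swi6*-Y, 2.48% in *swi6*-K and 43.6% in *epe1*∆. In the 2 replicates it was 2.34 and 0.534% in *swi6*-WT, 79.3 and 32.9% in *swi6*-Y, 2.65 and 2.32% in *swi6*-K and 48.9 and 39.5% in *epe1*∆. In *clr4*∆, which lacks the methyltransferase, it was 41.9%, a ratio between background levels, so the share has a meaning only where the level without tetracycline is far above that of *clr4*∆. The *swi6*-WT replicates after tetracycline were 0.172 and 0.0437%, and those of *clr4*∆ 0.231 and 0.0540% without tetracycline and 0.0668 and 0.0527% after it. The mean of *swi6*-WT thus lay within the range of *clr4*∆ over both states, though above it after tetracycline alone. So near to background, its own share and folds over it have no exact size. With 2 replicates against 2, no test was run.

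The replicates behind Fig. 2d differed widely. The level of *dh* relative to *swi6*-WT was 23.7 and 5.11 in the replicates of *swi6*-Y and 21.5 and 5.32 in those of *swi6*-K. That of *tlh1* was 16.2 and 3.99 in *swi6*-Y and 2.08 and 0.624 in *swi6*-K, and that of *dg* was 1.47 and 0.375 in *swi6*-Y and 11.9 and 5.60 in *swi6*-K. The means of *clr4*∆ were 99.4 for *dg*, 143.4 for *dh* and 107.3 for *tlh1*. The sheet's averages leave out 1 well of *swi6*-WT for tubulin, at a Cq of 34.3, and 1 for *dg*, at 32.1. The primers of these transcripts match several places in the reference. The *dg* pair gives 9 products of 297 to 298 bp, on all 3 chromosomes, the *dh* pair 6 products of 89 bp, and the *tlh1* pair 2 products of 184 bp, in *tlh1* on chromosome I and *tlh2* on chromosome II.

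Crb3-TAP at *dg* in Fig. 5f was 3.30 times *swi6*-WT in *swi6*-Y and 0.600 times in *swi6*-K, 0.340 times in *grc3*-V70M and 0.157 times in the untagged strain (exact two-sided permutation tests, p = 0.0286 each, the smallest that 4 values against 4 allow). On the ratio to tub1, *swi6*-K and *grc3*-V70M did not pass (exact tests with 3 values against 4, p = 0.429 and 0.0571). Without any 1 of the *swi6*-WT replicates, *swi6*-Y stayed at 3.23 to 3.38 and *grc3*-V70M at 0.332 to 0.347 while the exact p became 0.0571. At *SPCC330.06c* it was 2.57 times in *swi6*-Y, 0.567 times in *swi6*-K and 0.277 times in *grc3*-V70M (exact two-sided permutation tests, p = 0.1 each, the smallest possible with 2 or 3 values against 3), and 0.213 times in the untagged strain (exact test with 4 values against 3, p = 0.0286). The ratio to tub1 moved *swi6*-K at *SPCC330.06c* to 0.891 (exact test with 2 values against 3, p = 0.7, where the smallest possible is 0.1). All replicates moved *grc3*-V70M there to 0.442 (exact test, p = 0.0857). With all replicates, *swi6*-Y was at 2.78 and passed (exact test, p = 0.0286). On the ratio to tub1, the untagged strain was at 0.435 and did not pass (exact test, p = 0.0857). Replicates with Cq values but no final percent in the sheet were left out, as in the sheet. At *SPCC330.06c* they were 0.0132% of input for 1 replicate of *swi6*-WT, below the kept range of 0.0156 to 0.0262%, 0.0359 and 0.0714% for 2 of *swi6*-Y, below and above the kept values, 0.0175% for 1 of *swi6*-K, above them, and 0.0169% for 1 of *grc3*-V70M, also above. At tub1 they were 0.0216% for 1 of *swi6*-Y, 0.00910% for 1 of *swi6*-K and 0.0142% for 1 of *grc3*-V70M, each above the kept values. The kept values at tub1 had means of 0.00501% in *swi6*-WT and 0.00337% in *swi6*-K, against 0.00326% in the untagged strain. The ratio to tub1 thus divides by a signal near that of the untagged strain.

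In the source data of Supplementary Fig. 1c, the values used for the ratios differ from those in the block of measured values. On the first blot the signal differs in 6 of 12 loads and the total protein in 1, and on the second blot the total protein differs in 12 of 12. The errors of *K*_dim_ in the paper match SDs with the number of runs as the denominator, which are 0.220, 0.0925 and 0.110 nM.

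The remaining lists of proteins had these median log2 fold changes for Swi6-Y against Swi6-WT, Swi6-K against Swi6-WT and Swi6-Y against Swi6-K. They were 0.28, 0.27 and -0.02 for RNAi, where 1 protein, rdp1, was higher when adjusted over the list alone in both comparisons with Swi6-WT, -0.39, 0.10 and -0.44 for the origin recognition complex, 0.37, 0.33 and 0.03 for TFIIIC, -0.00298, 0.15 and -0.13 for RSC, and -0.02, 0.07 and -0.04 for histones. MCM was at -0.36 and cohesin at -0.55 for Swi6-Y, cohesin at -0.30 and glycolysis at -0.32 for Swi6-K. No member of these lists passed over all proteins in limma without the block. With the replicate number as a block, 4 members of the origin recognition complex, 4 of cohesin and 12 of glycolysis were lower with Swi6-Y, and 1 of RNAi and 1 of RSC higher. Of all 1247 proteins, the block called 510 lower and 145 higher with Swi6-Y. With Swi6-K, 1 member of RNAi and 2 of RSC were then higher. The medians of RSC and histones for Swi6-Y turned positive on centring, to 0.20 and 0.18, and their means were positive before it. As sets in camera with the preset correlation, RNAi (adjusted p = 0.000219), the origin recognition complex (0.0396), TFIIIC (0.000208) and RSC (3.18e-06) lay above the other proteins for Swi6-K, and TFIIIC did for Swi6-Y (0.0131). For Swi6-Y against Swi6-K, the origin recognition complex (7.73e-05) and RSC (0.0403) lay below them. None of these passed with an estimated correlation. The direction of RSC and histones for Swi6-Y in camera was above the other proteins, without passing (adjusted p = 0.121 and 0.275). FACT and Ino80 for Swi6-Y and FACT for Swi6-K also had this direction with negative medians and means, and none passed (adjusted p = 0.877, 0.683 and 0.746). The median log2 value of a purification was lowest at replicate number 2 in each variant, 9.22 for Swi6-WT, 9.08 for Swi6-Y and 9.07 for Swi6-K.

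A second set of 14 listed primers on the T278K template covers codons 272 to 286 without codon 278, which is part of the residues that the paper gives for this library, 268 to 277 and 279 to 302. Their degenerate codon is written KNN on the primer strand, which stands for 32 codons, 18 amino acids and 2 stop codons. Asp 283, where the paper reports substitutions that restore maintenance, is codon GAT from 1703153 to 1703155 on chromosome I.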
